# Tissue-specific modulation of gene expression in response to lowered insulin signalling in *Drosophila*

**DOI:** 10.7554/eLife.67275

**Published:** 2021-04-21

**Authors:** Luke Stephen Tain, Robert Sehlke, Ralf Leslie Meilenbrock, Thomas Leech, Jonathan Paulitz, Manopriya Chokkalingam, Nagarjuna Nagaraj, Sebastian Grönke, Jenny Fröhlich, Ilian Atanassov, Matthias Mann, Andreas Beyer, Linda Partridge

**Keywords:** lifespan, proteomics, transcriptomics, gene expression, DNA damage, mannosidase, *D. melanogaster*

## Abstract

Reduced activity of the insulin/IGF signalling network increases health during ageing in multiple species. Diverse and tissue-specific mechanisms drive the health improvement. Here, we performed tissue-specific transcriptional and proteomic profiling of long-lived *Drosophila dilp2-3,5* mutants, and identified tissue-specific regulation of >3600 transcripts and >3700 proteins. Most expression changes were regulated post-transcriptionally in the fat body, and only in mutants infected with the endosymbiotic bacteria, *Wolbachia pipientis*, which increases their lifespan. Bioinformatic analysis identified reduced co-translational ER targeting of secreted and membrane-associated proteins and increased DNA damage/repair response proteins. Accordingly, age-related DNA damage and genome instability were lower in fat body of the mutant, and overexpression of a minichromosome maintenance protein subunit extended lifespan. Proteins involved in carbohydrate metabolism showed altered expression in the mutant intestine, and gut-specific overexpression of a lysosomal mannosidase increased autophagy, gut homeostasis, and lifespan. These processes are candidates for combatting ageing-related decline in other organisms.

## Introduction

Human life expectancy is increasing (Oeppen and Demography, 2002) and is predicted to continue to do so (Kontis et al., 2017). However, healthspan, the period of life spent in good health and free from the chronic diseases and disorders of ageing, is not keeping up with lifespan and there is therefore a growing period of functional decline and ill health at the end of life (Crimmins, 2015; Niccoli and Partridge, 2012; Partridge et al., 2018). Lowered activity of the insulin and IGF-1-like signalling (IIS) network can extend lifespan in laboratory model organisms (Kenyon, 2011; Partridge et al., 2011), and possibly humans through specific mutations (Flachsbart et al., 2009; Study of Osteoporotic Fractures et al., 2009), and can reduce the incidence of age-related impairments and diseases (Mannick et al., 2014; Mannick et al., 2018). Identifying the molecular mechanisms and understanding exactly how reducing IIS activity prolongs longevity may hence lead to interventions that ameliorate the effects of ageing and prevent age-related pathology.

Gene expression profiling in whole organisms has identified genes and molecular mechanisms that ameliorate ageing in IIS mutants in *C. elegans* (Ewald et al., 2015; Halaschek-Wiener et al., 2005; Kaletsky et al., 2016; McElwee et al., 2007; Murphy et al., 2003; Oh et al., 2006) and *Drosophila* (Alic et al., 2011; Teleman et al., 2008). Recent transcriptomic analysis in mice (Page et al., 2018), and proteomic analysis in *Drosophila* (Tain et al., 2017) showed that the responses to lowered IIS are highly tissues-specific. How these tissue-specific responses are regulated is less clear, and tissue-specific profiling of both the transcriptome and the proteome can give a more informative picture, not only of the molecular changes mediating tissue-specific functional responses to mutations that increase healthspan, but also of how gene expression itself is regulated to achieve those responses (Barrett et al., 2012).

IIS affects not only lifespan, but also other processes including development, growth, and reproduction (Bartke, 2011). Isolating the potentially causal changes in gene expression that specifically modulate longevity in IIS mutants is therefore challenging. In the fruit fly *Drosophila*, IIS is activated through insulin-like peptides (DILPs) (Grönke et al., 2010). Genetic ablation of the median secretory neurons (mNSC), which produce DILPs, or null mutation of 3 *dilp* genes (*dilp2-3,5*) that are expressed in the mNSC neurons, systemically lowers IIS, resulting in extended lifespan, reduced body size, reduced female fertility, and delayed development (Grönke et al., 2010; Broughton et al., 2005). However, the extent to which these traits change is greater in *dilp2-3,5* mutants than mNSC-ablated flies, perhaps because IIS activity is reduced throughout development in *dilp2-3,5* mutants, while lowered IIS commences only later in larval life in mNSC-ablated flies (Grönke et al., 2010; Broughton et al., 2005).

A naturally occurring endosymbiotic bacterium, *Wolbachia pipientis,* present in many insect species (Werren and Windsor, 2000), interacts with IIS (Ikeya et al., 2009), and increases the longevity of *dilp2-3,5* mutants (Grönke et al., 2010). *Wolbachia* also increases the resistance of *dilp2-3,5* mutants to xenobiotics, but does not affect other phenotypes associated with reduced IIS (Grönke et al., 2010). Changes in gene expression that require *Wolbachia* in IIS mutants are therefore potentially causal for longevity, and identifying them could thus aid in isolating the specific mechanisms and processes that mediate IIS mutant longevity.

Here, we have simultaneously profiled tissue-specific changes in gene expression at both the transcriptomic and proteomic level in the gut, brain, thorax, and fat body of *dilp2-3,5* mutant flies. Combining our proteomic analysis with transcriptome profiling, we have examined the role of transcriptional and proteomic responses in remodelling of the tissue-specific proteomes in response to lowered IIS. To pinpoint whether these changes were causal for longevity, we quantified whether these changes in expression were altered in the presence of *Wolbachia*. Surprisingly, we found that, unlike in the gut, brain, and thorax, the majority of fat-body-specific gene expression changes in response to reduced IIS were regulated post-transcriptionally, and that this regulation was entirely dependent upon the presence of *Wolbachia*. To increase the specificity and robustness of our analysis, we performed a novel meta-analysis of the proteomic responses to those in a previously studied mutant, mNSC-ablated flies (Tain et al., 2017). Importantly, our tissue-specific gene expression analysis and cross model meta-analysis allowed the identification of both conserved, and model-specific, responses to reduced IIS, which may contribute to IIS-mediated longevity.

We identified novel functional signatures of reduced endoplasmic reticulum (ER)-protein targeting and an increased DNA damage/repair response that require *Wolbachia* and that were specific to the fat body of *dilp2-3,5* mutants. We then showed that DNA damage is reduced, and genome stability increased, in the fat body of *dilp2-3,5* mutant flies and, importantly, that these effects require *Wolbachia*. Furthermore, we showed that increased expression of one subunit of the minichromosome maintenance complex was sufficient to reduce DNA damage in the fat body, and extend lifespan.

Finally, we identified a gut-specific upregulation of lysosomal alpha-mannosidases in response to lowered IIS that occurred only in the presence of *Wolbachia*. Furthermore, we showed that gut-specific overexpression of one lysosomal alpha-mannosidase was sufficient to maintain gut homeostasis and extend lifespan.

## Results

### Tissue-specific remodelling of gene expression in response to reduced IIS

Reducing IIS activity can remodel gene expression via downstream transcription factors (Partridge et al., 2011; Kenyon, 2010; Fontana et al., 2010). To determine the effect of reduced IIS on tissue-specific gene expression, we compared transcript and protein expression levels in *dilp2-3,5* mutants to those of wild-type controls (*w^Dah^*). 

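RNA was taken from the brain, gut, fat body and thorax of 10-day-old females, with 3 biological replicates for each of 4 groups per tissue, 48 libraries in all.
The groups were *w Dah*, the wild-type line, *dilp2-3,5* mutants, which lack the insulin-like peptide genes Ilp2, Ilp3 and Ilp5, and their counterparts without *Wolbachia*, called *w DahT* and *dilp2-3,5T* below, of which *w DahT* came from *w Dah* treated with tetracycline and *dilp2-3,5T* from crossing the mutants into *w DahT*.
Ilp3 and Ilp5 encode insulin-like peptides made in neurosecretory cells of the brain.
Transcripts of Ilp3 (FBgn0044050, chromosome 3L, 9801298 to 9802120, BDGP6) reached 968 to 1233 counts in the brains of *w Dah* and 838 to 1080 in those of *w DahT*, against 0 to 4 in *dilp2-3,5* and 0 to 1 in *dilp2-3,5T* (n = 3 each).
For Ilp5 (FBgn0044048, chromosome 3L, 9823349 to 9823897) the counts were 576 to 862, 603 to 746, 0 to 3 and 0 in the same 4 groups.
Gut libraries held 27 to 95 counts of Ilp3 in *w Dah* and 20 to 91 in *w DahT*, and 0 in all 6 libraries of the mutants.
Ilp2 (FBgn0036046, chromosome 3L, 9799698 to 9800440) had 0 counts in all 48 libraries, the controls included, so its counts could not be used to check the genotypes.
The gene w (FBgn0003996), which encodes the White transporter of eye pigment precursors and marks many engineered alleles, had 12162 to 39335 counts in the thorax of *dilp2-3,5* and 3238 to 7515 in the brain, but at most 44 in any library of *w Dah* or *w DahT*.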

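The libraries were stranded and made from total RNA after depletion of ribosomal RNA.
The authors trimmed single reads, aligned them with TopHat2 2.1.0 to the BDGP6 assembly and counted the reads of each annotated gene, and these whole-number counts were used as deposited.
Total counts per library ran from 27584814 to 54027380.
In the fat body they were 36837489 to 41703219 in *w Dah*, 28822252 to 40369920 in *w DahT*, 42967074 to 51790712 in *dilp2-3,5* and 31371500 to 40878348 in *dilp2-3,5T*.
In the gut they were 34647956 to 39950577 in *w Dah*, 30071168 to 35668811 in *w DahT*, 29453363 to 34302992 in *dilp2-3,5* and 27584814 to 30276037 in *dilp2-3,5T*.
The 2 annotated copies of 7SLRNA, the RNA of the signal recognition particle, together took 30.9 to 60.7% of the counts of a library, 37.3 to 45.1% in the fat body of *w Dah* and 49.5 to 60.7% in that of *dilp2-3,5*.
The copies are near-identical, so the division of reads between them is uncertain.
Each tissue was fitted on its own with edgeR's quasi-likelihood test over its 12 libraries, with normalization by TMM, and the tested genes numbered 10222 in the brain, 9505 in the gut, 9756 in the fat body and 10246 in the thorax.
A gene counted as changed at a Benjamini-Hochberg adjusted p of at most 0.1.
Fold changes are on the log2 scale, CPM values are normalized by TMM and given as mean ± SD, and the error of a fold change is its standard error.
Gene groups were also tested with camera of limma, which compares the members of a list with all other tested genes.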

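Genes of the mitochondrial respiratory chain were among those that rose in the thorax of *dilp2-3,5* mutants. Muscle markers were higher and fat body markers lower in the same libraries (median log2 fold changes 0.66 and -0.43).
Of 70 genes of oxidative phosphorylation, 28 rose and 1 fell relative to *w Dah*, COX7A (31 up and 2 down when adjusted over the list alone; camera, adjusted p = 2.06e-07, and adjusted p = 0.844 with an estimated correlation).
Cyt-c1 of complex III had a log2 fold change of 0.77 (standard error 0.10, adjusted p = 0.00145) by edgeR, ND-75 of complex I a log2 fold change of 0.59 (standard error 0.09, adjusted p = 0.00271) and COX5A of complex IV a log2 fold change of 0.49 (standard error 0.08, adjusted p = 0.00314), with n = 3 per group.
In the fat body 6 of 68 genes of the same list rose and 0 fell (10 up and 0 down when adjusted over the list alone; camera, adjusted p = 2.57e-09, and adjusted p = 0.883 with an estimated correlation).
That count became 0 without *w Dah* replicate 1 or 3 or *dilp2-3,5* replicate 1, 1 without *w DahT* replicate 1, 2 or 3 or *dilp2-3,5* replicate 3 or *dilp2-3,5T* replicate 2, 10 without *dilp2-3,5T* replicate 1, 12 without *w Dah* replicate 2 and 13 without *dilp2-3,5* replicate 2.
In the gut 0 of 68 changed (4 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom), and in the brain 0 of 70 (2 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom).
Genes of cytosolic ribosomal proteins fell in the thorax, 43 of 82, and 0 rose (0 up and 52 down when adjusted over the list alone; camera, adjusted p = 5.71e-09, and adjusted p = 0.883 with an estimated correlation; 28 without *w Dah* replicate 1).
RpL10 (FBgn0024733) fell by 0.70 on the log2 scale (standard error 0.10, adjusted p = 0.00233) and RpS29 by 0.63 (standard error 0.09, adjusted p = 0.00254), both by edgeR.
Over the 4 tissues 3204 genes changed in at least 1 of them, 2872 in exactly 1, 290 in 2 and 33 in 3.
They made up 28.5% of the 11229 genes detected, that is with a median count above 5 over the 12 libraries of a tissue.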

We reproducibly identified a total of 11331 transcripts and 7234 proteins (Appendix 1A-C), of which 3683 transcripts and 3738 proteins showed significantly altered expression in at least one tissue of *dilp2-3,5* mutant flies (adj. p-value<=0.1) (Appendix 1D, Supplementary file 1–2). 

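In the fat body of *dilp2-3,5* mutants, transcripts of enzymes that break down glycine and the aromatic amino acids rose relative to *w Dah*.
Of 10 such genes 6 rose and 0 fell (8 up and 0 down when adjusted over the list alone; camera, adjusted p = 1.99e-09, and adjusted p = 0.316 with an estimated correlation).
Gnmt (FBgn0038074) encodes glycine N-methyltransferase, and its CPM was 20.9 ± 10.1 in *w Dah* and 87.9 ± 17.6 in *dilp2-3,5* (n = 3 each), a log2 fold change of 2.07 (standard error 0.33, adjusted p = 0.00846) by edgeR.
The zeta-class glutathione S-transferase GstZ2 (FBgn0037697) had a log2 fold change of 1.57 (standard error 0.26, adjusted p = 0.00860), and hgo (FBgn0040211), the homogentisate dioxygenase, a log2 fold change of 1.53 (standard error 0.30, adjusted p = 0.0182).
Both calls ended with the midgut score, the mean log2 CPM of midgut markers, as a covariate, at log2 fold changes of 1.57 and 1.71, a setting chosen after seeing the data.
The count of the list was 3 without *w Dah* replicate 1 or 3 or *dilp2-3,5* replicate 1.
Hemocyte markers rose in 3 of 4 cases, namely Pxn, Hml and NimC1 (4 up and 0 down when adjusted over the list alone; camera, adjusted p = 2.16e-04, and adjusted p = 0.367 with an estimated correlation), and in 0 without *w Dah* replicate 1 or 3 or *dilp2-3,5* replicate 1 or 3.
Transcripts of the midgut markers Npc1b (FBgn0261675, log2 fold change -2.22, standard error 0.29, adjusted p = 0.00348) and mex1 (FBgn0004228, log2 fold change -3.04, standard error 0.49, adjusted p = 0.00846) fell.
So did 49 of 105 genes that are abundant in the gut by a rule that used no fat body library (at least 100 CPM in the gut and at least 50 times the levels in brain and thorax), and 0 rose.
Summed CPM of these genes in the fat body was 1.49% ± 0.223 of the mean gut level in *w Dah* and 0.370% ± 0.224 in *dilp2-3,5* (SD, n = 3).
Diedel3 (FBgn0085358), one of them, had a log2 fold change of -5.40 (standard error 0.72, adjusted p = 0.00354).
In all, 314 transcripts rose and 346 fell (660 of 9756 tested), 999 by DESeq2.
With a covariate chosen after seeing the data the number was 160 with the midgut score and 1164 with the female germline score.
The number of changed transcripts was 200 without *w Dah* replicate 1, 216 without *dilp2-3,5* replicate 1, 289 without *w Dah* replicate 3 and 331 without *dilp2-3,5* replicate 3.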

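Transcripts of enzymes that digest starch and maltose rose in the gut of *dilp2-3,5* mutants.
Of 14 glucosidases and amylases 9 rose and 0 fell relative to *w Dah* (13 up and 0 down when adjusted over the list alone; camera, adjusted p = 1.30e-24, and adjusted p = 0.0287 with an estimated correlation; 4 without *w Dah* replicate 1 and 5 without *w Dah* replicate 2).
Amyrel (FBgn0020506), an amylase-related gene, rose from 16.0 ± 4.20 to 69.9 ± 1.36 CPM (n = 3 each), a log2 fold change of 2.13 (standard error 0.24, adjusted p = 0.00101) by edgeR.
The maltase gene Mal-A6 (FBgn0050360) had a log2 fold change of 0.91 (standard error 0.16, adjusted p = 0.0185), and the amylases Amy-p and Amy-d, near-identical copies that may share reads, had log2 fold changes of 0.93 and 1.07.
The lipase gene Lip3 (FBgn0023495) rose from 1.69 ± 0.150 to 15.3 ± 1.54 CPM, a log2 fold change of 3.18 (standard error 0.23, adjusted p = 3.07e-05).
Glutathione S-transferases, which conjugate toxic compounds, rose in 6 of 33 cases and fell in 0 (10 up and 1 down when adjusted over the list alone; camera, adjusted p = 2.04e-05, and adjusted p = 0.724 with an estimated correlation), among them GstD2 (FBgn0010038, log2 fold change 2.78, standard error 0.45, adjusted p = 0.0111) and GstE1 (FBgn0034335, log2 fold change 2.06, standard error 0.32, adjusted p = 0.00903).
Their count was 2 without *w Dah* replicate 1 or 3 or *dilp2-3,5* replicate 1 and 3 without *w Dah* replicate 2 or *w DahT* replicate 3 or *dilp2-3,5* replicate 2.
Markers of some other cell types had higher levels in the same mutant libraries.
Of 4 hemocyte markers 1 rose, Pxn (log2 fold change 1.85, standard error 0.43, adjusted p = 0.0529), and 0 fell.
Its call ended without *w Dah* replicate 1, 2 or 3 or *dilp2-3,5* replicate 2 or 3 (1.52 to 2.04) and with the replicate block.
The median log2 fold change of these markers was 1.79 (4 up and 0 down when adjusted over the list alone; camera, adjusted p = 1.97e-04, and adjusted p = 0.252 with an estimated correlation).
Of 2 oenocyte markers 0 rose by edgeR, at a median of 2.42 (2 up and 0 down when adjusted over the list alone; 2 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom; camera, adjusted p = 0.322, and adjusted p = 0.890 with an estimated correlation).
Of 7 fat body markers 0 rose by edgeR, at a median of 0.52 (2 up and 0 down when adjusted over the list alone; 2 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom; camera, adjusted p = 0.00494, and adjusted p = 0.575 with an estimated correlation).
Hml went from 7.67 ± 3.37 to 26.9 ± 14.3 CPM and the yolk protein gene Yp1 from 375 ± 93.6 to 701 ± 288.
Neither was called by edgeR, and both were named after their values were seen.
Midgut markers had a median of -0.59, with 2 of 6 lower and 0 higher (0 up and 3 down when adjusted over the list alone; camera, adjusted p = 1.10e-04, and adjusted p = 0.367 with an estimated correlation; 1 without *w Dah* replicate 1, 2 or 3 or *w DahT* replicate 1 or 2 or *dilp2-3,5* replicate 1 or 3 or *dilp2-3,5T* replicate 1).
Lower in the mutants were the sterol transport genes Npc2e (FBgn0051410), at 159 ± 41.4 CPM against 611 ± 55.8 (log2 fold change -1.94, standard error 0.27, adjusted p = 0.00467), and Npc1b (log2 fold change -1.78, standard error 0.30, adjusted p = 0.0148), a midgut marker.
ImpL2 (FBgn0001257), a secreted protein that binds insulin-like peptides, fell from 9.82 ± 0.283 to 2.99 ± 0.632 CPM (log2 fold change -1.72, standard error 0.23, adjusted p = 0.00328).
The lectin gene lectin-24A (FBgn0040104, log2 fold change -3.33, standard error 0.41, adjusted p = 0.00229) also fell.
Altogether 129 transcripts rose and 186 fell (315 of 9505 tested; 559 by DESeq2).
Their number was 115 without *w Dah* replicate 3, 122 without *w Dah* replicate 1, 145 without *dilp2-3,5* replicate 3, 150 without *w Dah* replicate 2 and 162 without *dilp2-3,5* replicate 1.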

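In the brain of *dilp2-3,5* mutants, Ilp1 (FBgn0044051) rose while the mutated Ilp3 and Ilp5 were lost.
Ilp1 encodes an insulin-like peptide and lies at 9798420 to 9799050 of chromosome 3L, beside the mutated genes.
Its CPM was 0.514 ± 0.336 in *w Dah* and 15.4 ± 2.73 in *dilp2-3,5* (n = 3 each), a log2 fold change of 4.89 (standard error 0.44, adjusted p = 2.45e-04) by edgeR.
Of 7 insulin-like peptide genes tested 1 rose and 2 fell, the 2 that fell being those the genotype removes.
Zasp67 (FBgn0036044, 9787933 to 9797687 on 3L), which encodes a PDZ domain protein, rose from 0.518 ± 0.0600 to 15.7 ± 0.649 CPM (log2 fold change 4.91, standard error 0.21, adjusted p = 3.62e-07).
Counting Ilp1 and Zasp67, 9 of 159 genes within 1 Mb of the Ilp genes changed, the mutated ones left out, 5.66% against 0.676% elsewhere (Fisher's exact test, two-sided, p = 2.78e-06, adjusted p = 1.11e-05 over 4 tissues).
The same test gave 10% against 6.72% (Fisher's exact test, p = 0.137) in the fat body.
In the gut it gave 5.77% against 3.26% (Fisher's exact test, p = 0.106), and in the thorax 29.6% against 24.6% (Fisher's exact test, p = 0.143).
The adjusted p was 0.143 in each of these tissues.
RfC4 (FBgn0260985), a subunit of the clamp loader of DNA replication, had a log2 fold change of 1.80 (standard error 0.27, adjusted p = 0.0117), and the actin gene Act79B a log2 fold change of 1.47 (standard error 0.20, adjusted p = 0.00848).
Among the decreases were Nepl17 (FBgn0039609), of the neprilysin-like peptidases (log2 fold change -2.12, standard error 0.31, adjusted p = 0.0111), Phk-3 (FBgn0035089, log2 fold change -1.41, standard error 0.20, adjusted p = 0.00848), the septate junction gene Ssk (FBgn0036945, log2 fold change -1.30, standard error 0.19, adjusted p = 0.0103) and the cytochrome P450 gene Cyp9b2 (FBgn0015039, log2 fold change -1.21, standard error 0.17, adjusted p = 0.00848).
None of 15 photoreceptor markers passed the edgeR test (0 up and 0 down; 1 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom), with a median log2 fold change of -0.74 (camera, adjusted p = 3.37e-04, and adjusted p = 0.883 with an estimated correlation).
In total 29 transcripts rose and 50 fell (79 of 10222 tested; 390 by DESeq2 and 175 with the photoreceptor score as a covariate, the last chosen after seeing the data).
The number was 39 without *w Dah* replicate 2, 48 without *dilp2-3,5* replicate 2, 52 without *w Dah* replicate 1 or *dilp2-3,5* replicate 3, 150 without *w DahT* replicate 3 and 378 without *dilp2-3,5* replicate 1.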

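In the thorax of *dilp2-3,5* mutants, muscle and neuron transcripts and those of sugar oxidation rose, and transcripts of the fat body fell.
Muscle markers rose in 10 of 14 cases and fell in 0 (10 up and 0 down when adjusted over the list alone; camera, adjusted p = 7.44e-11, and adjusted p = 0.367 with an estimated correlation).
Act88F (FBgn0000047), the actin of the indirect flight muscles, went from 32.0 ± 4.70 to 146 ± 10.00 CPM (n = 3 each), a log2 fold change of 2.19 (standard error 0.12, adjusted p = 9.12e-06) by edgeR, and Prm (FBgn0003149), paramyosin, had a log2 fold change of 0.80 (standard error 0.12, adjusted p = 0.00309).
The formin gene Fhos (FBgn0266084) had a log2 fold change of 1.29 (standard error 0.18, adjusted p = 0.00202), and salr (FBgn0000287), a transcription factor of flight muscle, a log2 fold change of 1.34 (standard error 0.13, adjusted p = 3.68e-04).
Neuron markers rose in 7 of 8 cases (7 up and 0 down when adjusted over the list alone; camera, adjusted p = 9.79e-05, and adjusted p = 0.456 with an estimated correlation), among them brp (FBgn0259246, log2 fold change 0.93, standard error 0.15, adjusted p = 0.00381) and ChAT (FBgn0000303, log2 fold change 1.03, standard error 0.19, adjusted p = 0.00560), and in 3 without *w Dah* replicate 1 or 3 or *dilp2-3,5* replicate 1.
Of 16 genes of the TCA cycle 10 rose and 0 fell (12 up and 0 down when adjusted over the list alone; camera, adjusted p = 3.17e-05, and adjusted p = 0.408 with an estimated correlation), including Mdh2 (FBgn0262559, log2 fold change 0.49, standard error 0.07, adjusted p = 0.00263) and SdhA (FBgn0261439, log2 fold change 0.51, standard error 0.09, adjusted p = 0.00543).
Glycolysis genes rose in 8 of 12 cases, such as Pgk (FBgn0250906, log2 fold change 0.51, standard error 0.09, adjusted p = 0.00401) and Eno (FBgn0000579, log2 fold change 0.48, standard error 0.09, adjusted p = 0.00636), and fell in 1 (9 up and 1 down when adjusted over the list alone; camera, adjusted p = 0.00404, and adjusted p = 0.708 with an estimated correlation), the gene that fell being Ldh.
The count of glycolysis was 5 without *w Dah* replicate 1 or 2 or *dilp2-3,5* replicate 3.
Fat body markers fell in 5 of 7 cases, AkhR, apolpp (FBgn0087002), Apoltp, Lsp2 and Mtp (0 up and 5 down when adjusted over the list alone; camera, adjusted p = 7.92e-04, and adjusted p = 0.390 with an estimated correlation), with apolpp at a log2 fold change of -0.98 (standard error 0.18, adjusted p = 0.00677).
All 3 yolk protein genes fell (0 up and 3 down when adjusted over the list alone; camera, adjusted p = 0.00164, and adjusted p = 0.456 with an estimated correlation), Yp3 by 0.85 on the log2 scale.
Genes of the Cyp6 family of cytochrome P450 enzymes fell in 10 of 22 cases (0 up and 14 down when adjusted over the list alone; camera, adjusted p = 6.76e-05, and adjusted p = 0.415 with an estimated correlation), for example Cyp6a8 (FBgn0013772, log2 fold change -0.79, standard error 0.12, adjusted p = 0.00233).
Of other marker lists, few genes were called.
Of 15 photoreceptor markers 1 rose and 0 fell (1 up and 0 down when adjusted over the list alone; camera, adjusted p = 0.00979, and adjusted p = 0.890 with an estimated correlation), at a median log2 fold change of 1.04.
None of 5 midgut markers passed the edgeR test (0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom), and their median was -1.67 (camera, adjusted p = 0.582, and adjusted p = 0.941 with an estimated correlation).
Of 17 follicle cell markers 1 fell and 0 rose (0 up and 0 down when adjusted over the list alone; camera, adjusted p = 0.205, and adjusted p = 0.892 with an estimated correlation), at a median of -2.07.
In all, 1292 transcripts rose and 1241 fell (2533 of 10246 tested; 1596 without *w Dah* replicate 1).

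**Figure D1:**
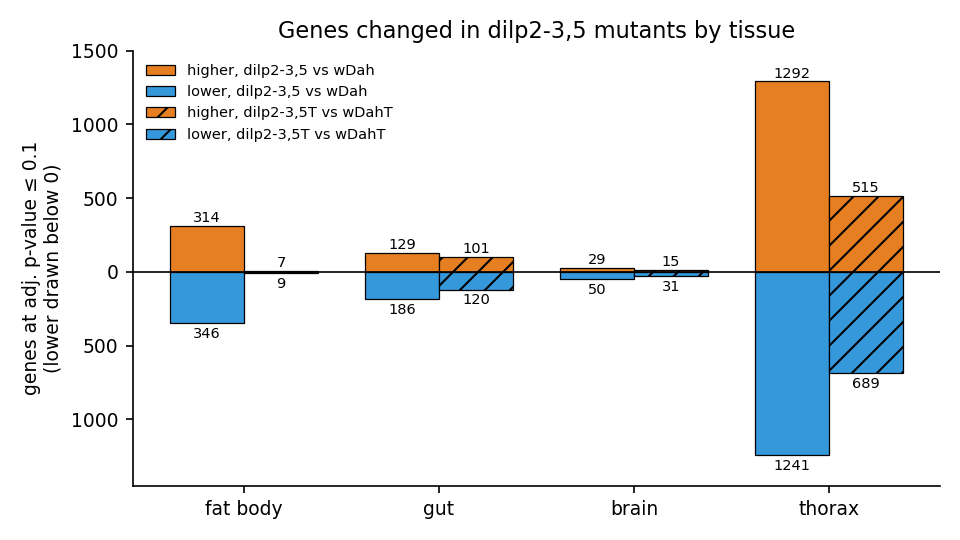
Numbers of genes higher (bars above 0) and lower (bars below 0) in the mutants at an adjusted p of at most 0.1 from edgeR, by tissue, with *Wolbachia* (plain bars, *dilp2-3,5* against *w Dah*) and without it (hatched bars, *dilp2-3,5T* against *w DahT*). With *Wolbachia*, 1292 genes were higher and 1241 lower in the thorax, and 29 and 50 in the brain.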

In total, the gut, fat body, brain, and thorax of *dilp2-3,5* mutant flies showed 563, 1004, 365, and 2535 differentially expressed transcripts, respectively (Appendix 1D). In contrast, we detected a total of 1824, 1678, and 1473 differentially expressed proteins in the gut, fat body, and brain of *dilp2-3,5* mutant flies, respectively, but only 339 were changed in the thorax (Appendix 1D). 

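The genes that changed in all 4 tissues of *dilp2-3,5* mutants did so in the same direction in each tissue, and 7 of the 9 lie on chromosome 3. Whether that is more than the share of tested genes on this chromosome was not tested.
Ugt35B1 (FBgn0026314, chromosome 3R, 11168503 to 11170246) and Ugt35C1 (FBgn0040256, chromosome 3R, 11126597 to 11128328), which encode UDP-glycosyltransferases, fell.
For Ugt35C1 the log2 fold change was -1.32 in the fat body, -1.09 in the gut, -1.25 in the brain and -2.07 in the thorax (standard errors 0.16 to 0.22, adjusted p = 7.09e-05 to 0.0319 by edgeR), though in the gut the call ended without *w Dah* replicate 2 or 3 (-1.01 to -0.94).
Ugt35B1 had -3.80 in the fat body, -2.83 in the gut, -2.29 in the brain and -2.77 in the thorax (standard errors 0.32 to 0.87, adjusted p = 0.00101 to 0.0390 by edgeR), and in the fat body the call ended without *w Dah* replicate 3 or *dilp2-3,5* replicate 1 (-3.35 to -3.33) and with the midgut score as a covariate (-3.59).
Sugb (FBgn0036191, chromosome 3L, 11683980 to 11690155) fell as well, with -1.42 in the fat body, -0.74 in the gut, -2.22 in the brain and -2.12 in the thorax (standard errors 0.13 to 0.16, adjusted p = 2.96e-06 to 0.0151 by edgeR).
Zasp67, the gene beside Ilp1, rose; its counts were 2 to 5 in the fat body and 0 to 2 in the gut of *w Dah* against 160 to 178 and 57 to 121 in *dilp2-3,5* (n = 3 each), with a log2 fold change of 0.69 in the thorax.
The antisense RNA gene asRNA:CR45600 (FBgn0267160, chromosome 3R, 15136985 to 15140121) rose by 2.07 in the fat body, 1.83 in the gut, 2.31 in the brain and 2.36 in the thorax (standard errors 0.18 to 0.38, adjusted p = 7.09e-05 to 0.0347 by edgeR; the call in the gut ended without *w Dah* replicate 1 or 3 (1.68 to 1.91)).
Another, asRNA:CR45822 (FBgn0267472, chromosome 3L, 7355717 to 7356598), fell from 0.479, 0.725, 1.17 and 0.610 CPM in the fat body, gut, brain and thorax of *w Dah* to 0.00891, 0, 0.0181 and 0 in *dilp2-3,5*.
The remaining genes were w, which rose, and the hairpin RNA gene hpRNA:CR33940 (-0.76 in the fat body, -1.29 in the gut, -0.99 in the brain and -1.16 in the thorax) and the ribosomal RNA pseudogene 28SrRNA-Psi:CR40596 (-1.28 in the fat body, -0.81 in the gut, -1.03 in the brain and -1.42 in the thorax), which fell.
The call of hpRNA:CR33940 in the brain ended without *w Dah* replicate 2 or 3 or *w DahT* replicate 1 or *dilp2-3,5* replicate 2 or 3 (-0.99 to -0.89).
That of 28SrRNA-Psi:CR40596 in the brain ended without *w Dah* replicate 1, 2 or 3 or *w DahT* replicate 1 or 2 or *dilp2-3,5* replicate 2 or 3 or *dilp2-3,5T* replicate 2 (-1.10 to -0.91).
In the fat body it ended without *w Dah* replicate 1, 2 or 3 or *w DahT* replicate 1 or 3 or *dilp2-3,5* replicate 1, 2 or 3 or *dilp2-3,5T* replicate 2 (-1.51 to -1.03) and with the midgut score as a covariate (-1.27), and in the gut without *w Dah* replicate 1 or 2 or *dilp2-3,5* replicate 1 (-0.78 to -0.73).
Lists unrelated to each other would share 0.0260 of the 8752 genes tested in all 4 tissues.
Between pairs of tissues, the fat body and the gut shared 30 increases and 39 decreases, where unrelated lists would share 3.48 and 5.48.
Brain and thorax shared 12 and 29 (3.40 and 5.65), and fat body and thorax 80 and 66 (37.8 and 42.3).
For the gut, 22 increases and 49 decreases were shared with the thorax (13.6 and 19.7) and 7 and 10 with the brain (0.261 and 0.691), while fat body and brain shared 7 and 8 (0.730 and 1.34).
Each of these 12 overlaps exceeded that of unrelated lists (Fisher's exact test, one-sided, adjusted p of at most 0.0198 over 12 tests), without allowing for the correlation between genes.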

Overall both the proteomic and transcriptomic responses to reduced IIS were highly tissue-specific, only 22 proteins and 17 transcripts showed altered expression in all four tissues (Appendix 1D).

### Reduced IIS post-transcriptionally remodels the fat-body-specific proteome

Under steady state conditions, protein abundance is primarily determined by mRNA abundance (Liu et al., 2016). To determine if the correlation between mRNA and protein abundance was perturbed in response to lowered IIS activity, we compared tissue-specific transcripts and corresponding proteins in *dilp2-3,5* mutants. 

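Supplementary file 3 lists transcripts that the paper called changed and whose protein was measured, with the paper's fold changes for both.
For these pairs the transcript's log2 fold change between *dilp2-3,5* and *w Dah* was computed again from the counts and its sign was compared with the paper's protein value.
In the gut 190 pairs had the same sign, 77.6%, with 90 pairs higher and 100 lower on both levels.
In the brain 97 pairs did, 70.8%, mostly pairs that were lower on both levels (73, against 24 that were higher).
The fat body had 273 of 422 pairs with the same sign, 64.7%, of which 182 were higher and 91 lower on both levels.
For the thorax the share was 54.3% (383 pairs, 179 higher and 204 lower on both levels).
The mean over the 4 tissues was 66.8%.
Across the pairs of a tissue the 2 fold changes had a Pearson correlation of 0.70 in the gut, 0.49 in the fat body, 0.28 in the brain and 0.18 in the thorax (Spearman 0.65, 0.40, 0.39 and 0.11).
These correlations are across genes, which are not independent replicates.
No p is given, since the pairs were chosen from the same libraries.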

On average across the four tissues, two thirds of the significant tissue-specific changes in transcript levels in *dilp2-3,5* mutants were mirrored by changes in expression of the encoded proteins (Figure 1A, Supplementary file 3). One third, however, were regulated in opposite directions, possibly through post-transcriptional regulation (Figure 1A, Supplementary file 3).

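Which level was the higher one in pairs of opposite sign differed between the tissues' tables.
Of the 149 opposite pairs of the fat body, 131 had less protein and more transcript in *dilp2-3,5* than in *w Dah*, and 18 had more protein and less transcript.
In the brain the order was turned, with 9 of 40 pairs of the first kind and 31 of the second.
The gut held 26 and 29 such pairs, and the thorax 201 and 121.
Opposite pairs came to 35.3% in the fat body, 22.4% in the gut, 29.2% in the brain and 45.7% in the thorax.
From the shares of like and opposite pairs, the paper proposes that a part of the regulation takes place after transcription.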

**Figure 1.**
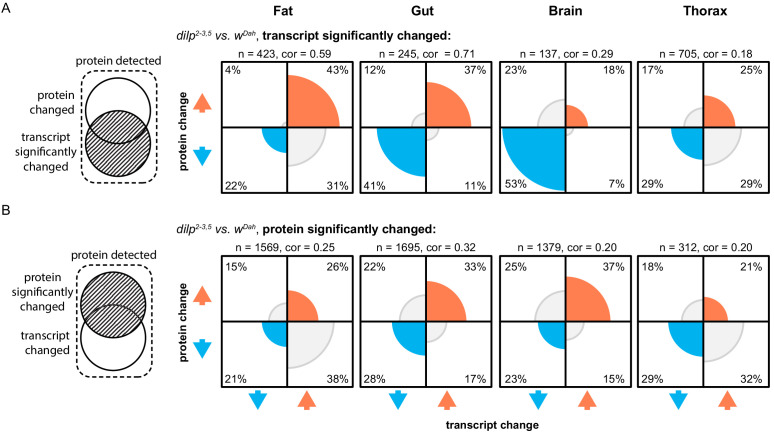
Reducing IIS modulates both the tissue-specific transcriptomic and proteomic landscapes. Plots show the proportion of protein/transcript pairs that are regulated in the same (both up [orange] or both down [blue]) or opposite (grey) directions in response to reduced IIS (*dilp2-3,5* vs. *wDah*). Correlations were calculated between the protein and transcript log-fold changes of significantly regulated protein/transcript pairs in each plot. (**A**) All protein/transcript pairs in the respective tissue where the transcript is significantly regulated (adj. p-value≤0.1) in response to reduced IIS, irrespective of if the associated protein is significantly regulated (Supplementary file 3–4). (**B**) All protein/transcript pairs in the respective tissue where the protein is significantly regulated (adj. p-value≤0.1) in response to reduced IIS, irrespective of if the associated transcript was significantly regulated (Supplementary file 3–4). Correlations (cor.), number of protein/transcript pairs (**n**) shown above each plot. Rounded percentages of protein/transcript pairs within a specific quadrant of the plots are shown within the respective quadrants (may not total 100%).

To more precisely examine the effect of post-transcriptional regulation on the proteome in *dilp2-3,5* mutants, we compared the expression of proteins whose level was significantly regulated in response to reduced IIS, to their associated transcripts. This comparison was made irrespective of whether those transcripts were significantly regulated (Figure 1B, Supplementary file 4).

Our analysis revealed that gene expression changes in response to reduced IIS changes in the *gut, brain*, and thorax were mainly driven by changes in transcription (Figure 1B). However, many gene expression changes in response to lowered IIS in the fat body were post-transcriptional (Figure 1B). 

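Supplementary file 4 lists the proteins that the paper called changed in the fat body, and their transcripts were measured again here between *dilp2-3,5* and *w Dah*.
Of 640 genes whose protein was higher in the mutants, 628 had a transcript that was tested, and of these 60 transcripts rose and 4 fell (edgeR, adjusted p of at most 0.1, n = 3 per group).
Among the 929 genes whose protein was lower, 899 transcripts were tested, 56 fell and 31 rose.
The median log2 fold change of the transcripts was 0.13 for the higher proteins (quartiles -0.24 and 0.45) and 0.10 for the lower ones (quartiles -0.18 and 0.32), against -0.05 for all 9756 tested genes.
Across the 1527 genes with both measurements, which are not independent replicates, the correlation of the 2 fold changes was 0.17 (Pearson) or 0.06 (Spearman).
The paper reasons that where proteins and transcripts move in opposite directions the change is post-transcriptional, and from the size of this class in the fat body it concludes that the response of this tissue is mainly post-transcriptional.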

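Genes with a changed protein in the fat body of *dilp2-3,5* mutants were sorted by the sign of their transcript's fold change against *w Dah*.
Proteins and transcripts were both higher for 369 genes and both lower for 355, while 544 genes had less protein and more transcript and 259 more protein and less transcript.
That makes 803 of 1527 genes of opposite sign, 52.6%.
With each mutant library set alone against the mean of *w Dah*, the share was 55.9, 45.4 and 49.1% for *dilp2-3,5* replicates 1, 2 and 3 (SD 5.29).
The sign was counted whether or not the transcript had passed a test, and among transcripts with an unadjusted p of at most 0.05 from edgeR the share was 33.4%.
Transcripts of the female germline differ in level between the fat body libraries, and with the germline score (the mean log2 CPM of germline markers) as a covariate the share was 45.2%, a setting chosen after seeing the data.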

Over 50% of the proteins changed in the fat body of *dilp2-3,5* mutants were oppositely regulated from their associated transcripts (Figure 1B). In total, 1569 proteins were differentially expressed in the fat body of *dilp2-3,5* mutant flies (Figure 1B). Of those, 729 proteins changed expression in the same direction as their transcripts and were enriched for functions associated with proteostasis, amino acid metabolism, and mitochondria (Figure 1B shown in blue and orange, Supplementary file 5). 

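Transcripts of the TCA cycle rose in 3 of 16 cases in the fat body of *dilp2-3,5* mutants and fell in 0 (3 up and 0 down when adjusted over the list alone; camera, adjusted p = 0.00240, and adjusted p = 0.808 with an estimated correlation), namely Idh (FBgn0001248), which encodes isocitrate dehydrogenase, kdn, the citrate synthase, and Scsalpha1, a subunit of succinyl-CoA synthetase.
Idh had a log2 fold change of 1.18 (standard error 0.26, adjusted p = 0.0316) by edgeR with n = 3 per group, and its call ended without *w Dah* replicate 1 or 3 or *dilp2-3,5* replicate 1 (1.04 to 1.16) and with the midgut score as a covariate (1.19).
The count of the list was 0 without *w Dah* replicate 1 or 3 or *dilp2-3,5* replicate 1 and 1 without *dilp2-3,5* replicate 3.
Glycolysis rose in 2 of 12 cases, Ald1 and Tpi, and fell in 0 (6 up and 0 down when adjusted over the list alone; camera, adjusted p = 0.00164, and adjusted p = 0.798 with an estimated correlation; 0 without *w Dah* replicate 1 or 3 or *dilp2-3,5* replicate 1 or 3).
Proteasome subunits changed little in the fat body: 0 of 34 rose and 1 fell, Rpt6R (FBgn0039788, 0 up and 0 down when adjusted over the list alone), at a median log2 fold change of 0.16 (camera, adjusted p = 0.0465, and adjusted p = 0.890 with an estimated correlation).
The call of Rpt6R ended without *w Dah* replicate 1, 2 or 3 or *w DahT* replicate 1, 2 or 3 or *dilp2-3,5* replicate 1, 2 or 3 or *dilp2-3,5T* replicate 3 (-1.81 to -1.41) and with the midgut score as a covariate (-1.46).
In the thorax, 12 of 32 proteasome genes fell and 0 rose (0 up and 15 down when adjusted over the list alone; camera, adjusted p = 0.00105, and adjusted p = 0.890 with an estimated correlation; 7 without *w Dah* replicate 1), such as Prosalpha5 (FBgn0016697, log2 fold change -0.33, standard error 0.07, adjusted p = 0.0128).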

The remaining 840 proteins were regulated in the opposite direction to that of their transcripts. This included 601 significantly downregulated proteins, which were enriched for functions relating to translation/peptide generation, endoplasmic reticulum (ER), and lipids. 

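For these proteins the transcripts had small fold changes in the fat body.
Among the 601 genes of the paper with less protein and more transcript in *dilp2-3,5* mutants, 583 transcripts were tested against *w Dah*, and 31 rose and 0 fell (edgeR, adjusted p of at most 0.1, n = 3 per group).
Their median log2 fold change was 0.26 (quartiles 0.12 and 0.43), and 39 were below 0.
Among the 239 genes with more protein and less transcript, 4 of 233 tested transcripts fell and 0 rose, with a median of -0.35 (quartiles -0.70 and -0.19).
The classes are the paper's own, made from the same libraries, so the sign of these medians is not independent evidence.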

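Ribosomal protein transcripts did not pass the test in the fat body of *dilp2-3,5* mutants.
Of 83 genes of cytosolic ribosomal proteins 0 rose and 0 fell by edgeR (5 at an unadjusted p under 0.05, 3 by DESeq2 and 0 by limma-voom), at a median log2 fold change of 0.27 (camera, adjusted p = 8.15e-05, and adjusted p = 0.890 with an estimated correlation).
RpL23A (FBgn0026372) had a log2 fold change of 0.92 (standard error 0.28, adjusted p = 0.101).
Over the 12 fat body libraries the list mean and that of female germline markers had a Pearson correlation of -0.71 within groups (permutation p = 0.00234, adjusted p = 0.00281 over 6 lists).
Among lipid genes, 2 of 4 lipases rose and 0 fell (2 up and 0 down when adjusted over the list alone; camera, adjusted p = 0.0791, and adjusted p = 0.456 with an estimated correlation), Lip4 and the triglyceride lipase bmm.
Lip4 (FBgn0032264) had a log2 fold change of 1.22 (standard error 0.30, adjusted p = 0.0513) by edgeR with n = 3 per group, and its call ended without *w Dah* replicate 1 or 3 or *dilp2-3,5* replicate 1 or 3 (1.01 to 1.19) and with the midgut score as a covariate (1.54).
Fatty acid synthesis and activation rose in 1 of 9 cases and fell in 0 (1 up and 0 down when adjusted over the list alone; camera, adjusted p = 0.0598, and adjusted p = 0.890 with an estimated correlation), the gene being bgm (FBgn0027348), an acyl-CoA synthetase (1.03, standard error 0.24).
The count of lipases was 0 without *w Dah* replicate 1 or 3 or *dilp2-3,5* replicate 1 and 1 without *w Dah* replicate 2 or *w DahT* replicate 3 or *dilp2-3,5* replicate 2 or 3 or *dilp2-3,5T* replicate 3, and the call of bgm ended without *w Dah* replicate 1 or 3 or *dilp2-3,5* replicate 1 or 3 (0.90 to 1.01) and with the midgut score as a covariate (1.20).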

The remaining 239 proteins were significantly upregulated and enriched for functions relating to DNA replication/repair, and chromatin remodelling (Figure 1B, Supplementary file 5). Thus, gene expression changes in response to lowered IIS in the brain, gut, and thorax, were driven by transcription; however, in the fat body those changes were primarily post-transcriptional. Together, these findings highlight the importance of quantifying post-transcriptional gene expression when analysing IIS mutants, as many gene expression changes would have been missed if examined solely at the mRNA level.

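Transcripts of DNA replication and repair varied between the fat body libraries with those of the female germline.
Of 39 genes of DNA replication and repair 0 rose and 1 fell in *dilp2-3,5* mutants (0 up and 1 down when adjusted over the list alone), PolQ (FBgn0002905), and the median log2 fold change was -0.62 (camera, adjusted p = 0.00164, and adjusted p = 0.890 with an estimated correlation).
PolQ, the DNA polymerase theta, had a log2 fold change of -0.95 (standard error 0.24, adjusted p = 0.0515) by edgeR with n = 3 per group, and its call ended without *w Dah* replicate 1 or 3 or *dilp2-3,5* replicate 1 or 3 (-0.90 to -0.82) and with the midgut score as a covariate (-1.24).
The MCM genes, which encode the replicative helicase, did not pass (0 of 6 rose and 0 fell; 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom), with a median log2 fold change of -0.89, and Mcm5 (FBgn0017577) had -1.11 (standard error 0.99).
Among 14 genes of chromatin remodelling 0 rose and 0 fell (1 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom), at a median of -0.30, with -0.47 for pont and -0.26 for MRG15.
Germline markers such as osk had a mean log2 CPM of 3.17 ± 0.45 in *w Dah* and 2.13 ± 1.34 in *dilp2-3,5*, with the lowest value of the mutants in replicate 1.
Over the 12 libraries the mean of the DNA replication and repair list followed this score (Pearson 0.96, permutation p = 1.00e-05; Spearman 0.95, permutation p = 3.00e-05; Pearson 0.99 without the 2 libraries farthest from the median).
Within the 4 groups the correlation was 0.98 (permutation p = 0.00160, adjusted p = 0.00256 over 6 lists), and with the score as a covariate the median fold change of the list was -0.09 and that of the MCM genes -0.07.

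**Figure D2:**
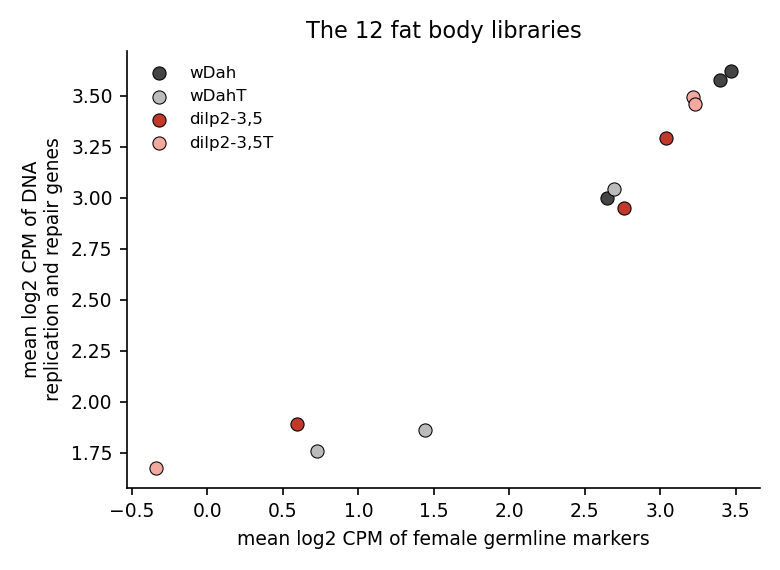
Mean log2 CPM of the genes of DNA replication and repair (vertical axis) against that of the female germline markers (horizontal axis), 1 point per fat body library. The 12 libraries lie along a rising line with a Pearson correlation of 0.96, and libraries of *dilp2-3,5* and *dilp2-3,5T* lie near both of its ends.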

### Identifying tissue-specific, differential gene expression potentially causal in longevity

To further narrow down changes in gene expression that may have a causal role in IIS mutant longevity, we examined both transcriptomic and proteomic changes in the presence and absence of the intracellular, bacterial symbiont *Wolbachia pipientis*. 

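By edgeR few transcripts differed between wild-type flies with and without *Wolbachia*, and the number depended on the test.
In the thorax 27 transcripts differed between *w Dah* and *w DahT*, 14 higher and 13 lower with *Wolbachia*, and in the brain Sugb (log2 fold change 1.34, standard error 0.12, adjusted p = 0.00214) was 1 of 3, against 6 in the gut and 2 in the fat body (edgeR, adjusted p of at most 0.1, n = 3 per group).
DESeq2 called 81 in the thorax, 30 in the brain, 21 in the gut and 166 in the fat body.
Limma-voom called 31, 3, 5 and 2, and an unadjusted p under 0.05 was seen for 694, 314, 500 and 1588 genes.
The edgeR count of the fat body was 0 without *w Dah* replicate 1, 1 without *w Dah* replicate 3 or *w DahT* replicate 3 and 81 without *w Dah* replicate 2.
That of the thorax was 2 without *w DahT* replicate 3, 10 without *w Dah* replicate 1 or 3 and 13 without *w Dah* replicate 2.
In the gut it was 0 without *w Dah* replicate 2 or 3 or *w DahT* replicate 3, 1 without *w DahT* replicate 2 or *dilp2-3,5* replicate 1, 2 or 3, 2 without *w DahT* replicate 1, 3 without *w Dah* replicate 1 and 10 without *dilp2-3,5T* replicate 3, and in the brain 1 without *w Dah* replicate 1.
CG30083 (FBgn0050083), which encodes a serine protease-like protein, was lower with *Wolbachia* in both lines, in the thorax at 0.626 ± 0.0306 CPM in *w Dah* and 4.25 ± 0.601 in *w DahT* (log2 fold change -2.76, standard error 0.27, adjusted p = 0.00616), and at a log2 fold change of -3.30 (standard error 0.30, adjusted p = 0.00365) between *dilp2-3,5* and *dilp2-3,5T*.
CG17107 (FBgn0032281) was higher with *Wolbachia* in the thorax of wild-type flies (log2 fold change 1.50, standard error 0.15, adjusted p = 0.00616).
Between *dilp2-3,5* and *dilp2-3,5T*, 48 transcripts differed in the fat body, 37 in the thorax, 2 in the gut and 0 in the brain, for example CG9593 in the gut (log2 fold change -4.45, standard error 0.42, adjusted p = 0.00219), and by DESeq2 142, 131, 28 and 24.
Here the edgeR count was 0 without *dilp2-3,5* replicate 3, 1 without *dilp2-3,5* replicate 1, 5 without *dilp2-3,5* replicate 2, 21 without *dilp2-3,5T* replicate 2 or 3, 30 without *w DahT* replicate 1 and 88 without *w DahT* replicate 2 in the fat body.
In the thorax it was 3 without *dilp2-3,5T* replicate 3, 6 without *dilp2-3,5T* replicate 2, 7 without *dilp2-3,5T* replicate 1, 10 without *w Dah* replicate 1, 11 without *w Dah* replicate 3 or *dilp2-3,5* replicate 3, 12 without *dilp2-3,5* replicate 2, 13 without *w DahT* replicate 1, 15 without *w DahT* replicate 2 and 17 without *w Dah* replicate 2 or *w DahT* replicate 3.
The gut had 1 without *dilp2-3,5* replicate 1, 4 without *w DahT* replicate 2 and 6 without *dilp2-3,5T* replicate 2, and the brain 3 without *dilp2-3,5* replicate 1.
The brain count of 0 by edgeR stands beside 597 genes at an unadjusted p under 0.05, 24 by DESeq2 and 0 by limma-voom.
*w DahT* came from *w Dah* treated with tetracycline, followed by generations of recovery, and *dilp2-3,5T* from crossing the mutants into *w DahT*, so these comparisons do not separate *Wolbachia* from the history of the lines.
A dependence on *Wolbachia* was tested as the interaction, the fold change between *dilp2-3,5* and *w Dah* minus that between *dilp2-3,5T* and *w DahT*, with the groups of 3 libraries fitted together per tissue.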

The presence of *Wolbachia* is required for lifespan extension of *dilp2-3,5* mutants, but not for other IIS-related phenotypes such as growth and fecundity (Grönke et al., 2010). We identified both transcripts and proteins whose expression changed in the *dilp2-3,5* mutant, but only in the *Wolbachia*-positive background (Appendix 2A), and found both *Wolbachia*-independent and *Wolbachia*-dependent changes (Appendix 2B, Supplementary file 1–2). 

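In the fat body, transcripts that changed in *dilp2-3,5* mutants only with *Wolbachia* included a lectin, trypsins and amylases.
Lectin-galC1 (FBgn0016675), a galactose-binding lectin, had log2 fold changes of 1.73 with *Wolbachia* and -0.12 without it, with an interaction of 1.85 (standard error 0.40, adjusted p = 0.0913) by edgeR with n = 3 per group, and CPM values of 75.4 ± 32.1 in *w Dah*, 251 ± 26.9 in *dilp2-3,5*, 131 ± 14.5 in *w DahT* and 121 ± 28.1 in *dilp2-3,5T*.
The trypsin gene epsilonTry (FBgn0010425) had -5.89 with *Wolbachia* and 0.19 without it, with an interaction of -6.08 (standard error 0.87, adjusted p = 0.0229).
For kappaTry the values were -3.05 with *Wolbachia* and 0.22 without it, with an interaction of -3.27 (standard error 0.42, adjusted p = 0.0229), and for Amy-p (FBgn0000079), an amylase, -3.40 with *Wolbachia* and 1.98 without it, with an interaction of -5.37 (standard error 0.80, adjusted p = 0.0229).
The call of Amy-p with *Wolbachia* ended with the midgut score as a covariate (-3.26), and as it is near-identical to Amy-d, the reads of the copies are uncertain.
The expression of gut-abundant genes in the fat body was 0.749% ± 0.367 of the gut level in *w DahT* and 0.770% ± 0.109 in *dilp2-3,5T* (SD, n = 3), without the difference seen between *w Dah* and *dilp2-3,5*.
Tdc1 (FBgn0259977), the tyrosine decarboxylase 1 of the thorax, changed in both backgrounds, at a log2 fold change of 1.69 (standard error 0.19, adjusted p = 6.34e-04) with *Wolbachia* and a log2 fold change of 1.12 (standard error 0.18, adjusted p = 0.00787) without it.
In the brain, Ilp1 also rose without *Wolbachia*, to 14.2 ± 3.40 CPM against 0.347 ± 0.219 (log2 fold change 5.31, standard error 0.46, adjusted p = 2.38e-04).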

The majority of *Wolbachia*-dependent changes were differentially regulated in the fat body (235 proteins and 249 transcripts) of *dilp2-3,5* mutants, with relatively few changes occurring in the gut, brain, and thorax (Appendix 2B). Of those genes whose *Wolbachia*-dependent expression was altered in the fat body, only 26 were regulated, and regulated in the same direction, on both the transcript and protein level, suggesting considerable post-transcriptional regulation in response to reduced IIS, specifically in this tissue (Figure 1B). 

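The *Wolbachia*-dependent transcripts of the fat body were mostly lower in *dilp2-3,5* mutants and more abundant in the gut than in the fat body.
Of 660 changed transcripts 79 also had an interaction with *Wolbachia* at an adjusted p of at most 0.1 from edgeR, 72 of them lower and 7 higher in *dilp2-3,5*, and 69 had more than 10 times the CPM in the gut.
By DESeq2 there were 244 and by limma-voom 66.
In the gut there were 0 (417 interactions at an unadjusted p under 0.05; 5 by DESeq2 and 0 by limma-voom) and in the thorax 0 (405, 27 and 0).
In the brain there was 1, Sugb (-1.32, standard error 0.17, adjusted p = 0.0802), which fell without *Wolbachia* too, and its call in the interaction ended without *w Dah* replicate 1 or 3 or *w DahT* replicate 1, 2 or 3 or *dilp2-3,5* replicate 1, 2 or 3 or *dilp2-3,5T* replicate 1, 2 or 3 (-1.37 to -1.23) and with the photoreceptor score as a covariate (-1.35).
The thorax had 12 without *dilp2-3,5* replicate 2.
In the fat body the number was 16 without *dilp2-3,5* replicate 1, 23 without *w Dah* replicate 1, 30 without *w DahT* replicate 1, 34 without *dilp2-3,5* replicate 2 or *dilp2-3,5T* replicate 2, 37 without *dilp2-3,5T* replicate 3, 45 without *dilp2-3,5* replicate 3 and 47 without *w Dah* replicate 3, and with the midgut score as a covariate 35.
The mutant and *w Dah* libraries enter both tests, so part of the overlap may come from them.
Independent lists would share 5.62 transcripts (2.59 with both negative, against 72 here, and 0.322 with both positive, against 7).
In 20 simulated data sets with no effect none passed both, and with the same genotype effect in both backgrounds at most 1 gene did.
The latter had a median of 257 genotype calls, against 660 in the data, and drew genes independently, without the shared variation of gut and germline transcripts.
Among 100 splits of the 12 libraries 9 gave at least 79, the highest other 722. Each *Wolbachia* background was regrouped on its own, so a split can keep the genotype difference in one background and mix or reverse it in the other. Such a split makes an interaction out of the genotype effect, so these splits do not decide on chance, which is not excluded.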

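The genes that depended on *Wolbachia* in the fat body at both levels encode digestive enzymes for the most part.
Supplementary file 2 marks 220 proteins with a matched gene as *Wolbachia*-dependent in the fat body, and 16 of these genes were also among the transcripts of this kind, all 16 with the same direction on both levels.
They were the maltase genes Mal-A1 (FBgn0002570), Mal-A2, Mal-A6, Mal-A7 and Mal-A8 (FBgn0033297), the amylase Amy-d, the peptidases alphaTry (FBgn0003863), Jon65Aiii and Ser6, CG12374, a zinc carboxypeptidase, Jheh3, a juvenile hormone epoxide hydrolase, mesh, a septate junction protein of the midgut, Vha100-5, a proton pump subunit, and CG31104, CG5506 and CG8834.
Mal-A1 fell from 246 ± 72.6 to 12.0 ± 4.97 CPM (n = 3 each), a log2 fold change of -4.36 (standard error 0.62, adjusted p = 0.00468) by edgeR, and alphaTry from 415 ± 88.0 to 19.7 ± 8.93 CPM, a log2 fold change of -4.39 (standard error 0.63, adjusted p = 0.00468).
Without *Wolbachia* alphaTry had a log2 fold change of 0.33 (standard error 0.55, adjusted p = 0.827).
The paper reasons that *Wolbachia* is needed for the long life of *dilp2-3,5* mutants, so that changes seen only in its presence may be causal, and from the low number shared by both levels it proposes post-transcriptional regulation in the fat body.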

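The same proteins of the fat body were set against the transcript changes between *dilp2-3,5T* and *w DahT*.
Transcripts of the class with more protein and less transcript in the paper had a median log2 fold change of 0.38 without *Wolbachia*, and those of the class with less protein and more transcript one of -0.07.
Among all 1527 genes, 728 had a transcript sign opposite to that of the protein, 47.7%.
With each *dilp2-3,5T* library set alone against the mean of *w DahT*, the share was 46.2, 47.5 and 50.3% (SD 2.11), and the correlation of protein and transcript changes across genes, which are not replicates, was 0.23 (Pearson) or 0.05 (Spearman).
The germline markers in the fat body averaged 2.04 ± 2.06 log2 CPM in *dilp2-3,5T* and 1.62 ± 1.00 in *w DahT* (SD, n = 3).
The protein side was the paper's contrast with *Wolbachia* in both comparisons. In the paper's own comparison without *Wolbachia*, proteins and transcripts both came from *dilp2-3,5T* and *w DahT*. The share of 47.7% is thus not its counterpart and does not test the paper's statement.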

Surprisingly, we found the previously described post-transcriptional pattern of oppositely regulated proteins and transcripts (Figure 1B) was dependent on *Wolbachia* in the fat body of *dilp2-3,5* mutants (Appendix 2D-E).

To identify functional signatures associated to *Wolbachia*-dependent gene expression changes in response to reduced IIS, we performed GO enrichment analysis. Transcripts whose regulation was *Wolbachia*-dependent in fat body were enriched for glucosidase and peptidase enzyme families (Appendix 2C, Supplementary file 6). 

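Glucosidases, amylases and serine peptidases of digestion fell in the fat body of *dilp2-3,5* mutants with *Wolbachia*.
Of 31 serine peptidases 17 fell and 0 rose (0 up and 19 down when adjusted over the list alone; camera, adjusted p = 6.15e-26, and adjusted p = 0.197 with an estimated correlation), and of 13 glucosidases and amylases 9 fell and 0 rose (1 up and 9 down when adjusted over the list alone; camera, adjusted p = 8.37e-12, and adjusted p = 0.297 with an estimated correlation).
With the midgut score as a covariate, chosen after seeing the data, 12 peptidases and 3 glucosidases and amylases passed.
Their median log2 fold changes went from -3.01 to -2.67 and from -2.95 to -2.78, and the median standard errors from 0.63 to 0.80 and from 0.53 to 0.73.
The interaction passed for 13 peptidases as a deeper fall with *Wolbachia* and for 1 as a rise (camera, adjusted p = 6.43e-21, and adjusted p = 0.428 with an estimated correlation), and for 8 glucosidases and amylases as a fall and 0 as a rise (camera, adjusted p = 3.37e-19, and adjusted p = 0.341 with an estimated correlation).
The peptidase gene betaTry (FBgn0010357) had a log2 fold change of -4.68 (standard error 0.68, adjusted p = 0.00504) by edgeR with n = 3 per group, and yip7 a log2 fold change of -4.52 (standard error 0.69, adjusted p = 0.00625).
Mal-A6 had a log2 fold change of -4.72 (standard error 0.66, adjusted p = 0.00439) and an interaction of -5.83, and Mal-A8 had a log2 fold change of -4.59 (standard error 0.68, adjusted p = 0.00565).
Median log2 fold changes of the 44 tested members of both lists were -2.96 in the fat body and 0.17 in the gut.
The 86 gut-abundant genes outside both lists, such as the alkaline phosphatase gene Alp10 (FBgn0035619, -4.81, standard error 0.92; the call ended with the midgut score as a covariate (-4.59)), had a median of -1.82 in the fat body and -0.16 without *Wolbachia*.

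**Figure D3:**
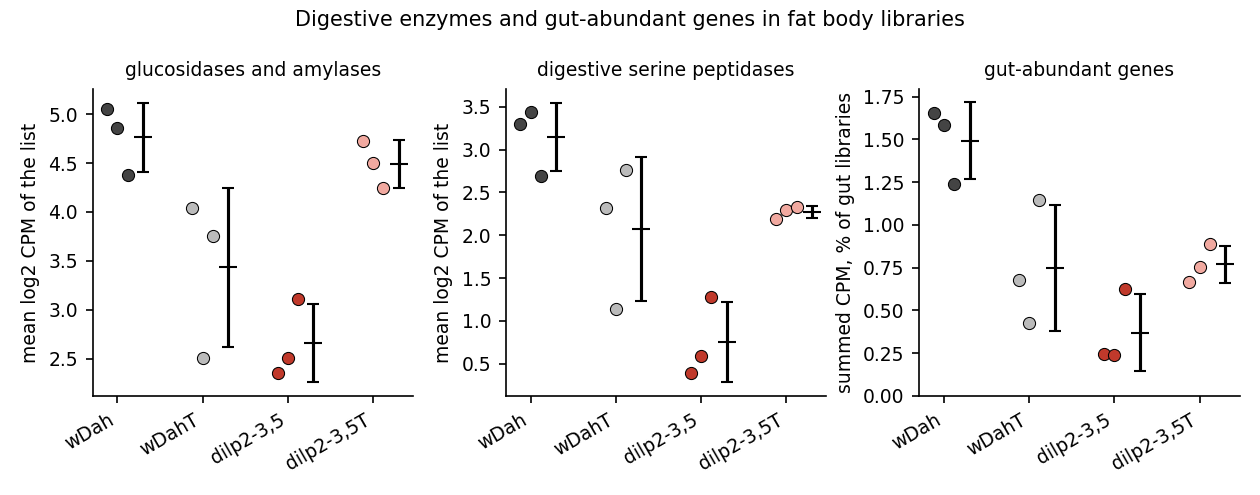
Mean log2 CPM of the digestive glucosidases and amylases (left) and of the digestive serine peptidases (middle), and summed CPM of gut-abundant genes in percent of the gut level (right), in the fat body libraries of 4 groups. Points are libraries, bars mean ± SD. Each of the 3 quantities is lowest in *dilp2-3,5*, and the gut-abundant genes reach 0.628% at most in this group against 1.24% at least in *w Dah*.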

Proteins whose regulation was *Wolbachia-*dependent were enriched for proteins associated with DNA replication and damage/repair responses in fat body, and mannose metabolism in the gut (Appendix 2C, Supplementary file 6). Thus, examining tissue-specific, *Wolbachia-*dependent, changes in gene expression in response to reduced IIS has identified DNA damage/repair responses in fat body and mannose metabolism in the gut as possible regulators of longevity in *dilp2-3,5* mutants. Furthermore, the discrepancy between regulation at the transcript and protein in the fat body suggest increased levels of post-transcriptional regulation in response to reduced IIS.

### Proteomic responses to reduced IIS in two independent *Drosophila* models

Several genetic interventions in *Drosophila* that reduce IIS result in increased lifespan. To identify robust and conserved changes in protein expression in response to reduced IIS, we examined the overlap in differentially expressed proteins between *dilp2-3,5* mutants and the previously published tissue-specific proteomes of mNSC-ablated flies (Tain et al., 2017). There was a significant correlation between the tissue-specific changes in each IIS mutant (Appendix 3A-B). However, we also detected 1810 differentially regulated proteins whose expression was not changed in mNSC-ablated flies (Appendix 3B) (Tain et al., 2017). Thus, mutant-specific changes occurred, but a significant proportion of the differential expression was also conserved between the two mutants.

Both to increase the power of our analysis and detect shared functional signatures between the two IIS mutants, we performed an undirected network propagation analysis (Vanunu et al., 2010), which incorporates protein-protein interaction information. We clustered the resulting network propagation scores (Supplementary file 7) that were either shared or detected in only one mutant, and identified functional categories within the clusters with GO enrichment analysis (Figure 2, Supplementary file 8).

**Figure 2.**
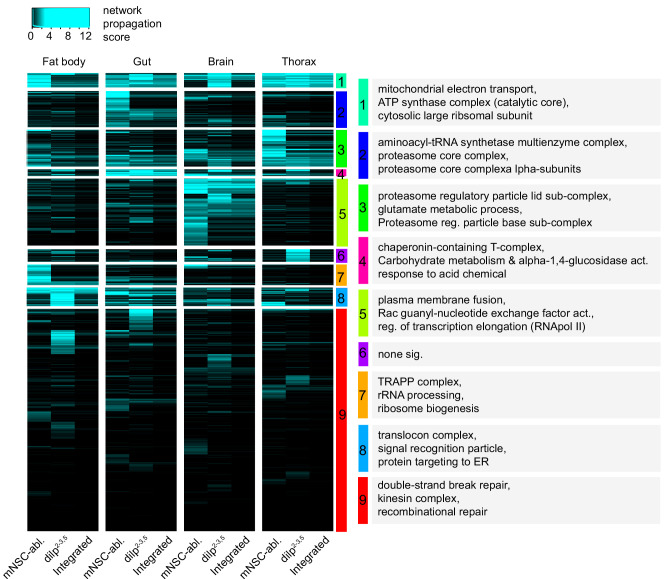
Hierarchical clustering and GO enrichment analysis of significantly regulated proteins in two independent models of reduced IIS activity. Tissue-specific heatmap of network propagation scores (Supplementary file 7) based on the comparisons of tissue-specific, long-lived IIS mutant proteomes vs. wild-type controls in two independent model systems of reduced IIS: *dilp2-3,5* vs. *w^Dah^* (*dilp2-3,5*) *and InsP3‐Gal4/UAS‐rpr* vs. *wDah* (mNSC-abl.). For every protein and tissue, the minimum of both scores in that tissue was calculated to show conserved changes between the models (Integrated). Clusters denoted by colour and for each cluster. GO enrichment analysis and selected terms shown in grey boxes (see Supplementary file 8 for all significant terms).

Proteins whose tissue-specific expression pattern was shared between both *dilp2-3,5* mutants and mNSC-ablated flies represent robust and conserved proteomic changes in response to lowered IIS. Those proteins were associated with translation and ribosomal biogenesis, membrane fusion, mitochondrial electron transport, proteostasis, proteasome assembly, and ER protein targeting (clusters 1–8, Figure 2). Some of these processes have been directly or indirectly associated with the longevity of IIS mutants (Tain et al., 2017; Essers et al., 2016; Augustin et al., 2017). However, the link between lifespan and fat body-specific ER protein targeting (cluster 8, Figure 2) in response to reduced IIS has so far not been explored.

Proteins whose tissue-specific expression pattern was detected in the *dilp2-3,5* mutants, but not mNSC-ablated flies, represent possible mutant-specific proteomic changes in response to lowered IIS. Importantly, as *dilp2-3,5* mutant flies are considerably longer lived than mNSC-ablated flies (Grönke et al., 2010; Broughton et al., 2005) any *dilp2-3,5*-specific proteomic changes may provide insight into additional mechanisms regulating longevity. DNA damage and repair response was one such functional signature present only in fat body only of *dilp2-3,5* mutants, and may thus represent such an additional pro-longevity response to reduced IIS (Cluster 9, Figure 2).

Combining our tissue-specific transcriptomic, proteomic, *Wolbachia-*dependent regulation, and cross model proteomic analyses, of gene expression remodelling in response to reduced IIS led us to examine three main findings that were functional candidates for relevance for longevity. Firstly, we investigated the targeting and translation of proteins to the ER in fat body in more detail. These functional signatures were enriched in the fat body of *dilp2-3,5* mutants and linked to proteins whose levels decreased in response to reduced IIS despite increased expression of the associated transcripts (Figure 1B, Supplementary file 5). Furthermore, translational and ER-targeting functional signatures were conserved between *dilp2-3,5* mutants and mNSC-ablated flies (Figure 2, clusters 7 and 8). 

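Genes that bring proteins to the endoplasmic reticulum had small positive fold changes in the fat body of *dilp2-3,5* mutants that did not pass the test.
Of 12 genes of the signal recognition particle, its receptor and the Sec61 channel, 0 rose and 0 fell by edgeR (2 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom; 1 up when adjusted over the list alone), at a median log2 fold change of 0.16 (camera, adjusted p = 0.152, and adjusted p = 0.890 with an estimated correlation).
Sec61beta (FBgn0010638), a channel subunit, had a log2 fold change of 0.47 (standard error 0.14, adjusted p = 0.110) with n = 3 per group, and Srp54k (FBgn0010747), a subunit of the particle, 0.25 (standard error 0.11).
In the thorax 4 of 12 fell, Sec61alpha (FBgn0086357), Sec61gamma, Srp9 and SrpRbeta (FBgn0011509), and 0 rose (0 up and 4 down when adjusted over the list alone; camera, adjusted p = 0.0349, and adjusted p = 0.890 with an estimated correlation; 2 without *w Dah* replicate 1 or *dilp2-3,5* replicate 2).
SrpRbeta had a log2 fold change of -0.56 (standard error 0.11, adjusted p = 0.00761) and Sec61alpha a log2 fold change of -0.42 (standard error 0.07, adjusted p = 0.00342).
Without *Wolbachia* the fat body median was 0.09.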

Second, we analysed the importance of fat body-specific DNA damage and repair responses, whose functional signatures were identified as both *Wolbachia-*dependent changes in response to reduced IIS and only present in *dilp2-3,5* mutants. Finally, we analysed gut-specific mannose metabolism, which we identified as both gut-specific *Wolbachia-*dependent changes in response to reduced IIS, and conserved between two models of reduced IIS.

### Lowered IIS reduces expression of ER-specific co-translational targeting machinery in the fat body

The correct transport and trafficking of newly formed polypeptides within a cell is essential for the creation and maintenance of the distinct subcellular environments required for cellular function. Our analysis identified a fat-body-specific enrichment for proteins associated to the ER and involved in targeting proteins to the ER in *dilp2-3,5* mutants (Figure 2, Supplementary file 8). To determine if the response to reduced IIS was both tissue- and ER-specific, we calculated average log-fold changes of proteins associated with several cellular compartment terms (Figure 3A). ER and Golgi associated proteins were consistently downregulated in the fat body of both mNSC-ablated and *dilp2-3,5* mutant flies (Figure 3A). Importantly, this regulation did not appear in other tissues or in the absence of *Wolbachia*, suggesting that reduced ER-targeting of proteins is specific to the fat body and may be causal for the longevity of IIS mutants (Figure 3A). Secreted proteins (extracellular space) and intrinsic membrane components, which are processed in the ER, were also downregulated in the fat body in both models of reduced IIS, and only in the presence of *Wolbachia* (Figure 3A).

**Figure 3.**
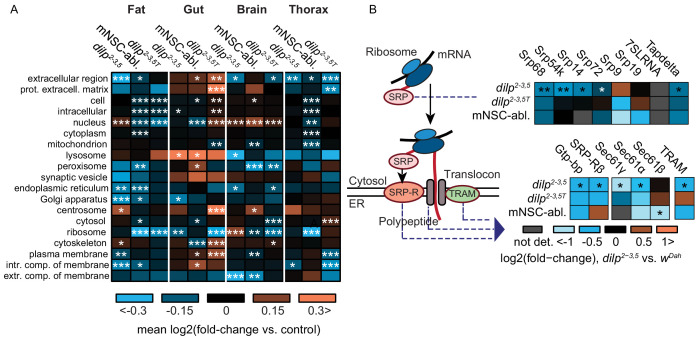
Tissue-specific regulation of ER-associated cellular compartments and the ER co-translational targeting machinery in two independent models of reduced IIS. (**A**) Heatmap of mean log-fold changes in proteins annotated with selected GO cellular compartment terms, in the contrasts *dilp2-3,5* vs. *wDah (dilp2-3,5), dilp2-3,5T vs. wDahT (dilp2-3,5T *(*T *denotes* Wolbachia *minus genotypes, see Methods section) ), and *InsP3‐Gal4/UAS‐rpr vs. wDah (mNSC-abl.)* flies (Tain et al., 2017). Significance of difference vs. zero was calculated using a two-sided Student’s t-test (*p<0.05,**p<0.01,***p≤0.001). (**B**) Changes in protein expression of SRP, SRP-receptor (SRP-R) sub-units, TRAM and translocon components. Asterisks indicate Benjamini-Hochberg-corrected significance of the limma moderated t-test (*p≤0.1, **p≤0.01, ***p≤0.001).

One key mechanism for delivering proteins to the ER is co-translational targeting, the process of importing newly synthesised proteins directly into the ER (Cross et al., 2009). Nascent polypeptides with signal peptides are recognized by the signal recognition particle (SRP) in the cytosol. SRP-bound nascent peptides are then transported to the SRP-receptor on the ER membrane and passed into the ER lumen through the ER translocon channel, with the aid of translocating proteins (Saraogi and Shan, 2011). There, translation is resumed by co-translational targeting through ER-bound ribosomes (Saraogi and Shan, 2011). Regulation of the SRP, SRP-receptor, and translocon complex thus determines ER import and co-translational targeting capacity. Tellingly, several components of the ER import and co-translational targeting machinery were down-regulated in the fat bodies of *dilp2-3,5* mutants, and showed a similar trend in mNSC-ablated flies (Figure 3B). This included four of the seven SRP subunits (Srp68, Srp54k, Srp14, and Srp72), both SRP-receptor subunits (Gtp-bp and SRPRβ), two of the three translocon core subunits (Sec61gamma and Sec61alpha), and the translocating chain-associating membrane protein (TRAM) (Figure 3B). However, although the down-regulation of TRAM and SRP subunits was mostly *Wolbachia*-specific, regulation of the SRP-receptor subunits did not depend on *Wolbachia* (Figure 3B). Together, these results suggest that reduced IIS regulates the ER co-translational targeting and protein import machinery, specifically in the fat body of long-lived IIS mutant flies. Furthermore, since much of this regulation was dependent on *Wolbachia*, it may be important for the longevity of IIS mutants.

### DNA damage response and genome stability is increased in the fat body of long-lived IIS mutant flies

A prevalent theory of ageing is that accumulation of molecular damage, including damage to DNA, progressively diminishes cellular function over time and leads to the functional deterioration associated with advancing age (Maynard et al., 2015). Several DNA damage and DNA repair pathways exist to prevent and counteract this damage, maintain genomic stability, and in turn maintain cellular and organismal functionality. 

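Transcripts of the DNA replication and repair genes whose proteins rose in the fat body did not pass as a group there in *dilp2-3,5* mutants.
The list was taken from Supplementary file 9, so it was chosen by the study and is not independent evidence on the transcripts.
Of 38 such genes 1 rose and 0 fell in the fat body (1 up and 0 down when adjusted over the list alone), at a median log2 fold change of -0.30 (camera, adjusted p = 0.321, and adjusted p = 0.967 with an estimated correlation), the riser being Ald1 (FBgn0000064, 0.68, standard error 0.17), the aldolase, whose call ended without *w Dah* replicate 1 or 3 or *dilp2-3,5* replicate 1 or 3 (0.64 to 0.67) and with the midgut score as a covariate (0.69).
RfC4 had -0.70 there (standard error 0.58).
Over the 12 fat body libraries the list mean followed the germline score within groups (Pearson 0.99, permutation p = 8.20e-04, adjusted p = 0.00256 over 6 lists).
In the brain 3 of 38 rose, Mcm5, Mcm7 and RfC4, and 0 fell (3 up and 0 down when adjusted over the list alone; camera, adjusted p = 0.0155, and adjusted p = 0.708 with an estimated correlation; 1 without *w Dah* replicate 2).
In the gut 1 rose, RfC4, and 0 fell (1 up and 0 down when adjusted over the list alone; camera, adjusted p = 0.555, and adjusted p = 0.967 with an estimated correlation), and in the thorax 3 rose, Gnf1, RfC4 and TFAM, and 1 fell, CSN8 (0 up and 0 down when adjusted over the list alone; camera, adjusted p = 0.965, and adjusted p = 0.994 with an estimated correlation).
The thorax count of 4 was 1 without *w Dah* replicate 1 or *dilp2-3,5* replicate 3 and 2 without *w Dah* replicate 3, and 2 with no filter on low counts, 2 with the 6 libraries of the contrast alone and 1 at an adjusted p of at most 0.05.
In the thorax RfC4 had a log2 fold change of 1.02 (standard error 0.30, adjusted p = 0.0390) by edgeR with n = 3 per group.
Transcripts of mNSC-ablated flies were not part of these libraries.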

Our bioinformatic analysis identified a post-transcriptionally increased abundance of proteins associated with DNA repair and DNA damage responses, in the fat body of *dilp2-3,5* mutants but not in mNSC-ablated flies (Figure 2, Supplementary file 8). Surprisingly, very few of these proteins were detected as significantly regulated in the fat body of mNSC-ablated flies. This suggests that the increased quality and greater depth of proteomic coverage may have uncovered previously undetected, tissue-specific regulation of these proteins in response to reduced IIS. Most (78%) of the 50 regulated proteins within the GO terms DNA replication and DNA damage/repair responses were significantly and co-ordinately up-regulated in the fat body of long lived *dilp2-3,5* mutants (Figure 4A, Supplementary file 9). Furthermore, the regulation of these proteins in *dilp2-3,5* mutants required the presence of *Wolbachia* (Figure 4A). Thus, DNA damage/repair responses and genome stability may be increased specifically in the fat body of *dilp2-3,5* mutants, and that increase may be associated with longevity.

**Figure 4.**
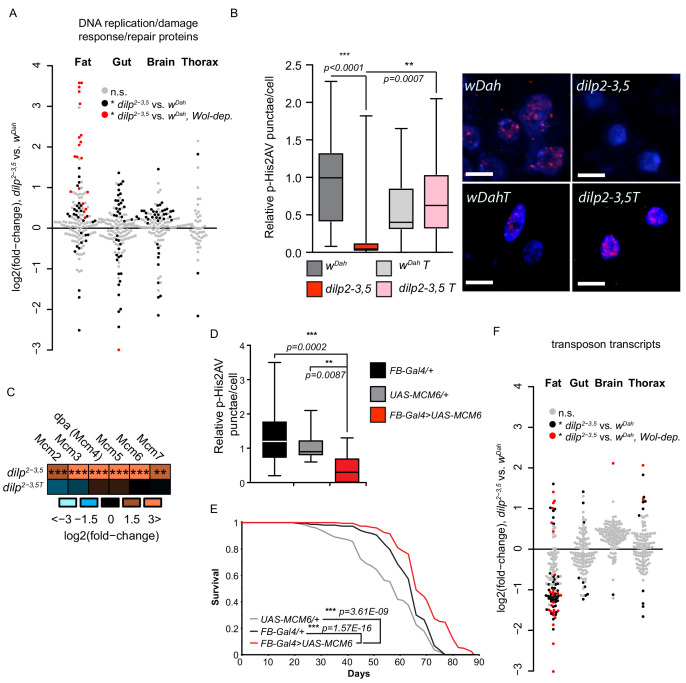
Regulation of DNA damage responses and genome stability in response to reduced IIS. (**A**) log2-fold change of DNA replication/DNA damage response proteins, *dilp2-3,5 vs. wDah* (Supplementary file 9). Significantly regulated proteins (black dots), *Wolbachia*-dependent (red dots regulation (adj. p-value≤0.1)), and unregulated (grey dots). (**B**) Relative p-His2Av foci per fat body nuclei in aged (60d) of *dilp2-3,5* mutants compared to controls (*wDah*) in the presence (*dilp2-3,5*) and absence (*wDahT* and *dilp2-3,5T*) of *Wolbachia* (averaged foci/nucleus from independent samples *n > 14,* scale bar shows 5 μM). (**C**) Regulation MCM complex proteins, *dilp2-3,5 vs. wDah*, in the presence and absence (*dilp2-3,5T*) of *Wolbachia*. Significance of difference vs. zero was calculated using a two-sided Student’s t-test (*p<0.05, **p<0.01, ***p≤0.001) exact p values shown in Supplementary file 2. (**D**) Relative p-His2Av foci per fat body nuclei in aged (60d) of flies overexpressing MCM6 specifically in the fat body (*FB-Gal4>UAS-MCM6, n = 15*) compared to genetic controls (*FB-Gal4/+, n = 16* and *UAS-MCM6*/+, *n = 13*). Averaged foci/nucleus from independent samples. (**E**) Survival analysis of flies fat-body-specifically overexpressing MCM6 (*FB-Gal4;UAS-MCM6)* compared to the *UAS-MCM6/+* and *FB-Gal4/+* genetic controls. Statistical significance between survival curves was determined by log-rank test (n = 150). (**F**) Differential expression of transposons, *dilp2-3,5* and *wDah*, in each tissue (fat, gut, brain, thorax) (Supplementary file 10). Significantly changed transposons (black dots), regulated and expression is *Wolbachia*-dependent (red dots) (adj. p-value≤0.1) and not significantly regulated (grey dots).

**Figure 4—figure supplement 1.**
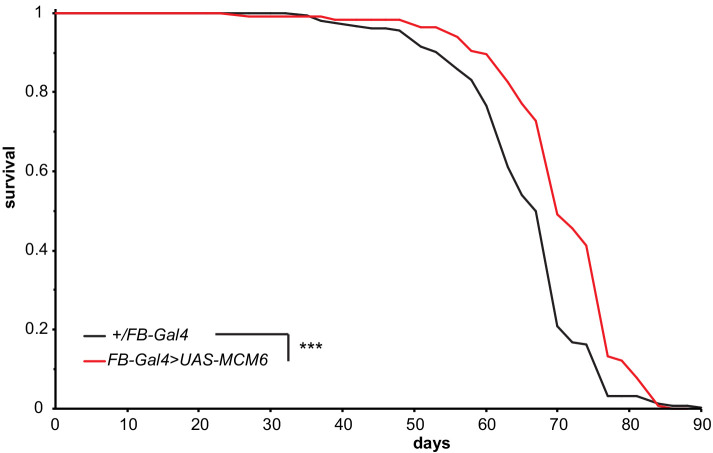
Replicate lifespans showing tissue-specific expression of UAS-MCM6 or UAS-LManV extends lifespan. (**A**) Survival analysis of flies fat-body-specifically overexpressing MCM6 (*FB-Gal4;UAS-MCM6)* compared to *FB-Gal4/+* genetic control. Statistical significance between survival curves was determined by log-rank test (*n = 150*). ***<0.001.

In response to DNA damage, including double strand breaks (DSBs), H2AX (His2Av in *Drosophila*) is phosphorylated (Serine 139) (Rogakou and Sekeri-Pataryas, 1999). His2Av phosphorylation (p-His2Av) thus serves as an early marker of DNA damage (Mah et al., 2010), and can be used to measure DNA damage associated with ageing in model organisms (Park et al., 2012; Wang et al., 2009) and humans (Sedelnikova et al., 2008). To determine if the fat-body-specific upregulation of DNA damage/repair response proteins in IIS mutant flies was sufficient to protect against DNA damage, we quantified the number of p-His2Av foci per nucleus in the fat body of aged (60d) flies (Figure 4B). The number of p-His2Av foci was significantly lower in the fat body of aged *dilp2-3,5* mutants compared to similarly aged control flies (wDah) (Figure 4B), and only in the presence of *Wolbachia* (Figure 4B). Thus, our analysis suggests that DNA damage is reduced in the fat body of IIS mutant flies, and that the reduction in damage may be linked to the longevity.

To determine which proteins may play a role in protecting the fat body from DNA damage, we assessed histone and chromatin proteins. However, with the exception of H2A and H2B in the fat bodies of *dilp2-3,5* mutants we detected no consistent regulation of histones (Supplementary file 1–2). 

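Transcripts of the replication-dependent histones did not pass the test in the fat body of *dilp2-3,5* mutants and varied with the germline transcripts.
These genes lie in a tandem repeat whose copies are near-identical, so reads of single copies are uncertain.
Of 111 repeat genes 0 rose and 0 fell by edgeR (0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom), at a median log2 fold change of -0.87 (camera, adjusted p = 3.60e-06, and adjusted p = 0.890 with an estimated correlation).
Without *Wolbachia* the median was 1.34, with 0 up and 0 down (0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom).
Across the 12 libraries the list mean followed the germline score (Pearson 0.97, permutation p = 3.00e-05; Spearman 0.94, permutation p = 3.00e-05; Pearson 0.94 without the 2 farthest libraries).
Histone variants outside the repeat, which are made throughout the cell cycle, numbered 5, of which 0 rose and 0 fell (1 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom; camera, adjusted p = 0.581, and adjusted p = 0.890 with an estimated correlation), and His2Av (FBgn0001197) had 0.23 (standard error 0.22).
In the thorax 0 repeat genes rose and 23 fell (0 up and 23 down when adjusted over the list alone; camera, adjusted p = 1.05e-08, and adjusted p = 0.890 with an estimated correlation), but 0 without *w Dah* replicate 1, 5 without *dilp2-3,5* replicate 2, 14 without *dilp2-3,5* replicate 3 and 66 without *w Dah* replicate 3.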

In agreement with our previous bioinformatic analysis, proteins associated with the GO-terms chromatin-remodelling, -silencing, -binding, and -organisation were up-regulated in fat body of *dilp2-3,5* mutants (Supplementary file 9). For example, the subunits of chromatin-remodelling complexes Tip60 (MRG15, pont, and rept) (Kusch et al., 2004), ISWI, Chrac-14, and the INO80 complex were up-regulated in the fat body of IIS mutants flies (Supplementary file 2). These complexes each play a role in chromatin remodelling and DNA damage, and may act to maintain genome stability (Clapier and Cairns, 2009; Conaway and Conaway, 2009). In addition, all six subunits of the replicative helicase minichromosome maintenance complex (MCM2-7) (Bell and Dutta, 2002), which is required for both DNA repair and genome stability (Bailis and Forsburg, 2004), were up-regulated in response to reduced IIS, and only in the presence of *Wolbachia* (Figure 4C). We therefore, tested if tissue-specific increased expression of the minichromosome maintenance complex can decrease the level of DNA damage in the ageing fat body. Of the six up-regulated MCM subunits in the *dilp2-3,5* mutant fat body, MCM6 was up-regulated to the greatest extent (12-fold) (Supplementary file 2). Overexpression of MCM6 using the constitutive, fat body-specific, Gal4 driver *Fat body* (*FB)*, significantly reduced the number of p-His2Av foci in aged fat body compared to controls (Figure 4D). Importantly, fat-body-specific overexpression of MCM6 was sufficient to extend lifespan (Figure 4E, Figure 4—figure supplement 1). Thus, increased expression of MCM6 in the fat body was sufficient to reduced DNA damage and to extend longevity.

Preventing and repairing DNA damage whilst maintaining chromatin structure and genome stability is essential for cellular and organismal health and their dysfunction is a hallmark of ageing (López-Otín et al., 2013; Wood and Helfand, 2013). Maintaining the silenced state of heterochromatin in several model organisms, including yeast, worms, flies and, possibly, humans, is important for healthy ageing (Benayoun et al., 2015; Feser and Tyler, 2011; Larson et al., 2012). Loss of heterochromatin structure also occurs during replicative senescence of human fibroblasts in culture, and correlates with increased expression of transposable elements (TEs) (De Cecco et al., 2013). Increased expression of TEs with age also occurs in mice (De Cecco et al., 2013), flies (Wood et al., 2016), and *C. elegans* (Dennis et al., 2012). To determine if heterochromatin, and thus genome stability, is maintained in response to reduced IIS activity we analysed the tissue-specific expression of TEs in *dilp2-3,5* mutants and control flies (*w^Dah^*). In total, across all tissues, we detected transposon transcripts from 117 of the 176 canonical transposons described for *Drosophila* (Gramates et al., 2017; Figure 4F, Supplementary file 10). Relatively few transposons were significantly regulated in the gut, brain, and thorax, in response to lowered IIS, 9, 2, and 12, respectively (Figure 4F). However, 68 transposons were significantly expressed in the fat body of *dilp2-3,5* mutants flies, 12 up- and 56 down-regulated (Figure 4F). Of those 68 transposons whose expression was regulated in the fat body of IIS mutant, 24 were only regulated in the presence of *Wolbachia*, and in turn, 75% of those were down-regulated (Figure 4F). These findings suggest that reducing IIS activity increases the fat-body-specific maintenance of genome stability, by reducing the expression of TEs, reducing DNA damage, and, together, that these changes may contribute the longevity of IIS mutant flies.

### Lysosomal alpha-mannosidase expression is increased in the gut of long-lived IIS mutant flies and its overexpression is sufficient to extend lifespan

Modulation of gene expression during ageing, or in response to interventions that diminish the effects of ageing, have revealed several conserved pro-longevity metabolic processes (Murphy et al., 2003; Teleman et al., 2008; Page et al., 2018; Tain et al., 2017; Afschar et al., 2016; Dobson et al., 2018; Hahn et al., 2017; Narayan et al., 2016; Stout et al., 2013) including carbohydrate metabolism (Teleman et al., 2008; Afschar et al., 2016; Narayan et al., 2016). Our bioinformatic analysis identified a gut-specific enrichment for proteins involved in carbohydrate metabolism, specifically lysosomal alpha-mannosidases (lysosomal-mannosidases), in both *dilp2-3,5* mutants and mNSC-ablated flies (Figure 2). To determine if the response to reduced IIS was tissue-specific, we calculated the average log-fold changes of all significantly regulated lysosomal alpha-mannosidases (Figure 5A–B). 

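LManI to LManVI encode lysosomal alpha-mannosidases, which remove mannose from glycoproteins.
In the gut, LManIII (FBgn0032066) rose from 34.9 ± 18.3 CPM in *w Dah* to 384 ± 165 in *dilp2-3,5* (n = 3 each), a log2 fold change of 3.46 (standard error 0.56, adjusted p = 0.0112) by edgeR.
LManIV (FBgn0032067) rose from 1.56 ± 0.884 to 18.6 ± 5.35 CPM (log2 fold change 3.56, standard error 0.55, adjusted p = 0.00862), LManV from 276 ± 119.5 to 1505 ± 599 (log2 fold change 2.45, standard error 0.41, adjusted p = 0.0121) and LManVI from 466 ± 186 to 2591 ± 1390 (log2 fold change 2.48, standard error 0.40, adjusted p = 0.0114).
LManI (FBgn0032253) had a log2 fold change of 0.66 (standard error 0.26, adjusted p = 0.310) and LManII a log2 fold change of 0.38 (standard error 0.19, adjusted p = 0.491).
Over the 6 genes alone 6 passed with a rise and 0 with a fall (camera, adjusted p = 1.06e-14, and adjusted p = 0.197 with an estimated correlation).

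**Figure D4:**
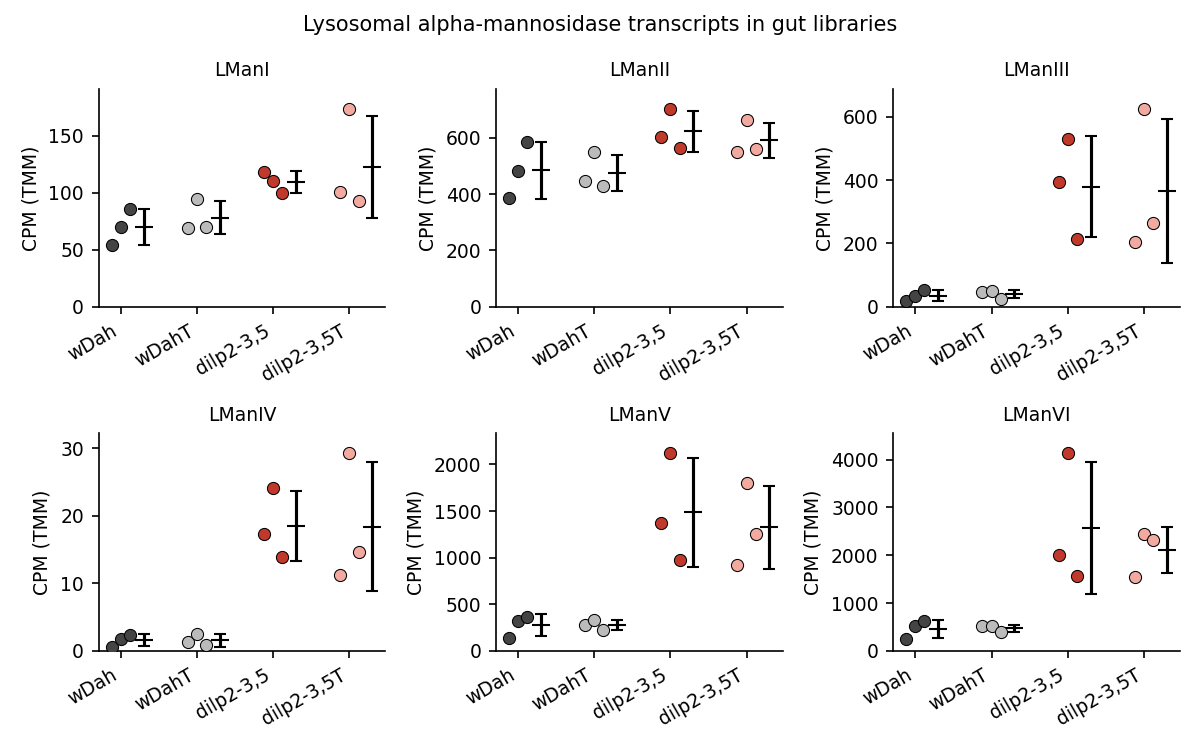
CPM of LManI to LManVI in the gut libraries of the 4 groups. Points are libraries, bars mean ± SD. LManIII, LManIV, LManV and LManVI are higher in the mutants of both backgrounds, and LManVI reaches a mean of 2591 CPM in *dilp2-3,5*.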

All lysosomal alpha-mannosidases were detected and significantly upregulated at the protein level, and to a similar extent at the transcript level, in the gut of *dilp2-3,5* mutant flies (Figure 5A–B). Importantly, this upregulation did not appear to the same extent in other tissues. Furthermore, the gut-specific upregulation of five out of the six lysosomal alpha-mannosidases only occurred in the presence of *Wolbachia* (Figure 5B). Thus, increased levels of lysosomal alpha-mannosidases may be beneficial for longevity.

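In other tissues of *dilp2-3,5* mutants, LManIII to LManVI (FBgn0032069) had wide errors.
In the thorax LManIII had a log2 fold change of 3.88 (standard error 2.15, adjusted p = 0.240) by edgeR, with CPM values of 0.233 ± 0.403 in *w Dah* and 3.57 ± 5.70 in *dilp2-3,5* (n = 3 each), and in the fat body a log2 fold change of 0.71 (standard error 0.75, adjusted p = 0.640). The thorax counts lay mostly in *dilp2-3,5* replicate 2 (10.1 CPM, against 0.448 and 0.118) and *w Dah* replicate 3 (0.700 CPM, against 0). Gut-abundant genes reached 3.32 and 3.20% of their gut level in these libraries, and 0.0449 to 0.489% in the rest of both groups. Whether carried-over gut gave these counts was not tested.
LManI rose in the fat body, at a log2 fold change of 0.79 (standard error 0.23, adjusted p = 0.0969), a call that ended without *w Dah* replicate 1 or 3 or *w DahT* replicate 1, 2 or 3 or *dilp2-3,5* replicate 1 or 3 or *dilp2-3,5T* replicate 2 or 3 (0.62 to 0.81) and with the midgut score as a covariate (1.21), and LManII (FBgn0027611) had a log2 fold change of 0.64 (standard error 0.21, adjusted p = 0.130).
A fit of all 48 libraries called both in the fat body, LManI at 0.83 (standard error 0.24, edgeR, adjusted p = 0.0264) and LManII at 0.68 (standard error 0.18, adjusted p = 0.0131).
In the gut this fit did not call LManV (standard error 1.31, edgeR, adjusted p = 0.519) or LManVI (standard error 1.26, adjusted p = 0.475), unlike the fit of the gut alone. The same fit tested whether the fold change in the gut differed from the mean of the other tissues.
The difference was 2.15 (standard error 2.28) for LManIII, 1.58 (standard error 1.58) for LManV (FBgn0032068), 1.26 (standard error 1.45) for LManVI, 0.44 (standard error 0.27) for LManI and 0.24 (standard error 0.20) for LManII, and none passed (edgeR, adjusted p = 0.471 for each of these over the 6 genes).
With the tissues fitted apart, LManV had a difference of 1.60 (standard error 0.94), which did not pass either (adjusted p = 0.225 by a normal approximation from the edgeR fits).
LManIV had no counts in the brain, so its difference has no usable error. With errors this wide, these tests do not decide whether the rise was particular to the gut.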

**Figure 5.**
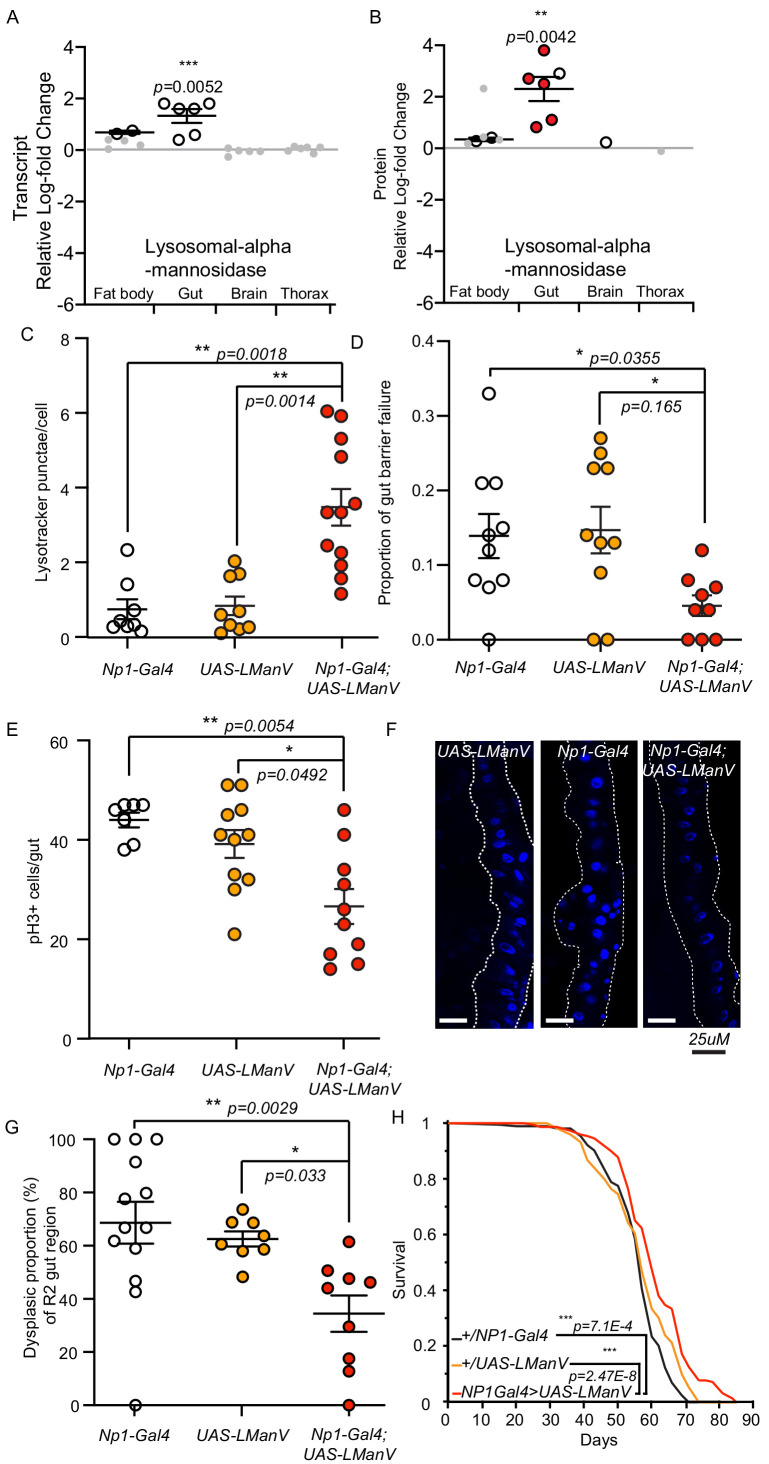
Lysosomal alpha-mannosidase expression is gut-specifically increased in response to reduced IIS, and gut-specific expression is sufficient to maintain gut health and extend lifespan. (**A**) Significant (white circles) and non-significant (grey points) tissue-specific log2-fold change of lysosomal alpha-mannosidase transcript (**A**) and protein (**B**) expression in *dilp2-3,5 vs. wDah*. Significantly regulated proteins (white circles), *Wolbachia*-dependent (red circles) regulation (adj. p-value≤0.1). Directional significance established by one sided Student’s t-test. (**C**) Quantification of LysoTracker Red stained vacuoles per nucleus in the gut of flies gut-specifically overexpressing LManV (*Np1-Gal4;UAS-LManV, n = 12, Red circles*) compared to genetic controls (*Np1-Gal4/+, n = 8*, white circles and *UAS-LManV/+, n = 9*, orange circles). Chart shows mean and error bars represent S.E.M. Significance determined by Kruskall-Wallace test and Dunn’s multiple comparisons test. (**D**) Proportion of aged (65d) flies exhibiting gut barrier function failure in response to gut-specific overexpression of LManV (*Np1-Gal4;UAS-LManV* red circles) compared to genetic controls (*Np1-Gal4/+* white circles and *UAS-LManV/+* orange circles) (*n = 10*). Significance determined by Kruskal-Wallis test and Dunn’s multiple comparisons test. (**E**) Age-related changes in intestinal stem cell proliferation in response to gut-specific overexpression of LManV (*Np1-Gal4;UAS-LManV, n = 10*, 65d, red circles) compared to genetic controls (*Np1-Gal4/+* white circles*, n = 7*, and *UAS-LManV/+* orange circles*, n = 11*). Significance determined by Kruskal-Wallis test and Dunn’s multiple comparisons test. (**F**) Representative images and (**G**) quantification of age-related dysplasia in gut epithelia. Gut-specific overexpression of LManV (*Np1-Gal4;UAS-LManV* red circles) significantly reduced age-related intestinal dysplasia in 65-day-old flies compared to genetic controls (*Np1-Gal4/+* white circles and *UAS-LManV/+* orange cirlces). Significance determined by One-way ANOVA and multiple comparisons (Sidak’s). (**H**) Survival analysis of flies gut-specifically overexpressing LManV (*Np1-Gal4;UAS-LManV,* red) compared to the *UAS-LManV/+* (orange) and *Np1-Gal4/+* (black) heterozygous controls. Statistical significance between survival curves was determined by log-rank test (*n = 150*). **<0.01, *<0.05.

**Figure 5—figure supplement 1.**
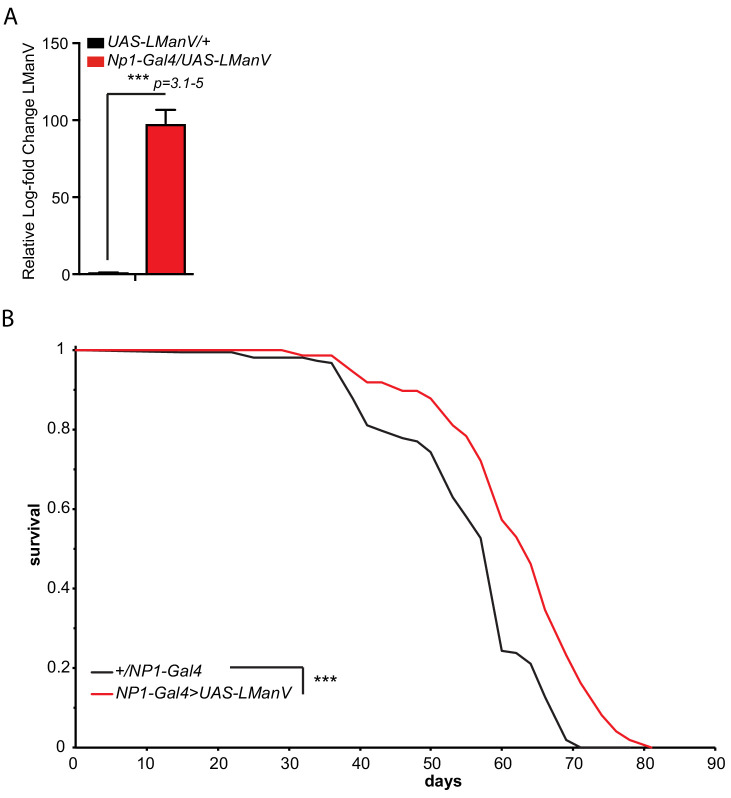
Gut-specific overexpression of LManV increases transcript level. qRTPCR expression analysis of gut-specific overexpression of LManV in the gut. Gut-specific overexpression of UAS-LManV was driven by NP1-Gal4 (n = 3, ***<0.0001, *<0.05). Significance determined by Student’s t-test. (B) Survival analysis of flies gut-specifically overexpressing LManV (*Np1-Gal4;UAS-LManV)* compared to *Np1-Gal4/+* controls. Statistical significance between survival curves was determined by log-rank test (*n = 150*). ***<0.001.

Gut barrier dysfunction is correlated with reduced lifespan in *Drosophila* and preserving gut homeostasis is correlated with longevity (Biteau et al., 2010; Regan et al., 2016; Rera et al., 2012). We thus tested if increased gut-specific expression of lysosomal mannosidase can maintain homeostasis in the ageing gut. Of the six significantly upregulated lysosomal alpha-mannosidases in the *dilp2-3,5* mutant gut, lysosomal alpha-mannosidase V (LManV) was one of the most significantly regulated (Figure 5B). Overexpression of LManV using the constitutive, mid gut-specific, Gal4 driver *Np1* (Jiang et al., 2009) increased the level of LManV (Figure 5—figure supplement 1A). Flies overexpressing LManV also showed increased numbers of lysosomes in the gut, suggesting increased homeostasis on the cellular level may aid in overall gut function (Figure 5C). Gut-specific over expression of LManV significantly reduced the level of age-related gut barrier failure by 69% compared to controls (Figure 5D). Age-related over-proliferation of intestinal stem cells leading to cell crowding, tumour formation, and the resulting loss of gut epithelial organisation may play a major role in gut barrier dysfunction (Biteau et al., 2010; Regan et al., 2016). Thus, to determine if overexpression of LManV can prevent age-related over-proliferation of intestinal stem cells we quantified the number of phospho-histone-positive (pH3+) cells, a marker for actively dividing cells and a direct measure of stem cell proliferation (Biteau et al., 2010). Gut-specific overexpression of LManV significantly reduced the number of pH3+ cells in the gut of aged flies compared to controls (Figure 5E). In addition, the reduction in pH3+ cells in flies overexpressing LManV correlated with the amelioration of age-related dysplasia in the gut (Figure 5F–G). Finally, gut-specific overexpression of LManV was sufficient to extend lifespan (Figure 5H, Figure 5—figure supplement 1B). Thus, increased expression of LManV specifically in the gut was sufficient to increase gut homeostasis, maintain gut structure, maintain gut barrier function, and to extend lifespan.

## Discussion

Reduced IIS activity extends lifespan and ameliorates the effects of ageing (Partridge et al., 2011; Fontana et al., 2010; Kenyon, 2010). The diverse roles of IIS (Bartke, 2011) and the tissue-specificity of responses to lowered IIS (Page et al., 2018; Tain et al., 2017) mean the precise molecular mechanisms that mediate IIS mutant longevity remain unclear. In order to identify robust and conserved gene expression changes in response to lowered IIS, we have profiled the tissue-specific transcriptome and proteomes of *dilp2-3,5* mutant flies. Using an interaction between *Wolbachia* and IIS (Grönke et al., 2010) and a proteomic comparison to the previously published proteomes of mNSC-ablated flies (Tain et al., 2017), we identified expression changes that are both conserved and associated with longevity. We identified fat body-specific post-transcriptional changes in protein expression associated with ER co-translational targeting and DNA damage responses and genome stability that may be causal for longevity. We then quantified a reduction in DNA damage and an increase in genome stability in the fat body of *dilp2-3,*5 mutant flies that occurred only in the presence of *Wolbachia.* We then showed that fat body-specific overexpression of MCM6, a DNA damage response protein, was sufficient to reduce DNA damage and extend lifespan. We also identified, transcriptionally driven, gut-specific changes in lysosomal alpha-mannosidases and demonstrated experimentally that gut-specific, but not ubiquitous, ectopic expression of LManV, was sufficient to extend the lifespan of otherwise wild-type flies.

### Profiling tissue-specific gene expression changes in responses to reduced IIS

We profiled expression in four major insulin sensitive tissues, the brain, gut, fat body, and muscle. We have generated a tissue-specific transcript profile of adult *Drosophila* that includes 11331 transcripts. We have also increased the coverage of the adult *Drosophila* proteome by almost 20%, from 6085 (Tain et al., 2017) to 7234. In total, we detected the differential expression of 3683 transcripts and 3738 proteins in response to reduced IIS, accounting for 33% and 52% of the detected transcriptome and proteome, respectively. Our analysis thus provides a resource to the scientific community, for both tissue-specific gene expression and also the role of gene expression in IIS-dependent traits.

### Identifying conserved tissue-specific gene expression changes in response to reduced IIS associated to longevity

IIS affects many processes, not only lifespan, including development, growth, and reproduction (Bartke, 2011). Thus isolating the specific changes in gene expression that modulate longevity in IIS mutants is problematic. To identify changes in gene expression that may be causal to longevity, we have utilised a known interaction between the endosymbiotic bacteria *Wolbachia* and IIS (Ikeya et al., 2009). The interaction between *Wolbachia* and IIS in *dilp2-3,5* mutants results in extended lifespan and increased xenobiotic stress resistance, but does not affect other phenotypes associated with reduced IIS. We identified expression changes, both at the transcript and protein level that only occurred in the presence of *Wolbachia.* Surprisingly, the majority of those changes were detected only at the protein level, and predominantly in a single tissue, the fat body. Thus, our analysis revealed potential tissue-specific and causal regulators of longevity in IIS mutants. Furthermore, we highlight the importance of tissue-specific proteomic, not only transcriptomic, profiling.

To identify robust and conserved changes to the tissue-specific proteomes of long-lived IIS mutant flies, we performed a meta-analysis between the differentially expressed proteins in *dilp2-3,*5 mutant flies and the previously published tissue-specific proteomes of mNSC-ablated flies (Tain et al., 2017). Along with detecting targets previously unknown to be tissue-specific responses to reduced IIS (described below), our analysis showed regulation of elements known to be key in the responses to reduced IIS in *Drosophila.* These included reduced translation (Tain et al., 2017; Essers et al., 2016), increased detoxification (Afschar et al., 2016), modulation of proteostasis (Tain et al., 2017; Bai et al., 2013; Demontis and Perrimon, 2010; Tawo et al., 2017), and mitochondrial respiration (Tain et al., 2017). Importantly, despite the independent nature of our two IIS models, and the considerable difference in the strength of the IIS associated phenotypes (size, fecundity, and lifespan), these key responses were shared between the models. We thus conclude that these processes represent robust responses to reduced IIS.

### Fat-body-specific post-transcriptional regulation in IIS mutants requires *Wolbachia*

Gene expression can be controlled both through transcriptional and post-transcriptional regulation (Liu et al., 2016). To be able to respond to rapid environmental changes cells can adapt their proteomes through post-transcriptional regulation, as transcriptional regulation may be too slow. To determine how the tissue-specific proteomes of *dilp2-3,5* mutant flies were regulated, we compared them to our tissue-specific transcriptomic profiling of the thorax, gut, brain, and fat body of *dilp2-3,5* mutant flies. The majority of changes in protein expression in the gut, brain, and thorax of *dilp2-3,5* mutants corresponded to similar changes in transcript expression. This was not the case in the mutant fat body, where over 50% of proteins were regulated in the opposite direction to their transcripts. Those genes whose fat body-specific expression was post-transcriptionally regulated in response to reduced IIS were enriched for processes such as DNA damage/repair responses and ER/translation. Furthermore, this regulation required *Wolbachia.* Thus, only profiling the transcriptome would have lead to a misinterpretation of the tissue-specific effects of IIS repression and failed to identify possible mediators of longevity.

### Fat-body-specific ER co-translational targeting is reduced in IIS mutant flies

Declining function of protein homeostasis (proteostasis) leading to reduced cellular viability is one of the hallmarks of ageing (López-Otín et al., 2013; Taylor and Dillin, 2011). Preventing this decline by reducing translation (Hansen et al., 2007; Pan et al., 2007; Wang et al., 2014), or by increasing expression of proteasomal subunits (Tain et al., 2017; Chen et al., 2006; Kruegel et al., 2011; Tonoki et al., 2009; Vilchez et al., 2012) can extend lifespan in yeast, *C. elegans* and *Drosophila.* Here, we show that another aspect of proteostasis, protein targeting/trafficking may also play a role in ageing. Sorting proteins to the correct cellular location is a vitally important part of proteostasis and dysfunction in the sorting of proteins can lead to disease (Balch et al., 2008). We identified a fat-body-specific downregulation of proteins associated to the ER, and proteins involved in co-translational import into the ER in response to reduced IIS. Importantly, these changes were common to both *dilp2-3,5* mutants and mNSC-ablated flies, and only occurred in the presence of *Wolbachia,* suggesting this regulation may play a specific role in IIS mutant longevity.

Newly synthesised proteins can be directly trafficked into the ER through co-translational import, via the SRP and translocon (Saraogi and Shan, 2011). We quantified several SRP, SRP-receptor, and translocon subunits as significantly down-regulated in the fat body of long-lived IIS mutants. Thus, co-translational import into the ER may be tissue-specifically decreased in response to reduced IIS, possibly as a means of post-transcriptionally regulating the proteome.

Interestingly, the role of ER itself in post-transcriptional regulation is vital, with the ER acting as a major cellular compartment for translation, primarily of secreted and membrane proteins (Reid and Nicchitta, 2012; Reid and Nicchitta, 2015). The reduction in co-translational import to the ER detected in IIS mutants may therefore result in a specific reduction in translation of secreted proteins. However, our analysis suggests the response is more likely to represent a general reduction in translation, because the expression of both secreted, and membrane, proteins was reduced to the same extent.

Reduced translation is a common feature of long-lived models, especially models of reduced IIS activity, where both translational capacity and translational rate are decreased (Tain et al., 2017; Essers et al., 2016). Translational capacity is decreased in both the *Drosophila* gut and fat body of IIS mutants, with fewer cytoplasmic ribosomes associating with mRNAs undergoing active translation (Essers et al., 2016). Translational rate, however, is only decreased in the fat body of IIS mutant flies (Tain et al., 2017; Essers et al., 2016). Unlike tissue-specific reductions in translational capacity, fat-body-specific reductions in translational rate are dependent on dFoxo in IIS mutants and are thus potentially important for longevity. Functional signatures associated to a general reduction in translation were detected in both the gut and the fat body. However, changes in the expression of co-translational import machinery proteins were unique to the fat body in response to reduced IIS. Changes in the ER co-translational import machinery proteins could lead to more global changes in translation.

### Fat-body-specific regulation of the DNA damage/repair machinery and maintenance of genome stability in response to lowered IIS

Our study examined the role of DNA damage responses and genome stability in response to reduced IIS. Key elements of the DNA damage response were strongly, and specifically, induced in the fat body of *dilp2-3,5* flies. Furthermore, we found that this response required *Wolbachia* and therefore the proteins of the DNA damage response and genome stability machinery are good candidates for regulators of IIS mutant longevity.

Progressive age-related incidents of DNA damage are common amongst most species examined, and may be the cause cellular dysfunction and thus ageing (Maynard et al., 2015). Preventing DNA damage may therefore be beneficial for longevity. Using phosphorylated His2Av as a marker for early DNA damage (Mah et al., 2010), we were able to confirm a reduction of DNA damage in the fat body of IIS mutant flies that required the presence of *Wolbachia*. This correlated with the changes in expression of the DNA damage response and repair pathways detected in the fat body of *dilp2-3,5* mutants. We identified the replicative helicase MCM complex as regulated in response to reduced IIS. Furthermore, all subunits of the MCM complex were upregulated, but only in the presence of *Wolbachia*. Thus, the MCM complex may play a role in modulating the longevity of IIS mutant flies.

The MCM complex is an evolutionarily conserved replicative helicase required for initiation and elongation during DNA replication (Bell and Dutta, 2002). In addition, the MCM complex has been shown to play a role in transcription, chromatin remodelling, and genome stability (Bailis and Forsburg, 2004; Forsburg, 2004). More recently, MCM complex proteins have been shown to be recruited to sites of DNA damage (Drissi et al., 2015) and play a role in repair responses (Drissi et al., 2018). Increased MCM protein levels in the fat body of IIS mutants may aid in preventing age-related DNA damage and/or increase the efficiency of repair pathways and thus promote longevity. Indeed, increased expression of a single subunit (MCM6) of the MCM complex in the fat body was sufficient to significantly reduce age-associated DNA damage in that tissue. Furthermore, increased expression of MCM6 in the fat body was sufficient to extend longevity. Together, these data suggest a role for increased DNA damage/repair responses as possible modulators of IIS-mediated longevity.

These changes also extended to proteins that regulate genome stability. DNA damage and genomic instability are closely linked (Celeste et al., 2002). Loss of genome stability leads to deregulation of transcription and has been associated with ageing across a wide range of model organisms including *Drosophila* (Maxwell et al., 2011; Wood et al., 2010). Combined with the dysregulation of DNA surveillance mechanisms with age, loss of stability can lead to the deleterious activation and mobilisation of TEs (Dennis et al., 2012; Maxwell et al., 2011; Chen et al., 2016). However, interventions exist that can prevent TE activation. Dietary restriction can ameliorate transposon de-repression and loss of gene silencing with age (Wood et al., 2016; Jiang et al., 2013). We find that transposon expression was diminished, specifically in the fat body, in response to reduced IIS. Our study suggests that a direct intervention to reduce IIS in *Drosophila* can tissue-specifically activate DNA maintenance mechanisms to maintain transposon repression and potentially delay genomic instability. One important distinction to be studied in the future will be to determine whether increased genome stability prevents DNA damage, or if reduced DNA damage increases genome stability.

### Gut-specific regulation of lysosomal alpha-manosidase ameliorates age-related gut pathology and is sufficient to extend lifespan

Managing nutrient uptake and regulating metabolism, including carbohydrate metabolism, is vitally important for an organism. Changes to carboydrate metabolism has been linked to ageing and interventions that ameliorate the effects of ageing (Afschar et al., 2016; Narayan et al., 2016). We identified proteins of a key enzyme family as regulated in response to reduced IIS, namely lysosomal alpha-mannosidases. All the lysosomal alpha-mannosidases were upregulated, but most only in the presence of *Wolbachia.* This suggests lysosomal alpha-mannosidases may play a role in modulating the longevity of IIS mutant flies.

Mutations that affect mannose metabolism enzyme activity result in multiple genetic disorders, with more severe mutations leading to multi-organ insufficiencies (Freeze et al., 2014). The normal function of lysosomal alpha-mannosidases is to cleave mannose residues from the oligosaccharides of glycosylated proteins, thereby aiding in lysosomal recycling of glycoproteins (Nemčovičová et al., 2013). The question therefore remains, how can increased lysosomal alpha-manosidase expression in the gut extend lifespan? Increased lysosomal alpha-manosidase expression in response to reduced IIS may regulate proteostasis through lysosomal protein recycling. Importantly, our analysis showed increased lysosomal alpha-manosidase expression increased the number of lysosomes in the gut, which may increase gut health on a cellular level. Furthermore, we showed that increased lysosomal alpha-manosidase expression maintained gut health, reduced age-related gut pathologies, and increased longevity. In the future, targeting lysosomal alpha-mannosidases in the gut may therefore prove to be therapeutic against the effects of ageing.

In summary, here we present a highly reproducible, tissue-specific, transcriptomic and proteomic dataset containing over 11,000 transcripts and 7000 proteins quantified from adult *Drosophila* and show how their expression changes in response to reduced IIS activity. To identify robust modulators of longevity, we have examined proteomic changes that are conserved between two models of reduced IIS and utilised the requirement of *Wolbachia* for IIS-mediated longevity to triage those proteomic changes most likely causal for longevity. We show that post-transcriptional regulation plays a major role in remodelling the fat body-specific proteome in response to reduced IIS, and that many possible candidates for mediating longevity are post-transcriptionally regulated in that tissue. We then identified two processes, ER co-translational ER import and DNA-damage responses/genome stability, regulated in the fat body of long-lived IIS mutant flies, potentially causal to their longevity. We also show that fat-body-specific overexpression of MCM6 is sufficient to reduced age-associated DNA damage and extend lifespan. Furthermore, we show that gut-specific overexpression of LManV was sufficient to increase gut homeostasis and extend lifespan. Together, our analysis offers a valuable resource to the scientific community, and highlights the importance of tissue-specific proteomic profiling and cross model comparison to discover potentially unidentified modulators of longevity.

## Materials and methods

### Fly stocks, fly husbandry, and dissection

All flies were backcrossed into a white Dahomey (wDah) strain genetic background for at least eight generations. Naturally Dahomey carry the intracellular bacterium *Wolbachia pipientis*. Wolbachia minus (*wDahT*) flies were generated by treating *wDah* flies with Tetracycline (25 mg/ml in standard SYA food) for three generations followed by a minimum of five generations to allow for full recovery from tetracycline treatment and restoration of intestinal flora. Unless specifically stated all strains, including *FB-Gal4, NP1-Gal4, UAS-MCM6* (*RRID:FlyBase_FBst0500029*), and *UAS-LManV*, were backcrossed into a *Wolbachia-*positive white Dahomey (*wDah*) strain genetic background. The presence or absence of *Wolbachia* was tested in all stocks via PCR using primers for the *Wolabchia surface protein* (*wsp*), specifically the primer combination wsp81F (AAAAATTAAACGCTACTCCA) and wsp691R (TGGTCCAATAAGTGATGAAGAAAC). *dilp2-3,5*T mutants were generated by back crossing flies into the wDahT background for a minimum of 10 generations (Grönke et al., 2010).

Fly stocks were maintained at 25°C on a 12 hr light and 12 hr dark cycle and fed a standard sugar/yeast/agar diet (Bass et al., 2007). All experimental flies were once mated females, and raised at controlled larval densities. Adult flies were kept in SYA food vials (25 flies per vial) and aged 10 d prior to tissue dissection in cold phosphate buffered saline (PBS) and directly frozen on dry ice. Dissection of *Drosophila* gut included malpighian tubules. Dissected thorax contained predominantly muscle. To generate UAS-LManV flies the ORF was PCR amplified with primers 1 (ATGAAGTTCCTGGGCAT) and 2 (TTATTCATGTTTAATGATGAATGTTCG) and the LManV cDNA UFO03585 (*Drosophila* Genomics Resource Center) and subsequently cloned into the pUAST attb vector (RRID:Addgene_18944). The CDS was amplified and inserted via restriction digest using KpnI and NotI. pUAST attb LManV was inserted into the fly genome by the φC31 and attP/attB integration system (Bischof et al., 2007) using the attP40 landing site.

### Immunohistochemistry

Tissues were dissected in cold PBS and immediately fixed in 4% formahldehyde for 30 min, washed three times in PBS and incubated (1 hr) in blocking solution (0.5% BSA PBS-Tween 0.5%). Tissues were then incubated with anti p-His2Av (Ser137)(1:100)(Rockland immunochemicals Inc, RRID:AB_828383) in blocking solution on a rotator at o/n at 4°C, washed three times, and incubated with anti-rabbit HRP-conjugated secondary antibody (1:1000). Tissues were then washed three times in PBS and mounted in mounting medium (Vectashield H-1200) containing DAPI. Images were taken using confocal microscope (Leica TCS SP5X) with 40 × 1.25 oil objective. Laser power and optical settings were kept constant between images. Images were then analyzed using Imaris 8.0 software (RRID:SCR_007370). The number of p-His2av (Ser137) puncti and DAPI stained nuclei were quantified according to user guidelines and puncti/nucleus calculated. In total between 14 and 17 independent biological replicates were used for quantification (*wDah n = 16*, *wDahT n = 15*, *dilp2-3,5 n = 17*, *dilp2-3,5T n = 14*). Per individual one micrograph was included for quantification each containing a minimum of six fat body cells (based on DAPI-stained nuclei count).

All image analysis and quantification were performed under blinded conditions.

### Intestinal health assays

#### Intestinal dysplasia

Aged (65d) guts from female flies were dissected in cold PBS and fixed in 4% formaldehyde for 30 min, washed, and mounted in mounting medium containing 1.5 ug/ml DAPI (Vetashield, H1200). DAPI was images using a confocal microscope (Leica SP8-X). For each genotype 8–13 guts were imaged in the area proximal to the proventriculus (R2 region). Dysplasia was measured under blinded conditions using ImageJ, and the average proportion of the dysplasic gut relative to the length of gut within the image was calculated. Scoring of dysplasia was performed by measuring the length of gut with several layers of nuclei that formed small nuclear ‘nests’ of unpolarised cells that clustered atypically and lead to loss of epithelial organisation. Healthy, non-pathalogical, gut was measured as large absorptive cells aligned to forma single layer epithelium with even spacing.

#### Intestinal barrier function

Aged (65d) flies were transferred to SYA food vials containing 2.5% (w/v) Brilliant Blue (AppliChem), a non-absorbable blue dye. A minimum of 160 flies per genotype was assayed. After 48 hr, flies were then examined for the presence of dye leakage into the body as previously described (Rera et al., 2012).

#### Intestinal stem cell proliferation

Aged (65d) guts from female flies were dissected in cold PBS and fixed in 4% formaldehyde for 30 min, washed three times in PBS and incubated (1 hr) in blocking solution (0.5% BSA PBS-Tween 0.5%). Tissues were then incubated with anti-PH3 (Cell Signalling Technologies 9701 1:500, RRID:AB_331535) in blocking solution on a rotator at o/n at 4^oc^, washed three times, and incubated with a Alexa Fluor 594 donkey anti-rabbit secondary antibody (Thermo Fisher A21207, 1:1000, RRID:AB_141637). Tissues were then washed three times in PBS and mounted in mounting medium (Vectashield H-1200) containing DAPI. PH3-positive cells were then counted per gut.

### LysoTracker staining and quantification

For LysoTracker staining, fat bodies from female flies (10d) were dissected in PBS and immediately stained with LysoTracker Red DND-99 (Invitrogen) dye (1 μM in PBS) for 2 min. Tissues were then washed three times in PBS and mounted in mounting medium (Vectashield H-1200) containing DAPI. Images were taken using confocal microscope (Leica TCS SP8X) with 40 × 1.25 oil objective. Laser power and optical settings were kept constant between images. Images were then analyzed using Imaris 8.0 software (RRID:SCR_007370). The number of LysoTracker puncti and DAPI-stained nuclei were quantified according to user manual guidelines and puncti/nucleus calculated. All image analysis and quantification were performed under blinded conditions.

### Lifespan analysis

Survival assays were performed on once mated female flies, reared at standard densities, and transferred to vials (10–25/vial). Flies were transferred to fresh food every 2–3 days and deaths scored on transferal. Replicates for lifespans shown in Figures 4E and 5H are shown in Figure 4—figure supplement 1 and Figure 5—figure supplement 1. Source data for completed lifespans is available in Source data 1.

### Peptide digestion for LC-MS/MS analysis

Fly tissues (50/sample) from five biological replicates were lysed in pre-heated (95°C) 6 M guanidine chloride, 10 mM TCEP, 40 mM CAA, 100 mM Tris pH 8.5 lysis buffer. Following shaking at 1400 rpm (95°C) tissues were sonicated for five cycles (Bioruptor plus). Lysis buffer was then diluted 11-fold in digestion buffer (25 mM Tris 8.5 pH, 10% acetonitrile) and vortexed. Overnight trypsin (Trypsin Gold, Promega) digestion was carried out at 37°C at a 1:50 trypsin to protein ratio. Samples were sonicated again for five cycles, and further digested with gentle agitation at 37°C for 4 hr using a 1:100 trypsin to protein ratio. Samples were then placed in a SpeedVac (5 min, 37°C) to remove acetonitrile. Peptides were desalted using SDB.XC StageTips (Rappsilber et al., 2003). Peptides were then eluted using (80% acetonitrile, 0.1% formic acid), dried in a SpeedVac (35 min, 29°C), and quantified via Nanodrop.

### LC-MS/MS analysis

Peptides were loaded on a 50 cm column with a 75 μm inner diameter, packed in-house with 1.8 μm C18 particles (Dr Maisch GmbH, Germany) and dried via SpeedVac (35 min, 29°C). Reversed phase chromatography was performed using the Thermo EASY-nLC 1000. Buffer A was 0.1% formic acid and buffer B, 80% acetonitrile in 0.1% formic acid. Peptides were separated using a segmented gradient from 3% to 20% buffer B for 85 min and from 20% to 40% buffer B for 55 min. The Q-Exactive was operated in the data-dependent mode with survey scans acquired at a resolution of 120,000; the resolution of the MS/MS scans was set to 15,000. Up to the 20 most abundant isotope patterns with charge ≥2 and<7 were selected for HCD fragmentation with an isolation window of 1.5 Th and normalised collision energies of 27. The maximum ion injection times for the survey scan and the MS/MS scans were 50 and 100 ms, respectively, and the AGC target value for the MS and MS/MS scan modes was set to 1E6 and 1E5, respectively. The MS AGC underfill ratio was set to 20% or higher. Sequenced peptides were put on a dynamic exclusion for 45 s.

### Protein identification and quantification

Protein identification was carried out using MaxQuant (Cox and Mann, 2008) version 1.5.0.4 (RRID:SCR_014485) using the integrated Andromeda search engine (Cox et al., 2011). The data were searched against the canonical and isoform, Swiss1Prot and TrEMBL, Uniprot sequences corresponding to *Drosophila melanogaster* (20,987 entries). The database was automatically complemented with sequences of contaminating proteins by MaxQuant. For peptide identification, cysteine carbamidomethylation was set as ‘fixed’ and methionine oxidation and protein N“fixed’ and methionine oxidation athionine oxidation at as ‘fixed’ and methionine oxidation aequences of contaminating proteins by MaxQuantor cleavage after lysine and arginine, also when followed by proline, and up to two missed cleavages. The minimum number of peptides and razor peptides for protein identification was 1; the minimum number of unique peptides was 0. Protein and peptide identification was performed with FDR of 0.01. In order to transfer identifications to peptides not selected for fragmentation in the separate analyses, the option to peptides protein identification was 1; the minimum number of unique peptides was 0. Proteinow’ of 20 min. Protein and peptide identifications were performed within, not across, tissue groups. Label‐free quantification (LFQ) and normalisation was done using MaxQuant (Cox et al., 2014). The default parameters for LFQ were used, except that the ‘LFQ min. ratio count’ parameter was set to 1. Unique plus razor peptides were used for protein quantification. LFQ analysis was done separately on each tissue.

### Perseus informatics analysis

The results of the LFQ analyses were loaded into the Perseus statistical framework (http://www.perseus-framework.org/) version 1.4.1.2 (RRID:SCR_015753). Protein contaminants, reverse database identifications and proteins ‘Only identified by site’ were removed, and LFQ intensity values were log2 transformed. After categorical annotation into four categories based on genotype (*dilp2-3,5*/wDah) and presence of *Wolbachia* (yes/no), the data were filtered in order to contain a minimum of four valid values in at least one category. The remaining missing values were replaced, separately for each column, from normal distribution using width of 0.3 and down shift of 1.8.

### Proteomics differential expression analysis

We used the limma R package (version 3.30.13) to test the significance of the insulin response, that is the difference in protein expression between *dilp2-3,5* and wDah, in each of the four tissues (fat, brain, gut, thorax) and in the presence and absence of the endosymbiont *Wolbachia*. In addition, we determined the significance of the two-way interactions between *dilp2-3,5* and *Wolbachia* for each protein (*dilp2-3,5* - wDah vs. *dilp2-3,5*T - wDahT). p-Values were corrected for multiplicity on a per-tissue basis using the Benjamini-Hochberg method. *Wolbachia*-dependent proteins were defined as proteins with a significant change both between *dilp2-3,5* and wDah and in the two-way interaction between *Wolbachia*-status and insulin response (adj. p-value<=0.1). To identify *Wolbachia*-independently regulated proteins, we determined for each insulin-responsive protein whether it was equivalently regulated by *dilp2-3,5* and *dilp2-3,5*T, that is whether the 90% confidence interval of its log-fold-change fell within an interval ([−t; t], t = 0.085), by applying a TOST equivalence test on the fitted limma contrast. The threshold t was calculated by first calculating the median of interaction log2-fold changes in each tissue and then averaging them.

### RNAseq analysis

Isolation of RNA from frozen tissue samples of all genotypes (wDah control and *dilp2-3,5* flies, both in the presences and absence of *Wolbachia*) was performed on three independent biological replicates using Trizol Reagent (Thermo Fisher Scientific), according to the manufacturer’s instructions, followed by DNase treatment (Qiagen). RNA quality was determined using the BioRad Experion (BioRad). RNA-seq library preparation and sequencing was performed by the Max Planck Genome centre Cologne, Germany (http://mpgc.mpipz.mpg.de/home). Stranded TruSeq RNA-seq library preparation was performed on 2 μg of total RNA after rRNA depletion (Ribo-zero). Brain samples were treated as above, however total RNA input was reduced (500 ng).

CircRNA data, extracted from the tissue-specific RNAseq data for *Wolbachia* positive *wDah* and *dilp2-3,5* mutants, have been previously published (Weigelt et al., 2020).

Libraries were sequenced with 37 mio, 100 bp single reads on an Illumina HiSeq2500 (Illumina). Adapter trimming was carried out using flexbar (version 2.5, RRID:SCR_013001), using minimum read length after trimming of 30, and quality threshold of 20. Transcripts were then mapped to the BDGP6.28 reference genome using tophat2 (version 2.1.0, RRID:SCR_013035) and counted via summarizeOverlaps (part of the Bioconductor R package GenomicAlignments, version 1.10.1, RRID:SCR_006442) with the option ‘intersectionNotEmpty’. FPKM for comparison with the proteome were calculated using DESeq2 (version 1.14.1, RRID:SCR_015687). Differential expression analysis was carried out tissue-wise using a two-factor linear model with interaction effect in DESeq2, testing the insulin response in each tissue analogously to our proteomics analysis. p-Values were adjusted for multiplicity by DESeq2 using the Benjamini-Hochberg procedure on a per-tissue basis, with independent filtering enabled. *Wolbachia*-dependent transcripts were defined as transcripts with a significant change both between *dilp2-3,5* and wDah and in the two-way interaction between *Wolbachia*-status and insulin response (adj. p-value<=0.1). Due to lower power of the RNAseq assay compared to our proteomics, no *Wolbachia*-independently regulated transcripts were identified.

To determine transposon expression, we separately mapped all sample reads to canonical transposon reference sequences obtained from flybase (Gramates et al., 2017) using RSEM (RRID:SCR_013027). To get more robust estimates, dispersion and library normalisation factors were calculated based on the combined counts of both gene and transposon quantifications. We then fitted a two-factor linear model using edgeR (RRID:SCR_012802). Differential expression analysis was carried out as described for the primary analysis, but using the edgeR likelihood ratio test. p-Values were corrected for multiplicity using the Benjamini-Hochberg method. *Wolbachia*-dependent transposons were defined as transposons with a significant change both between *dilp2-3,5* and wDah and in the two-way interaction between *Wolbachia*-status and insulin *response* (adj. p-value<=0.1).

### Network propagation

We mapped the absolute log-fold changes of *dilp2-3,5* vs. wDah, as well as mNSC-ablated vs. wDah (Tain et al., 2017) comparisons to the protein-protein-interaction network obtained from DroID (RRID:SCR_006634) (Murali et al., 2011). Separately for both comparisons, we then performed network propagation (Vanunu et al., 2010), iteratively propagating the fold-change information through the network (spreading coefficient = 0.8) until a steady state was reached. In an additional step, we corrected for a known bias in network propagation that favours hub nodes by subtracting the propagation scores of in silico randomised fold changes from the initial result. We further integrated the scores from both models in each tissue into a consensus score. This was done by taking the minimum of both scores for each protein, effectively selecting proteins that were high-scoring in both. Next, we clustered network propagation scores across all tissues using hierarchical clustering in R (Ward’s method). For each cluster, we carried out GO enrichment analysis (see 5.8) against the background set of all genes included in the network propagation analysis.

### GO enrichment analysis

Gene ontology annotations of genes and proteins were taken from the org.Dm.eg.db R package (version 3.4.0, Bioconductor RRID:SCR_006442). We excluded GO terms with fewer than five or more than 1000 annotated genes. For each gene list, significance of functional enrichment of GO terms in the gene list compared to the background list was determined using Fisher tests. For proteomics gene lists, the background was restricted to genes whose proteins were detected in the respective tissue. For transcriptomics gene lists, the background was restricted to genes whose transcripts were detected at a median count above five in the respective tissue. To reduce redundancy of functional categories, we clustered together GO terms that differed in five or fewer gene list member genes; the smallest GO term by total annotations was selected as the primary (most specific) term to represent the cluster. We then carried out correction for multiple hypothesis testing using the Benjamini-Hochberg method on all primary GO terms to obtain adjusted Fisher test p-values.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE122190 The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD011589. The following datasets were generated: TainLSSehlkeRMeilenbrockRLLeechTPaulitzJChokkalingamMNagarajNGrönkeSFröhlichJAtanassovIMannMBeyerAPartridgeL2021Tissue-specific modulation of gene expression in response to lowered insulin signalling in DrosophilaNCBI Gene Expression OmnibusGSE12219010.7554/eLife.67275PMC806003033879316 TainLSSehlkeRMeilenbrockRLLeechTPaulitzJChokkalingamMNagarajNGrönkeSFröhlichJAtanassovIMannMBeyerAPartridgeL2021Tissue-specific modulation of gene expression in response to lowered insulin signalling in DrosophilaPRIDEPXD01158910.7554/eLife.67275PMC806003033879316

## Additional files

Source data 1. Raw lifespan data.

Supplementary file 1. Total number of tissue-specific transcripts quantified and all tissue-specific changes in transcript expression between *dilp2-3,5* mutants and control (*wDah*) flies. Columns listed as: Tissue, Flybase ID, Gene name, base mean (Average transcript expression of the corresponding transcript in the respective tissue), LogFC p-value (Transcript log2(fold-change), *dilp*2-3,5 vs. *wDah*), *Wolbachia* minus adj p-value (Transcript p-value, *dilp*2-3,5/Wol- vs. *wDah*/Wol-), *Wolbachia* minus LogFC (Transcript FDR, *dilp*2-3,5/Wol- vs. *wDah*/Wol-). Wol+/- denotes the presence (+) or absence (-) of *Wolbachia* in formulae.

Supplementary file 2. Total number of tissue-specific proteins quantified and all tissue-specific changes in protein expression between *dilp2-3,5* mutants and control (*wDah*) flies. Columns listed as: Tissue (Thorax, gut, brain or fat body), Uniprot ID, Flybase ID, Symbol (Gene), Entrez ID, Protein *Wolbachia* dependent expression (True/False), Protein *Wolbachia* independent expression (True/False), protein average expression (Label-free quantification intensity), protein *dilp* logFC (*dilp2-3,5 v. wDah*), protein *dilp* p-value (*dilp2-3,5 v. wDah*), protein *dilp* FDR (*dilp2-3,5 v. wDah*), Protein interaction p-value, Protein interaction FDR, RNA interaction p-value, protein TOST. Genotypes denoted as *wDah* and *dilp (2-3,5)* with *Wolbachia* and *wDahT* and *dilpT* (*2-3,5*) without *Wolbachia*.

Supplementary file 3. Significant differentially expressed (*dilp2-3,5* vs *wDah*) transcript/protein pairs from fat, gut, brain, or thorax, in one of four quadrants shown in Figure 1 in the presence of *Wolbachia* and Appendix 2 in the absence of *Wolbachia*. Columns listed as: Tissue, Quadrant (Quadrants by direction of log2(fold-change): I (protein+;transcript+), II (protein−;transcript+), III (protein−;transcript−), and IV (protein+;transcript−)), Protein flybase ID, protein symbol (Gene name), protein entrez ID, protein avg expr (Average LFQ intensity of this protein in all samples in the respective tissue), RNA avg expr (Average transcript expression of the corresponding transcript in the respective tissue), protein p-value (*dilp2-3,5 v. wDah*), RNA p-value (*dilp2-3,5 v. wDah*), Protein adj p-value (*dilp2-3,5 v. wDah* FDR), Protein logFC (*dilp2-3,5 v. wDah*), RNA LogFC (*dilp2-3,5 v. wDah*), opposite (Are protein and transcript changed in opposite direction?), *Wolbachia* dependence (Does the protein change in *dilp*2-3,5 vs *wDah* depend on *Wolbachia* status?), *wolbachia* independence (Is the protein change in *dilp*2-3,5 vs *wDah* independent of *Wolbachia* status?), RNA *Wolbachia* dependence (Does the transcript change in *dilp*2-3,5 vs *wDah* depend on *Wolbachia* status?), interaction p-value (Protein p-value, interaction term (*dilp*2-3,5 vs. *wDah* ~ Wol+ vs. Wol-)), interaction adj p-value (Protein FDR, interaction term (*dilp*2-3,5 vs. *wDah* ~ Wol+ vs. Wol-)), *dilp*T p-value (Protein p-value, *dilp*2-3,5/Wol- vs. *wDah*/Wol-), *dilp*T adj p-value (Protein FDR, *dilp*2-3,5/Wol- vs. *wDah*/Wol-), protein LogFC (Protein log2(fold-change), *dilp*2-3,5/Wol- vs. *wDah*/Wol-), TOST p-value (Protein p-value, two-one-sided-t-test of equivalence, interaction term (*dilp*2-3,5 vs. *wDah* ~ Wol+ vs. Wol-)), TOST adj p-value (Protein p-value, two-one-sided-t-test of equivalence, interaction term (*dilp*2-3,5 vs. *wDah* ~ Wol+ vs. Wol-)). Wol+/- denotes the presence (+) or absence (-) of *Wolbachia* in formulae. Genotypes denoted as *wDah* and *dilp (2-3,5)* with *Wolbachia* and *wDahT* and *dilpT* (*2-3,5*) without *Wolbachia*.

Supplementary file 4. Significant differentially expressed (*dilp2-3,5* vs *wDah*) **protein**/transcript pairs from fat, gut, brain, or thorax, in one of four quadrants shown in Figure 1 in the presence of *Wolbachia* and Appendix 2 in the absence of *Wolbachia*. Columns listed as: Tissue, Quadrant (Quadrants by direction of log2(fold-change): I (protein+;transcript+), II (protein−;transcript+), III (protein−;transcript−), and IV (protein+;transcript−)), Protein flybase ID, protein symbol (Gene name), protein entrez ID, protein avg expr (Average LFQ intensity of this protein in all samples in the respective tissue), RNA avg expr (Average transcript expression of the corresponding transcript in the respective tissue), protein p-value (*dilp2-3,5 v. wDah*), RNA p-value (*dilp2-3,5 v. wDah*), Protein adj p-value (*dilp2-3,5 v. wDah* FDR), Protein logFC (*dilp2-3,5 v. wDah*), RNA LogFC (*dilp2-3,5 v. wDah*), opposite (Are protein and transcript changed in opposite direction?), *Wolbachia* dependence (Does the protein change in *dilp*2-3,5 vs *wDah* depend on *Wolbachia* status?), *Wolbachia* independence (Is the protein change in *dilp*2-3,5 vs *wDah* independent of *Wolbachia* status?), RNA *Wolbachia* dependence (Does the transcript change in *dilp*2-3,5 vs *wDah* depend on *Wolbachia* status?), interaction p-value (Protein p-value, interaction term (*dilp*2-3,5 vs. *wDah* ~ Wol+ vs. Wol-)), interaction adj p-value (Protein FDR, interaction term (*dilp*2-3,5 vs. *wDah* ~ Wol+ vs. Wol-)), *dilp*T p-value (Protein p-value, *dilp*2-3,5/Wol- vs. *wDah*/Wol-), *dilp*T adj p-value (Protein FDR, *dilp*2-3,5/Wol- vs. *wDah*/Wol-), protein LogFC (Protein log2(fold-change), *dilp*2-3,5/Wol- vs. *wDah*/Wol-), TOST P-value (Protein p-value, two-one-sided-t-test of equivalence, interaction term (*dilp*2-3,5 vs. *wDah* ~ Wol+ vs. Wol-)), TOST adj p-value (Protein p-value, two-one-sided-t-test of equivalence, interaction term (*dilp*2-3,5 vs. *wDah* ~ Wol+ vs. Wol-)). Wol+/- denotes the presence (+) or absence (-) of *Wolbachia* in formulae. Genotypes denoted as *wDah* and *dilp (2-3,5)* with *Wolbachia* and *wDahT* and *dilpT* (*2-3,5*) without *Wolbachia*.

Supplementary file 5. GO enrichment analysis of significant differentially expressed (*dilp2-3,5* vs *wDah*) protein/transcript pairs from fat, gut, brain, or thorax, in one of four quadrants shown in Figure 1 in the presence of *Wolbachia*. Columns listed as: Tissue, Quadrant (Quadrants by direction of log2(fold-change): I (protein+;transcript+), II (protein−;transcript+), III (protein−;transcript−), and IV (protein+;transcript−)), Protein flybase ID, protein symbol (Gene name), protein entrez ID, protein avg expr (Average LFQ intensity of this protein in all samples in the respective tissue), RNA avg expr (Average transcript expression of the corresponding transcript in the respective tissue), protein p-value (*dilp2-3,5 v. wDah*), RNA p-value (*dilp2-3,5 v. wDah*), Protein adj p-value (*dilp2-3,5 v. wDah* FDR), Protein logFC (*dilp2-3,5 v. wDah*), RNA LogFC (*dilp2-3,5 v. wDah*), opposite (Are protein and transcript changed in opposite direction?), *Wolbachia* dependence (Does the protein change in *dilp*2-3,5 vs *wDah* depend on *Wolbachia* status?), *Wolbachia* independence (Is the protein change in *dilp*2-3,5 vs *wDah* independent of *Wolbachia* status?), RNA *Wolbachia* dependence (Does the transcript change in *dilp*2-3,5 vs *wDah* depend on *Wolbachia* status?), interaction p-value (Protein p-value, interaction term (*dilp*2-3,5 vs. *wDah* ~ Wol+ vs. Wol-)), interaction adj p-value (Protein FDR, interaction term (*dilp*2-3,5 vs. *wDah* ~ Wol+ vs. Wol-)), *dilp*T p-value (Protein p-value, *dilp*2-3,5/Wol- vs. *wDah*/Wol-), *dilp*T adj p-value (Protein FDR, *dilp*2-3,5/Wol- vs. *wDah*/Wol-), protein LogFC (Protein log2(fold-change), *dilp*2-3,5/Wol- vs. *wDah*/Wol-), TOST p-value (Protein P-value, two-one-sided-t-test of equivalence, interaction term (*dilp*2-3,5 vs. *wDah* ~ Wol+ vs. Wol-)), TOST adj p-value (Protein p-value, two-one-sided-t-test of equivalence, interaction term (*dilp*2-3,5 vs. *wDah* ~ Wol+ vs. Wol-)). Wol+/- denotes the presence (+) or absence (-) of *Wolbachia* in formulae. Genotypes denoted as *wDah* and *dilp (2-3,5)* with *Wolbachia* and *wDahT* and *dilpT* (*2-3,5*) without *Wolbachia*.

Supplementary file 6. GO enrichment analysis of significant differentially expressed (*dilp2-3,5* vs *wDah Wolbachia-*dependent changes) proteins and transcripts. Each sheet shows tissue-specific (fat, gut, brain, or thorax) enrichments.

Supplementary file 7. Network propagation scores and cluster assignments (Figure 2). Columns listed as: Flybase ID, Symbol (Gene), Cluster (related to Figure 2), abl (regulated in the mNSC-ablation model [Tain et al., 2017]), *dilp* (regulated in *dilp2-3,5 v wDah*), int (integrated responses between regulation in mNSC-ablation and *dilp2-3,5* models).

Supplementary file 8. GO enrichment analysis results of network propagation clusters (Figure 2). Columns listed as: Cluster (Relates to Figure 2), Terms in Cluster (GO Terms significantly Enriched in a specific cluster), GO ID, Term, Ontology (BP, MF, CC), Annoatated (#genes annotated with the term in the tissue-specific background), Significant (#genes significant annotated with the term in the tissue-specific background), Expected (expected # of significant genes with the term in the tissue-specific background), Enrichment (Enrichment of the observed over the expected number of significant genes), Log2 of Enrichment, Fisher (p-value of enrichment), Primary Fisher adj (adjusted p-value of enrichment), Genes (Names of significant genes annotated with the term), Genes in secondary.

Supplementary file 9. Log-fold changes of significant differentially expressed (*dilp2-3,5* vs *wDah*) protein associated with the regulation of DNA replication, DNA damage/ repair responses and related functions. LogFC, p-value, Fisher adj (adjusted P-value), Flybase ID, and Gene symbol (Name) are shown.

Supplementary file 10. Analysis of transposon differential expression in *dilp2-3*,*5* flies (with/without Wolbachia) vs. *wDah*. Columns listed in summary tab.

Transparent reporting form

## Appendix 1

Tissue-specific differential expression of the *Drosophila* proteome in response to reduced IIS at the level of proteome and transcriptome (A)Pairwise correlations between replicates belonging to the same genotype, across all genotypes and tissues, for both transcriptomic and proteomic measurements. 

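Replicates of a group were alike in their transcript levels in each tissue, with the widest range in the fat body.
Pearson correlations of log2 CPM between the 3 replicates of a group ran from 0.951 to 0.989 in the fat body, from 0.965 to 0.989 in the thorax, from 0.973 to 0.991 in the gut and from 0.978 to 0.990 in the brain, with 12 pairs per tissue.
Their median over 48 pairs was 0.983.
Germline transcripts differed between replicates there, as the marker mean of *dilp2-3,5* replicate 1 was 0.59 log2 CPM and that of replicate 2 was 3.04.
No library was a copy of another, as the counts of each of the 1128 pairs of the 48 libraries differed by more than sampling (chi-square per degree of freedom of 29.1 or more).
Pairs share libraries and are not independent.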

(B) Principle component analysis projections of all transcriptomic and proteomic replicates, respectively, showing clear separation of the tissues. 

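Transcript levels separated the 4 tissues before any other property of the libraries.
In a principal component analysis of log2 CPM of 11175 genes, component 1 held 55.9% of the variance and set the brain (scores -167 to -136) against the gut (150 to 174).
Component 2, with 23.6%, set the fat body (-112 to -78.2) and the thorax (-60.6 to -36.5) apart from brain and gut.
Of the variance of these components, 98.9 and 98.5% lay between tissues, and component 3 held 8.92%.
Within a tissue, the first components held 44.9 and 18.9% in the fat body, 32.2 and 24.6% in the thorax, 27.8 and 20.4% in the brain and 27.4 and 23.5% in the gut.

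**Figure D5:**
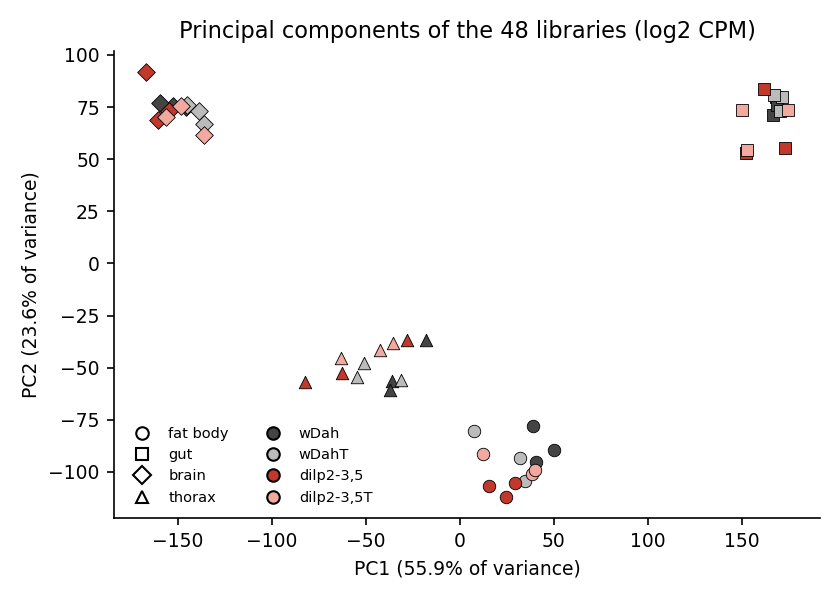
Scores of the 48 libraries on the first 2 principal components of log2 CPM. The marker gives the tissue and colour the group. The libraries form 4 separate clusters by tissue, and component 1 holds 55.9% of the variance.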

12 samples, comprising three biological replicates of the four genotypes (*wDah* and *dilp2-3,5* mutant flies plus/minus *Wolbachia*) are plotted for each tissue. For the proteomic analysis 20 samples, comprising five biological replicates of the four genotypes (*wDah* and *dilp2-3,5* mutant flies plus/minus *Wolbachia*) are plotted for each tissue. Proteomic replicates show relatively little variation and thus overlay each other. (C) Total number of transcripts and proteins (incl. isoforms mapped to unique flybase identifiers) that were detected across fat body, gut, brain, and thorax, and the overlap between tissues. Total numbers detected in each tissue are given in parentheses. (D) Number of differentially expressed transcripts and proteins (including isoforms) by tissue between *dilp2-3,5* mutants and controls (*wDah*) (adj. p-value≤0.1) across all tissues, as well as their overlap. Total numbers detected in each tissue are given in parentheses.

## Appendix 2

The Wolbachia-dependent transcriptome and proteome response to IIS. (A) Bioinformatics flowchart showing the derivation and numbers of transcripts/proteins that were differentially regulated in response to reduced IIS (*dilp2-3,5 vs wDah*), showed an interaction between the responses to reduce IIS and the presence of Wolbachia (*dilp2-3,5 - wDah vs*. *dilp2-3,5T - wDahT *(*T *denotes *Wolbachia *genotypes, see Methods section)) and if those changes in expression occurred in a Wolbachia-dependent or -independent manner in a tissue. Specific bioinformatics analyses are described in the methods section. (B) Numbers of transcripts and proteins in each tissue that were differentially regulated between *dilp2-3,5* and *wDah* (middle column), and at the same time detected as Wolbachia-independent (left column) or Wolbachia-dependent (right column), by tissue. 

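The response to the *dilp2-3,5* mutation kept its direction without *Wolbachia* in the brain, gut and thorax, and less so in the fat body.
In the thorax 943 of the transcripts that changed with *Wolbachia* also changed between *dilp2-3,5T* and *w DahT*, such as Act88F (log2 fold change 2.15, standard error 0.12, adjusted p = 1.90e-05) and Tdc1.
In the gut this held for 122, among them Amyrel (log2 fold change 1.06, standard error 0.23, adjusted p = 0.0494), in the brain for 31, such as RfC4 (log2 fold change 1.34, standard error 0.27, adjusted p = 0.0798), and in the fat body for 9.
Without *Wolbachia* the changed transcripts numbered 1204 in the thorax, 221 in the gut, 46 in the brain and 16 in the fat body (edgeR, adjusted p of at most 0.1, n = 3 per group).
Transcripts called with *Wolbachia* had the same sign without it in 96.3% of cases in the thorax, 95.9% in the gut, 97.5% in the brain and 66.1% in the fat body, and the Pearson correlation of the 2 fold changes across them was 0.85, 0.92, 0.94 and 0.39.
Among *Wolbachia*-free flies, the count in the fat body was 2 without *w DahT* replicate 1, 4 without *w DahT* replicate 2, 6 without *dilp2-3,5T* replicate 2, 8 without *w Dah* replicate 1 or 3 or *w DahT* replicate 3 and 34 without *dilp2-3,5T* replicate 1.
For the gut it was 66 without *w DahT* replicate 1, 87 without *dilp2-3,5T* replicate 3, 106 without *w DahT* replicate 3, 131 without *dilp2-3,5T* replicate 1, 138 without *w DahT* replicate 2 and 816 without *dilp2-3,5T* replicate 2, for the brain 22 without *dilp2-3,5T* replicate 2 and 29 without *w DahT* replicate 1 or *dilp2-3,5T* replicate 3, and for the thorax 470 without *dilp2-3,5T* replicate 1, 518 without *dilp2-3,5T* replicate 3, 557 without *w DahT* replicate 1, 618 without *w DahT* replicate 2 and 649 without *dilp2-3,5T* replicate 2.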

(C) Significantly enriched (Fisher-test, FDR ≤ 0.05) functional GO terms among Wolbachia-dependent regulated transcripts and proteins in *dilp2-3,5* mutants, by tissue. Barcharts are segmented into cells that correspond to individual significantly regulated proteins. Colour indicates log-fold-change. Gene ontologies associated with DNA replication (*) and DNA damage (**). (D-E) Proportions of protein/transcript pairs that were concordantly regulated (both up or down) or oppositely regulated, in the absence of Wolbachia (*dilp2-3,5T vs. wDahT*). Correlations were calculated between the protein and transcript log-fold changes of significantly regulated protein/transcript pairs in each plot. (D) All protein/transcript pairs in the respective tissue where the transcript was independently significantly regulated (adj. p-value≤0.1). (E) All protein/transcript pairs in the respective tissue where the protein was independently significantly regulated (adj. p-value≤0.1).

## Appendix 3

Correlation and comparison of tissue-specific proteome remodelling between two independent models of reduced IIS. (A) Tissue-specific correlation of directional log-fold changes between *dilp2-3,5* mutants and controls (*wDah*) and mNSC-ablated flies and controls (*wDah*). Black dots show proteins with a significant combined P-value after multiplicity adjustment (p≤0.1). Numbers in quadrants show the number of these significant proteins in each quadrant. Circle-segments and percentages represent the fraction of significant proteins over total proteins in the given tissue. Red dots signify proteins that were individually significant in both proteomics comparisons. (B) Total number of differentially expressed proteins (including isoforms), irrespective of tissue, and tissue-specifically, in mNSC-ablated flies (Tain et al., 2017) and *dilp2-3,5* mutants (adj. p-value≤0.1).

## References

[bib1] Afschar S, Toivonen JM, Hoffmann JM, Tain LS, Wieser D, Finlayson AJ, Driege Y, Alic N, Emran S, Stinn J, Froehlich J, Piper MD, Partridge L (2016). Nuclear hormone receptor DHR96 mediates the resistance to xenobiotics but not the increased lifespan of insulin-mutant *Drosophila*. PNAS.

[bib2] Alic N, Andrews TD, Giannakou ME, Papatheodorou I, Slack C, Hoddinott MP, Cochemé HM, Schuster EF, Thornton JM, Partridge L (2011). Genome-wide dFOXO targets and topology of the transcriptomic response to stress and insulin signalling. Molecular Systems Biology.

[bib3] Augustin H, McGourty K, Allen MJ, Madem SK, Adcott J, Kerr F, Wong CT, Vincent A, Godenschwege T, Boucrot E, Partridge L (2017). Reduced insulin signaling maintains electrical transmission in a neural circuit in aging flies. PLOS Biology.

[bib4] Bai H, Kang P, Hernandez AM, Tatar M (2013). Activin signaling targeted by insulin/dFOXO regulates aging and muscle proteostasis in *Drosophila*. PLOS Genetics.

[bib5] Bailis JM, Forsburg SL (2004). MCM proteins: dna damage, mutagenesis and repair. Current Opinion in Genetics & Development.

[bib6] Balch WE, Morimoto RI, Dillin A, Kelly JW (2008). Adapting proteostasis for disease intervention. Science.

[bib7] Barrett LW, Fletcher S, Wilton SD (2012). Regulation of eukaryotic gene expression by the untranslated gene regions and other non-coding elements. Cellular and Molecular Life Sciences.

[bib8] Bartke A (2011). Pleiotropic effects of growth hormone signaling in aging. Trends in Endocrinology & Metabolism.

[bib9] Bass TM, Grandison RC, Wong R, Martinez P, Partridge L, Piper MDW (2007). Optimization of dietary restriction protocols in *Drosophila*. The Journals of Gerontology: Series A.

[bib10] Bell SP, Dutta A (2002). DNA replication in eukaryotic cells. Annual Review of Biochemistry.

[bib11] Benayoun BA, Pollina EA, Brunet A (2015). Epigenetic regulation of ageing: linking environmental inputs to genomic stability. Nature Reviews Molecular Cell Biology.

[bib12] Bischof J, Maeda RK, Hediger M, Karch F, Basler K (2007). An optimized transgenesis system for *Drosophila* using germ-line-specific phiC31 integrases. PNAS.

[bib13] Biteau B, Karpac J, Supoyo S, Degennaro M, Lehmann R, Jasper H (2010). Lifespan extension by preserving proliferative homeostasis in *Drosophila*. PLOS Genetics.

[bib14] Broughton SJ, Piper MD, Ikeya T, Bass TM, Jacobson J, Driege Y, Martinez P, Hafen E, Withers DJ, Leevers SJ, Partridge L (2005). Longer lifespan, altered metabolism, and stress resistance in *Drosophila* from ablation of cells making insulin-like ligands. PNAS.

[bib15] Celeste A, Petersen S, Romanienko PJ, Fernandez-Capetillo O, Chen HT, Sedelnikova OA, Reina-San-Martin B, Coppola V, Meffre E, Difilippantonio MJ, Redon C, Pilch DR, Olaru A, Eckhaus M, Camerini-Otero RD, Tessarollo L, Livak F, Manova K, Bonner WM, Nussenzweig MC, Nussenzweig A (2002). Genomic instability in mice lacking histone H2AX. Science.

[bib16] Chen Q, Thorpe J, Dohmen JR, Li F, Keller JN (2006). Ump1 extends yeast lifespan and enhances viability during oxidative stress: central role for the proteasome?. Free Radical Biology and Medicine.

[bib17] Chen H, Zheng X, Xiao D, Zheng Y (2016). Age-associated de-repression of retrotransposons in the *Drosophila* fat body, its potential cause and consequence. Aging Cell.

[bib18] Clapier CR, Cairns BR (2009). The biology of chromatin remodeling complexes. Annual Review of Biochemistry.

[bib19] Conaway RC, Conaway JW (2009). The INO80 chromatin remodeling complex in transcription, replication and repair. Trends in Biochemical Sciences.

[bib20] Cox J, Neuhauser N, Michalski A, Scheltema RA, Olsen JV, Mann M (2011). Andromeda: a peptide search engine integrated into the MaxQuant environment. Journal of Proteome Research.

[bib21] Cox J, Hein MY, Luber CA, Paron I, Nagaraj N, Mann M (2014). Accurate proteome-wide label-free quantification by delayed normalization and maximal peptide ratio extraction, termed MaxLFQ. Molecular & Cellular Proteomics.

[bib22] Cox J, Mann M (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. Nature Biotechnology.

[bib23] Crimmins EM (2015). Lifespan and healthspan: past, present, and promise. The Gerontologist.

[bib24] Cross BCS, Sinning I, Luirink J, High S (2009). Delivering proteins for export from the cytosol. Nature Reviews Molecular Cell Biology.

[bib25] De Cecco M, Criscione SW, Peckham EJ, Hillenmeyer S, Hamm EA, Manivannan J, Peterson AL, Kreiling JA, Neretti N, Sedivy JM (2013). Genomes of replicatively senescent cells undergo global epigenetic changes leading to gene silencing and activation of transposable elements. Aging Cell.

[bib26] Demontis F, Perrimon N (2010). FOXO/4E-BP signaling in *Drosophila* muscles regulates organism-wide proteostasis during aging. Cell.

[bib27] Dennis S, Sheth U, Feldman JL, English KA, Priess JR (2012). *C. elegans* germ cells show temperature and age-dependent expression of Cer1, a gypsy/Ty3-related retrotransposon. PLOS Pathogens.

[bib28] Dobson AJ, He X, Blanc E, Bolukbasi E, Feseha Y, Yang M, Piper MDW (2018). Tissue-specific transcriptome profiling of *Drosophila* reveals roles for GATA transcription factors in longevity by dietary restriction. Npj Aging and Mechanisms of Disease.

[bib29] Drissi R, Dubois ML, Douziech M, Boisvert FM (2015). Quantitative proteomics reveals dynamic interactions of the minichromosome maintenance complex (MCM) in the cellular response to etoposide induced DNA damage. Molecular & Cellular Proteomics.

[bib30] Drissi R, Chauvin A, McKenna A, Lévesque D, Blais-Brochu S, Jean D, Boisvert F-M (2018). Destabilization of the MiniChromosome maintenance (MCM) complex modulates the cellular response to DNA double strand breaks. Cell Cycle.

[bib31] Essers P, Tain LS, Nespital T, Goncalves J, Froehlich J, Partridge L (2016). Reduced Insulin/insulin-Like Growth Factor Signaling Decreasestranslation.

[bib32] Ewald CY, Landis JN, Porter Abate J, Murphy CT, Blackwell TK (2015). Dauer-independent insulin/IGF-1-signalling implicates collagen remodelling in longevity. Nature.

[bib33] Feser J, Tyler J (2011). Chromatin structure as a mediator of aging. FEBS Letters.

[bib34] Flachsbart F, Caliebe A, Kleindorp R, Blanché H, von Eller-Eberstein H, Nikolaus S, Schreiber S, Nebel A (2009). Association of FOXO3A variation with human longevity confirmed in german centenarians. PNAS.

[bib35] Fontana L, Partridge L, Longo VD (2010). Extending healthy life span--from yeast to humans. Science.

[bib36] Forsburg SL (2004). Eukaryotic MCM proteins: beyond replication initiation. Microbiology and Molecular Biology Reviews.

[bib37] Freeze HH, Chong JX, Bamshad MJ, Ng BG (2014). Solving glycosylation disorders: fundamental approaches reveal complicated pathways. The American Journal of Human Genetics.

[bib38] Gramates LS, Marygold SJ, Santos GD, Urbano JM, Antonazzo G, Matthews BB, Rey AJ, Tabone CJ, Crosby MA, Emmert DB, Falls K, Goodman JL, Hu Y, Ponting L, Schroeder AJ, Strelets VB, Thurmond J, Zhou P, the FlyBase Consortium (2017). FlyBase at 25: looking to the future. Nucleic Acids Research.

[bib39] Grönke S, Clarke D-F, Broughton S, Andrews TD, Partridge L (2010). Molecular evolution and functional characterization of *Drosophila* Insulin-Like peptides. PLOS Genetics.

[bib40] Hahn O, Grönke S, Stubbs TM, Ficz G, Hendrich O, Krueger F, Andrews S, Zhang Q, Wakelam MJ, Beyer A, Reik W, Partridge L (2017). Dietary restriction protects from age-associated DNA methylation and induces epigenetic reprogramming of lipid metabolism. Genome Biology.

[bib41] Halaschek-Wiener J, Khattra JS, McKay S, Pouzyrev A, Stott JM, Yang GS, Holt RA, Jones SJ, Marra MA, Brooks-Wilson AR, Riddle DL (2005). Analysis of long-*C. elegans* daf-2 mutants using serial analysis of gene expression. Genome Research.

[bib42] Hansen M, Taubert S, Crawford D, Libina N, Lee SJ, Kenyon C (2007). Lifespan extension by conditions that inhibit translation in *Caenorhabditis elegans*. Aging Cell.

[bib43] Ikeya T, Broughton S, Alic N, Grandison R, Partridge L (2009). The endosymbiont Wolbachia increases insulin/IGF-like signalling in *Drosophila*. Proceedings. Biological Sciences.

[bib44] Jiang H, Patel PH, Kohlmaier A, Grenley MO, McEwen DG, Edgar BA (2009). Cytokine/Jak/Stat signaling mediates regeneration and homeostasis in the *Drosophila* midgut. Cell.

[bib45] Jiang N, Du G, Tobias E, Wood JG, Whitaker R, Neretti N, Helfand SL (2013). Dietary and genetic effects on age-related loss of gene silencing reveal epigenetic plasticity of chromatin repression during aging. Aging.

[bib46] Kaletsky R, Lakhina V, Arey R, Williams A, Landis J, Ashraf J, Murphy CT (2016). The *C. elegans* adult neuronal IIS/FOXO transcriptome reveals adult phenotype regulators. Nature.

[bib47] Kenyon CJ (2010). The genetics of ageing. Nature.

[bib48] Kenyon C (2011). The first long-lived mutants: discovery of the insulin/IGF-1 pathway for ageing. Philosophical Transactions of the Royal Society B: Biological Sciences.

[bib49] Kontis V, Bennett JE, Mathers CD, Li G, Foreman K, Ezzati M (2017). Future life expectancy in 35 industrialised countries: projections with a bayesian model ensemble. The Lancet.

[bib50] Kruegel U, Robison B, Dange T, Kahlert G, Delaney JR, Kotireddy S, Tsuchiya M, Tsuchiyama S, Murakami CJ, Schleit J, Sutphin G, Carr D, Tar K, Dittmar G, Kaeberlein M, Kennedy BK, Schmidt M (2011). Elevated proteasome capacity extends replicative lifespan in *Saccharomyces cerevisiae*. PLOS Genetics.

[bib51] Kusch T, Florens L, Macdonald WH, Swanson SK, Glaser RL, Yates JR, Abmayr SM, Washburn MP, Workman JL (2004). Acetylation by Tip60 is required for selective histone variant exchange at DNA lesions. Science.

[bib52] Larson K, Yan SJ, Tsurumi A, Liu J, Zhou J, Gaur K, Guo D, Eickbush TH, Li WX (2012). Heterochromatin formation promotes longevity and represses ribosomal RNA synthesis. PLOS Genetics.

[bib53] Liu Y, Beyer A, Aebersold R (2016). On the dependency of cellular protein levels on mRNA abundance. Cell.

[bib54] López-Otín C, Blasco MA, Partridge L, Serrano M, Kroemer G (2013). The hallmarks of aging. Cell.

[bib55] Mah LJ, El-Osta A, Karagiannis TC (2010). GammaH2AX as a molecular marker of aging and disease. Epigenetics.

[bib56] Mannick JB, Del Giudice G, Lattanzi M, Valiante NM, Praestgaard J, Huang B, Lonetto MA, Maecker HT, Kovarik J, Carson S, Glass DJ, Klickstein LB (2014). mTOR inhibition improves immune function in the elderly. Science Translational Medicine.

[bib57] Mannick JB, Morris M, Hockey HP, Roma G, Beibel M, Kulmatycki K, Watkins M, Shavlakadze T, Zhou W, Quinn D, Glass DJ, Klickstein LB (2018). TORC1 inhibition enhances immune function and reduces infections in the elderly. Science Translational Medicine.

[bib58] Maxwell PH, Burhans WC, Curcio MJ (2011). Retrotransposition is associated with genome instability during chronological aging. PNAS.

[bib59] Maynard S, Fang EF, Scheibye-Knudsen M, Croteau DL, Bohr VA, Damage DNA, Repair DNA (2015). Aging, and neurodegeneration. Cold Spring Harbor Perspectives in Medicine.

[bib60] McElwee JJ, Schuster E, Blanc E, Piper MD, Thomas JH, Patel DS, Selman C, Withers DJ, Thornton JM, Partridge L, Gems D (2007). Evolutionary conservation of regulated longevity assurance mechanisms. Genome Biology.

[bib61] Murali T, Pacifico S, Yu J, Guest S, Roberts GG, Finley RL (2011). DroID 2011: a comprehensive, integrated resource for protein, transcription factor, RNA and gene interactions for *Drosophila*. Nucleic Acids Research.

[bib62] Murphy CT, McCarroll SA, Bargmann CI, Fraser A, Kamath RS, Ahringer J, Li H, Kenyon C (2003). Genes that act downstream of DAF-16 to influence the lifespan of *Caenorhabditis elegans*. Nature.

[bib63] Narayan V, Ly T, Pourkarimi E, Murillo AB, Gartner A, Lamond AI, Kenyon C (2016). Deep proteome analysis identifies Age-Related processes in *C. elegans*. Cell Systems.

[bib64] Nemčovičová I, Šesták S, Rendić D, Plšková M, Mucha J, Wilson IB (2013). Characterisation of class I and II α-mannosidases from *Drosophila melanogaster*. Glycoconjugate Journal.

[bib65] Niccoli T, Partridge L (2012). Ageing as a risk factor for disease. Current Biology.

[bib66] Oeppen J, Demography VJW (2002). Broken limits to life expectancy. Science.

[bib67] Oh SW, Mukhopadhyay A, Dixit BL, Raha T, Green MR, Tissenbaum HA (2006). Identification of direct DAF-16 targets controlling longevity, metabolism and diapause by chromatin immunoprecipitation. Nature Genetics.

[bib68] Page MM, Schuster EF, Mudaliar M, Herzyk P, Withers DJ, Selman C (2018). Common and unique transcriptional responses to dietary restriction and loss of insulin receptor substrate 1 (IRS1) in mice. Aging.

[bib69] Pan KZ, Palter JE, Rogers AN, Olsen A, Chen D, Lithgow GJ, Kapahi P (2007). Inhibition of mRNA translation extends lifespan in *Caenorhabditis elegans*. Aging Cell.

[bib70] Park JS, Lee SH, Na HJ, Pyo JH, Kim YS, Yoo MA (2012). Age- and oxidative stress-induced DNA damage in *Drosophila* intestinal stem cells as marked by Gamma-H2AX. Experimental Gerontology.

[bib71] Partridge L, Alic N, Bjedov I, Piper MD (2011). Ageing in *Drosophila*: the role of the insulin/Igf and TOR signalling network. Experimental Gerontology.

[bib72] Partridge L, Deelen J, Slagboom PE (2018). Facing up to the global challenges of ageing. Nature.

[bib73] Rappsilber J, Ishihama Y, Mann M (2003). Stop and go extraction tips for matrix-assisted laser desorption/ionization, Nanoelectrospray, and LC/MS sample pretreatment in proteomics. Analytical Chemistry.

[bib74] Regan JC, Khericha M, Dobson AJ, Bolukbasi E, Rattanavirotkul N, Partridge L (2016). Sex difference in pathology of the ageing gut mediates the greater response of female lifespan to dietary restriction. eLife.

[bib75] Reid DW, Nicchitta CV (2012). Primary role for endoplasmic reticulum-bound ribosomes in cellular translation identified by ribosome profiling. Journal of Biological Chemistry.

[bib76] Reid DW, Nicchitta CV (2015). Diversity and selectivity in mRNA translation on the endoplasmic reticulum. Nature Reviews Molecular Cell Biology.

[bib77] Rera M, Clark RI, Walker DW (2012). Intestinal barrier dysfunction links metabolic and inflammatory markers of aging to death in *Drosophila*. PNAS.

[bib78] Rogakou EP, Sekeri-Pataryas KE (1999). Histone variants of H2A and H3 families are regulated during in vitro aging in the same manner as during differentiation. Experimental Gerontology.

[bib79] Saraogi I, Shan SO (2011). Molecular mechanism of co-translational protein targeting by the signal recognition particle. Traffic.

[bib80] Sedelnikova OA, Horikawa I, Redon C, Nakamura A, Zimonjic DB, Popescu NC, Bonner WM (2008). Delayed kinetics of DNA double-strand break processing in normal and pathological aging. Aging Cell.

[bib81] Stout GJ, Stigter EC, Essers PB, Mulder KW, Kolkman A, Snijders DS, van den Broek NJ, Betist MC, Korswagen HC, Macinnes AW, Brenkman AB (2013). Insulin/IGF-1-mediated longevity is marked by reduced protein metabolism. Molecular Systems Biology.

[bib82] Pawlikowska L, Hu D, Huntsman S, Sung A, Chu C, Chen J, Joyner AH, Schork NJ, Hsueh WC, Reiner AP, Psaty BM, Atzmon G, Barzilai N, Cummings SR, Browner WS, Kwok PY, Ziv E, Study of Osteoporotic Fractures (2009). Association of common genetic variation in the insulin/IGF1 signaling pathway with human longevity. Aging Cell.

[bib83] Tain LS, Sehlke R, Jain C, Chokkalingam M, Nagaraj N, Essers P, Rassner M, Grönke S, Froelich J, Dieterich C, Mann M, Alic N, Beyer A, Partridge L (2017). A proteomic atlas of insulin signalling reveals tissue-specific mechanisms of longevity assurance. Molecular Systems Biology.

[bib84] Tawo R, Pokrzywa W, Kevei É, Akyuz ME, Balaji V, Adrian S, Höhfeld J, Hoppe T (2017). The ubiquitin ligase CHIP integrates proteostasis and aging by regulation of insulin receptor turnover. Cell.

[bib85] Taylor RC, Dillin A (2011). Aging as an event of proteostasis collapse. Cold Spring Harbor Perspectives in Biology.

[bib86] Teleman AA, Hietakangas V, Sayadian AC, Cohen SM (2008). Nutritional control of protein biosynthetic capacity by insulin via myc in *Drosophila*. Cell Metabolism.

[bib87] Tonoki A, Kuranaga E, Tomioka T, Hamazaki J, Murata S, Tanaka K, Miura M (2009). Genetic evidence linking age-dependent attenuation of the 26S proteasome with the aging process. Molecular and Cellular Biology.

[bib88] Vanunu O, Magger O, Ruppin E, Shlomi T, Sharan R (2010). Associating genes and protein complexes with disease via network propagation. PLOS Computational Biology.

[bib89] Vilchez D, Boyer L, Morantte I, Lutz M, Merkwirth C, Joyce D, Spencer B, Page L, Masliah E, Berggren WT, Gage FH, Dillin A (2012). Increased proteasome activity in human embryonic stem cells is regulated by PSMD11. Nature.

[bib90] Wang C, Jurk D, Maddick M, Nelson G, Martin-Ruiz C, von Zglinicki T (2009). DNA damage response and cellular senescence in tissues of aging mice. Aging Cell.

[bib91] Wang D, Cui Y, Jiang Z, Xie W (2014). Knockdown expression of eukaryotic initiation factor 5 C-terminal domain containing protein extends lifespan in *Drosophila melanogaster*. Biochemical and Biophysical Research Communications.

[bib92] Weigelt CM, Sehgal R, Tain LS, Cheng J, Eßer J, Pahl A, Dieterich C, Grönke S, Partridge L (2020). An Insulin-Sensitive circular RNA that regulates lifespan in *Drosophila*. Molecular Cell.

[bib93] Werren JH, Windsor DM (2000). *Wolbachia* infection frequencies in insects: evidence of a global equilibrium?. Proceedings of the Royal Society of London. Series B: Biological Sciences.

[bib94] Wood JG, Hillenmeyer S, Lawrence C, Chang C, Hosier S, Lightfoot W, Mukherjee E, Jiang N, Schorl C, Brodsky AS, Neretti N, Helfand SL (2010). Chromatin remodeling in the aging genome of *Drosophila*. Aging Cell.

[bib95] Wood JG, Jones BC, Jiang N, Chang C, Hosier S, Wickremesinghe P, Garcia M, Hartnett DA, Burhenn L, Neretti N, Helfand SL (2016). Chromatin-modifying genetic interventions suppress age-associated transposable element activation and extend life span in *Drosophila*. PNAS.

[bib96] Wood JG, Helfand SL (2013). Chromatin structure and transposable elements in organismal aging. Frontiers in Genetics.

How the deposited data were processed for this re-analysis (not part of the article)

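RNA was measured in the brain, gut, fat body and thorax of 10-day-old females of 4 groups, *w Dah* and *dilp2-3,5* with *Wolbachia* and *w DahT* and *dilp2-3,5T* without it, with 3 libraries per group and tissue, 48 in all.
*w DahT* came from *w Dah* treated with tetracycline and *dilp2-3,5T* from crossing the mutants into *w DahT*.
The libraries were stranded and depleted of ribosomal RNA.
The values analysed are counts of reads per gene as the authors deposited them: single reads were trimmed, aligned with TopHat2 2.1.0 to BDGP6 and counted per annotated gene by the authors, with no normalization.
Whole numbers in every column, the loss of Ilp3 and Ilp5 in the mutants and the tissue markers were checked against the sample labels.
Of genes covered by exons of the opposite strand alone, 13.9% had no count in any library, against 96.3% of those covered on the same strand, as in a count that respects the strand and drops reads shared by overlapping genes.
Gene symbols came from the annotation for 17252 identifiers and from the paper's supplementary tables for 78, and 228 had none.
Transposable elements are not in the table and were not analysed, and the protein values are the paper's, taken from its supplementary files.
Supplementary file 4 is complete in the copy used for the fat body alone, so its other tissues were left out.

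Each tissue was fitted on its own with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, on 12 libraries with 1 mean per group, TMM factors and the genes kept by filterByExpr.
Contrasts were *dilp2-3,5* against *w Dah*, *dilp2-3,5T* against *w DahT*, their difference as the interaction, and *Wolbachia*-plus against *Wolbachia*-minus flies of each genotype, with a Benjamini-Hochberg adjusted p of at most 0.1.
A transcript was *Wolbachia*-dependent when both the first contrast and the interaction passed.
A gene was detected in a tissue at a median count above 5.
Log2 CPM used a prior count of 2.
Lists of genes, 39 with 848 members found in the table and 8 not, covered metabolism, digestion, growth, DNA replication, chromatin and cell type markers, and were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated one.
Gut-abundant genes were those with a mean CPM of at least 100 in the gut and at least 50 times the mean in brain and thorax.
Overlaps of gene lists were tested with Fisher's exact test, and correlations with marker scores by permutation.
Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 read the tables and drew the figures.

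Genes named in the text were chosen by a rule: per tissue the 10 largest increases and decreases among called genes with a mean log2 CPM of at least 1, no overlap between the 3 mutant and 3 control libraries and a descriptive symbol; the genes changed in all 4 tissues; the genes the paper names, whose values in the paper's tables count as seen; the 10 *Wolbachia*-dependent genes with the smallest interaction p; up to 4 members of each list with the smallest p; and the 5 smallest p between flies with and without *Wolbachia*.
Others are named where a count of 5 or fewer calls for it.

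Alternatives were the Wald test of DESeq2 1.42.0, limma-voom, RLE and upper-quartile factors, no filter on low counts, a median count above 5, an adjusted p of at most 0.05, the replicate number as a block, the 6 libraries of a contrast alone, another definition of *Wolbachia* dependence, and leaving out each library in turn.
These, the tests, the lists and the rule for named genes were set before the data were examined.
Fits without the 7SLRNA genes, with the mean log2 CPM of germline, midgut or photoreceptor markers as a covariate, with a block in the mutant fat body libraries alone and with fold changes shrunken by DESeq2 (a normal prior) were added after seeing the data.
Neither the labels nor the paper pair the libraries of different groups by number.
Deviations from the group means correlated above 0.1 in all 3 pairs of the same number between *dilp2-3,5* and *dilp2-3,5T* in the fat body (0.145 to 0.746), where the block was applied to these groups as well.
They did so also between *w DahT* and *dilp2-3,5* in the brain (0.105 to 0.401), groups not compared directly, and not in all 3 pairs of any other groups.

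Other splits of the samples were run as well, 10 for the 6 libraries of a contrast and 100 drawn with seed 11 for 12 or more.

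The procedure was tested on simulated data with 200 changed genes per tissue: edgeR recovered 80.3, 86.4, 90.9 and 89.4% of changes of 4 times in the fat body, gut, brain and thorax, and 7.46, 8.96, 8.96 and 32.8% of changes of 1.5 times.
Total counts per library were 27584814 to 54027380, of which the 7SLRNA genes took 30.9 to 60.7%.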

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

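Chosen only after the result was seen were the tests without the 7SLRNA genes, with a marker score as a covariate, of ovary tissue, of the sign of small changes, of the place of genes beside the mutated Ilp genes, of the genetic background, of permuted *Wolbachia* labels and of the wider set of digestive enzymes.

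The genotype effect in the fat body depended on *Wolbachia* for 83 transcripts (edgeR, adjusted p of at most 0.1), a difference between the *Wolbachia* groups, and transcripts of digestive enzymes were lower in *dilp2-3,5* than in *w Dah*: 26 of 44 fell and 0 rose, at a median log2 fold change of -2.96.
The 2 7SLRNA genes take a large part of the counts. Without them the log2 fold changes between *dilp2-3,5* and *w Dah* in the fat body shifted by 0.03 in the median over genes. This argues against a shift in scaling as the source of a median of -2.96. *Wolbachia*-dependent transcripts numbered 75 without these genes beside 79 with them, a count that does not test the enzymes themselves. Other effects of these genes were not tested.
Gut tissue carried over into the fat body libraries may lie behind the pattern, since 86 gut-abundant genes outside the enzyme lists had a median of -1.82 (79 of them below 0), betaTry had 309.5 ± 85 CPM in *w Dah* and 12.4 ± 4.61 in *dilp2-3,5*, and gut-abundant genes as a whole 1.49% ± 0.223 and 0.370% ± 0.224 of their level in the gut. The fall was uneven among the 86 genes (quartiles -2.83 and -0.82), and whether carried-over gut would give such a spread was not tested.
Expression of the enzymes by the fat body itself cannot be told apart from carried-over gut, because after subtraction of each gene's change in the gut the 44 enzymes lay -1.09 from the 86 others, with a 95% bootstrap interval of -2.34 to 0.43, while the 19 most gut-abundant enzymes lay -0.14 (-0.96 to 1.54) and 37 in a looser set -2.11 (-2.89 to -1.11) from theirs. These intervals resample genes of the same libraries, which are not independent replicates, and leave out the spread between libraries.
Whether *Wolbachia* or the genotype changes how much gut adheres to the dissected fat body was not tested.

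Among 100 splits of the 12 fat body libraries, 12 gave at least the 83 interactions and 9 at least the 79 *Wolbachia*-dependent transcripts (highest other 4068 and 722). Each *Wolbachia* background was regrouped on its own, so a split can keep the genotype difference in one background and mix or reverse it in the other. Such a split makes an interaction out of the genotype effect. These splits therefore do not decide on chance, which is not excluded, and those of the other tissues below share this limit.
When the *Wolbachia* labels alone were permuted within each genotype, 3 of 100 permutations reached the 83 interactions and 3 of 100 the 79 transcripts (highest other 3985 and 2026).
This regrouping was added after the planned splits, and its highest values point to a structure of the samples.
The interactions numbered 16 without *dilp2-3,5* replicate 1, 23 without *w Dah* replicate 1, 30 without *w DahT* replicate 1, 34 without *dilp2-3,5T* replicate 2, 35 without *dilp2-3,5* replicate 2, 37 without *dilp2-3,5T* replicate 3, 47 without *dilp2-3,5* replicate 3 and 50 without *w Dah* replicate 3.
In the brain the interaction of Sugb (-1.32, standard error 0.17), 1 gene in all, came up as a difference between the same groups, and 7 of 100 splits gave as many interactions (highest other 2088) and 5 as many *Wolbachia*-dependent transcripts (highest other 700), which does not exclude chance.
The gut and the thorax had 0 interactions by edgeR (417 and 405 at an unadjusted p under 0.05; 13 and 30 by DESeq2), which all 100 splits reach (highest other 887 and 3818, and 298 and 2420 for *Wolbachia*-dependent transcripts).

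Transcripts of DNA replication and repair varied between fat body libraries of the same group, and 52.6% of the fat body proteins called by the paper had a transcript of the opposite sign.
With the female germline score as a covariate the median of the list went from -0.62 (quartiles -0.75 and -0.39) to -0.0908 (quartiles -0.26 and 0.09). This does not decide whether genotype has an effect on these genes beyond the germline level. The list follows the score so closely that a change in transcripts of the fat body itself could be hidden.
Ovary tissue carried over into these libraries may be a source, since the mean of the list followed the germline score within groups (Pearson 0.98 over 12 libraries), osk had 100 ± 29.0 CPM in *w Dah* and 54.9 ± 40.8 in *dilp2-3,5*, and the opposite share was 45.2% with the score as a covariate.
Small transcript changes whose sign the spread between libraries sets may add to the opposite share, as it was 33.4% among transcripts at an unadjusted p of at most 0.05.
An effect of genotype on the amount of ovary in the sample stays open and untested, and with 10 splits, which are too few for a share under 0.05, the real opposite share was 52.6% and the highest other 62.1%.

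The 9 genes changed in all 4 tissues lie on chromosome 3 in 7 cases, a count not compared with the share of tested genes there. In the brain 9 of 159 genes within 1 Mb of the mutated Ilp genes changed (5.66% against 0.676% elsewhere), a signal at genes the paper does not discuss.
The same comparison did not pass in the other tissues, with 10% against 6.72% in the fat body, 5.77% against 3.26% in the gut and 29.6% against 24.6% in the thorax (adjusted p = 0.143 each).
Variation linked to the Ilp genes cannot be told apart from a response to the loss of the peptides, as 1 of the 9 genes changed in all 4 tissues, Zasp67, lies in that window (Fisher's exact test, p = 0.132).
So few would come up with a binomial probability of 0.143 if 3 of 9 were expected, and Sugb and asRNA:CR45822 lie 1.86 and 2.44 Mb from the Ilp genes.
A genetic background of the mutant line away from the Ilp genes cannot be told apart from it either, since no other mutant line was measured here.
With w left out, as it marks many engineered alleles, 3 of 7 genes away from the window changed in all 4 tissues without *Wolbachia* too.
Among 100 splits 1, the real one, gave as many (highest other 0). This cannot exclude chance, as these splits recombine the 10 of each tissue. Splits other than the real one gave 0 genes in the fat body, gut and brain and at most 2 in the thorax, so the outcome was fixed in advance.

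Between tissues, the genotype effect itself differed for 230 genes between fat body and gut, and 19 of these changed in opposite directions, such as Mal-A6 (-4.72 and 0.91) and GstD2 (-2.07 and 2.78).
For fat body and brain it differed for 457, with 1 in opposite directions, GC (-4.05 and 0.52), a gamma-glutamyl carboxylase gene named after its values were seen.
Fat body and thorax differed for 286 genes, 26 of them opposite, such as PPO2 (1.40 and -1.17), and gut and thorax for 110, 25 of them opposite, such as tobi (1.06 and -1.79).
Gut and brain differed for 122 genes and brain and thorax for 7.

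Flies of 1 genotype with and without *Wolbachia*, a comparison the paper does not report by transcript and in which the lines differ in their history too, showed a signal in the thorax, with 27 genes between *w Dah* and *w DahT* and 37 between *dilp2-3,5* and *dilp2-3,5T* (edgeR; 81 and 131 by DESeq2), CG30083 being lower with *Wolbachia* in both (-2.76 and -3.30).
The number in wild-type flies was 2 without *w DahT* replicate 3, 10 without *w Dah* replicate 1 or 3 and 13 without *w Dah* replicate 2.
That in the mutants was 3 without *dilp2-3,5T* replicate 3, 6 without *dilp2-3,5T* replicate 2, 7 without *dilp2-3,5T* replicate 1, 10 without *w Dah* replicate 1, 11 without *w Dah* replicate 3 or *dilp2-3,5* replicate 3, 12 without *dilp2-3,5* replicate 2, 13 without *w DahT* replicate 1, 15 without *w DahT* replicate 2 and 17 without *w Dah* replicate 2 or *w DahT* replicate 3.
The fat body had 2 in wild-type flies, CG30083 and slow (-1.89), and 48 in the mutants, such as Mayo (-4.22), numbers that were 0 without *w Dah* replicate 1, 1 without *w Dah* replicate 3 or *w DahT* replicate 3 and 81 without *w Dah* replicate 2 for the first and 0 without *dilp2-3,5* replicate 3, 1 without *dilp2-3,5* replicate 1, 5 without *dilp2-3,5* replicate 2, 21 without *dilp2-3,5T* replicate 2 or 3, 30 without *w DahT* replicate 1 and 88 without *w DahT* replicate 2 for the second.
The gut had 6, such as emc (1.67), and 2, CG9593 and gogo (-4.45 and -3.61), and the brain 3 in wild-type flies, Sugb, Cpr5C and asRNA:CR45108 (1.34, 5.49 and -3.78).
Without 1 library the gut had 0 to 10 and 1 to 6 and the brain of wild-type flies 1 to 3.

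Heat shock protein genes were higher in the thorax of *dilp2-3,5* than of *w Dah* in 8 of 12 cases, a class the paper does not discuss (edgeR; 3 by DESeq2 and 0 by limma-voom).
Hsp70Bbb went from 13.1 ± 7.17 to 237 ± 386 CPM with overlapping groups (log2 fold change 4.18, standard error 1.33), and without *dilp2-3,5* replicate 2 the value was 0.14.
Of the list 0 passed without *w Dah* replicate 1, 2 or 3 or *dilp2-3,5* replicate 2, and the Hsp70 copies share reads, so their division is uncertain.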

How the results depend on the processing

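The tests without the 7SLRNA genes, with the germline, midgut or photoreceptor score as a covariate, with the block in the mutants alone and with shrunken fold changes, and the splits for flies with and without *Wolbachia*, were chosen only after the result was seen.
For 332 results of named genes, each gene counted once per tissue and contrast, 7505 alternatives were run and 0 reversed a call.
Of these 6707 gave the same outcome, in 793 a call ended and in 5 a call was gained.
The 48 list counts moved by more than 1.5 times in 232 of 1085 alternatives.
The largest numbers of calls ended at an adjusted p of at most 0.05 (66, beside 266 results with the same outcome) and with the midgut score (46 beside 48). The midgut score was run in the fat body alone, and its part of ended calls was the largest of these settings. The replicate block ended 45 (287 the same), the 6 libraries of a contrast alone 43 (248 the same) and DESeq2 3 (323 the same).

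With limma-voom, RLE factors, a median count above 5 and without the 7SLRNA genes, the counts between *dilp2-3,5* and *w Dah*, between *dilp2-3,5T* and *w DahT*, of interactions and of *Wolbachia*-dependent transcripts stayed within 1.5 times those of edgeR with all genes and TMM factors.
With DESeq2 more transcripts were called between *dilp2-3,5* and *w Dah*, 999 in the fat body, 559 in the gut and 390 in the brain, and between *dilp2-3,5T* and *w DahT*, 154, 611 and 252.
Interactions by DESeq2 numbered 317 in the fat body, 13 in the gut, 4 in the brain and 30 in the thorax, *Wolbachia*-dependent transcripts 244, 5, 4 and 27, and genes changed in all 4 tissues 19; the cause was not tested.
Defined as changed with *Wolbachia* and not without it, with no test of the interaction, the *Wolbachia*-dependent transcripts numbered 651, 193, 48 and 1590 in fat body, gut, brain and thorax.
At an adjusted p of at most 0.05, which admits fewer genes by construction, 349 transcripts in the fat body and 174 in the gut differed between *dilp2-3,5* and *w Dah*, and 7, 124 and 658 in fat body, gut and thorax between *dilp2-3,5T* and *w DahT*, with 41 interactions and 40 *Wolbachia*-dependent transcripts in the fat body.

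The replicate number was also set as a block in *dilp2-3,5* and *dilp2-3,5T* of the fat body alone. Deviations from the group means correlated there between libraries of the same number, though neither the labels nor the paper pair them. With this block 45 transcripts differed between these groups beside 48 without it, and 115 had an interaction beside 83. The fat body genes named for these tests stayed called.
With the replicate number as a block in all groups, the counts were 182 in the gut between *dilp2-3,5* and *w Dah*, and 9 in the fat body, 130 in the gut and 27 in the brain between *dilp2-3,5T* and *w DahT*.
From the 6 libraries of the contrast alone, a fit on fewer samples, the last comparison gave 0, 102 and 28 in the same tissues.
The single interaction of the brain, which is also its single *Wolbachia*-dependent transcript, gave 0 with upper-quartile factors, 0 with no filter on low counts, 0 with the replicate block, 0 with the photoreceptor score and 0 at the stricter threshold, while the gut gave 1 interaction with no filter.
Upper-quartile factors moved the part of higher transcripts among those changed between *dilp2-3,5T* and *w DahT* in the thorax from 42.8% to 57.5%, and from 0% to 16.7% between *dilp2-3,5* and *dilp2-3,5T* in the gut; the cause was not tested.

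With the female germline score as a covariate, 1164 transcripts of the fat body were called between *dilp2-3,5* and *w Dah* and 345 between *dilp2-3,5T* and *w DahT*.
With the midgut score they were 160 and 2, with 43 interactions and 35 *Wolbachia*-dependent transcripts.
For betaTry the log2 fold change was -4.68 without and -4.93 with the midgut score, and for Mal-A6 -4.72 and -4.68, and both stayed called.
Called glucosidases and amylases went from 9 to 3 of 13 with the midgut score.
Over all 13 the median log2 fold changes without and with the score were -2.95 and -2.78 and the median standard errors 0.53 and 0.73, so the calls ended as the errors widened.
For the serine peptidases the calls went from 17 to 12 of 31, the medians from -3.01 to -2.67 and the median standard errors from 0.63 to 0.80.
The photoreceptor score gave 175 and 76 in the brain.
The opposite share of fat body proteins was 45.2% with the germline score and 33.4% at an unadjusted p of at most 0.05, and the share of like pairs was 66.8% at that limit and 65.0% with fold changes centred on the listed genes; with correlations between genes estimated, 2 of 67 list tests passed.
These were the glucosidases and amylases of the gut (adjusted p = 0.0287) and the insulin-like peptides of the brain, which include the Ilp3 and Ilp5 that the genotype removes.

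Leaving out 1 library at a time gave these ranges between *dilp2-3,5* and *w Dah*: 200 to 966 in the fat body, 115 to 449 in the gut, 39 to 378 in the brain and 1596 to 2751 in the thorax, the lowest there without *w Dah* replicate 1.
Between *dilp2-3,5T* and *w DahT* they were 2 to 34, 66 to 816, 22 to 63 and 470 to 1498, interactions 16 to 98, 0 to 1, 0 to 1 and 0 to 12, and *Wolbachia*-dependent transcripts 16 to 95, 0 to 0, 0 to 1 and 0 to 12.
In the gut the only library that gave an interaction when left out was *w DahT* replicate 3, and in the thorax *dilp2-3,5* replicate 2 with 12.
Genes changed in at least 1 tissue ranged over 2329 to 3425, those in all 4 tissues over 7 to 11, detected genes over 11208 to 11233, list tests over 63 to 72 and the opposite share over 48.5 to 54.1%.

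Between *w Dah* and *w DahT*, DESeq2 called 166 transcripts in the fat body, 21 in the gut, 30 in the brain and 81 in the thorax.
Between *dilp2-3,5* and *dilp2-3,5T* it called 142, 28, 24 and 131.
For *w Dah* and *w DahT* the replicate block gave 1 in the fat body, 2 in the gut and 17 in the thorax, the midgut score 1 in the fat body and the stricter threshold 1 in the gut.
For *dilp2-3,5* and *dilp2-3,5T* limma-voom gave 24 in the fat body and 4 in the gut, the germline score 87 and the midgut score 31 in the fat body, and the stricter threshold 31 in the fat body and 9 in the thorax.
Upper-quartile factors gave 6 in the gut and 1 in the brain, no filter 4 in the gut and 23 in the thorax, a median count above 5 1 and the photoreceptor score 6 in the brain, and the replicate block 7 in the thorax.
Without 1 library the ranges in fat body, gut, brain and thorax were 0 to 81, 0 to 10, 1 to 3 and 2 to 35 in wild-type flies and 0 to 88, 1 to 6, 0 to 3 and 3 to 53 in the mutants.

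Other groupings of the 6 libraries of a contrast make 10 splits, too few for a share under 0.05.
Between *dilp2-3,5* and *w Dah* the real counts and the highest others were 660 and 0 in the fat body, 315 and 0 in the gut, 79 and 0 in the brain, and 2533 and 2 in the thorax, and 4 and 0 for the lysosomal alpha-mannosidases in the gut.
Between *dilp2-3,5T* and *w DahT* they were 221 and 0, 46 and 0, and 1204 and 0 in gut, brain and thorax, but 16 and 3141 in the fat body, where that split sets *w DahT* replicate 1 and 3 and *dilp2-3,5T* replicate 1 against the rest, groups that differ by 2.44 in the germline score, which points to a structure of the samples.
For flies with and without *Wolbachia* they were 2 and 2, 6 and 0, 3 and 0, and 27 and 1 in fat body, gut, brain and thorax of wild-type flies.
In the mutants they were 48 and 1101, 2 and 2582, 0 and 3451, and 37 and 55, where the numbers far above the real ones in fat body, gut and brain point to a structure of the samples.
The share of like pairs was not judged by splits, as its transcripts were called by the paper under the real groups of these libraries (2 of 100 splits gave as high a share, highest other 66.9%).
Over 100 splits, which recombine the 10 of each tissue, only the real one reached the 3204 genes changed in at least 1 tissue (highest other 2533). This cannot exclude chance, as the low counts of the other splits in each tissue left no recombination able to exceed the real number. For the 67 list tests that passed chance is not excluded either (30 splits gave as many, median of the others 63, highest other 76). With the preset correlation, camera thus hardly told the real groups from other groupings of the libraries.

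In simulated data with known changes, 25.4% of doubled transcripts were recovered in the fat body and 67.2% in the thorax, and for an interaction of that size 1.49% and 43.3%.
DESeq2 recovered 43.3% of doubled transcripts in the fat body, with 34.5% of its calls false in these simulated data against 5.06% by edgeR. Few of the tested genes were changed in the simulation, and the false share depends on how many are. These shares therefore do not give the part of false calls in the real libraries, here or in the paper. Whether the way the counts were simulated favours either tool was not tested.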

Differences from the paper's values

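The fit with the female germline score as a covariate and the shrunken fold changes of DESeq2 were chosen only after the result was seen; the other tests named here were set before the data were examined.
The counts are at the paper's threshold, an adjusted p of at most 0.1.

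Fewer transcripts changed between *dilp2-3,5* and *w Dah* here than in the paper, with 660 against the paper's 1004 in the fat body, 315 against the paper's 563 in the gut and 79 against the paper's 365 in the brain.
Among the alternatives set before the data were examined, DESeq2 brought the counts within 1.5 times the paper's (999, 559 and 390), while limma-voom, RLE size factors, upper-quartile factors, no filter on low counts, a median count above 5, the replicate block, the 6 libraries of the contrast and an adjusted p of at most 0.05 did not.
Without *w Dah* replicate 2 the fat body had 966, without *dilp2-3,5T* replicate 2 the gut had 449, and without *dilp2-3,5* replicate 1 the brain had 378.
The germline score as a covariate, chosen after seeing the values, gave 1164 in the fat body and left 93 of the transcripts that Supplementary file 3 lists for this tissue, called by the paper and with a protein measured, without a call.
Of these transcripts edgeR alone left 176 without a call and DESeq2 7, and in the thorax edgeR left 62 and DESeq2 2; every listed transcript had the paper's sign in each tissue under both tools.

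Transcripts changed in all 4 tissues numbered 9 against the paper's 17.
DESeq2 (19) and the 6 libraries of the contrast (12) came within 1.5 times the paper's number, and limma-voom, RLE size factors, upper-quartile factors, no filter on low counts, a median count above 5, the replicate block and an adjusted p of at most 0.05 did not.

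*Wolbachia*-dependent transcripts of the fat body numbered 79 against the paper's 249, and genes dependent on both levels and in the same direction there 16 against the paper's 26.
DESeq2 gave 244 and 24 (26 in any direction, and by the flags of the paper's own table 24 in the same and 26 in any), within 1.5 times the paper's numbers, and for the first count limma-voom, RLE size factors, upper-quartile factors, no filter on low counts, a median count above 5, the replicate block, an adjusted p of at most 0.05 and the definition without the interaction test did not; the second was recomputed with DESeq2 alone.

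The correlation of protein and transcript fold changes in the fat body was 0.488 over Supplementary file 3 against the paper's 0.5865, and 0.173 over Supplementary file 4 against the paper's 0.2503.
With the shrunken fold changes of DESeq2, a setting chosen after seeing the values, the correlations were 0.586 and 0.250; the alternatives chosen earlier were not run, apart from DESeq2 without shrinkage (0.487 and 0.172).

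For the lysosomal alpha-mannosidases of the gut, the paper lists log2 fold changes of 1.8 for LManIII and LManIV and 1.6 for LManV and LManVI, where the values here were 3.46, 3.56, 2.45 and 2.48.
Each alternative set before the data were examined that keeps all libraries stayed apart from the paper's values (3.39 to 3.52 for LManIII, 3.54 to 3.69 for LManIV, 2.43 to 2.49 for LManV and 2.45 to 2.50 for LManVI).
Shrunken toward 0 with a normal prior by DESeq2, a setting chosen after seeing the values, they were 1.77, 1.75, 1.61 and 1.63, and over the gut transcripts listed in Supplementary file 3 shrunken values were 0.999 times the paper's in the median.
The paper does not state that its fold changes were shrunken.
Without shrinkage the values here were 1.13 times the paper's in the median of these transcripts, with a Pearson correlation of 0.95.
The paper states that each of the 6 genes rose in the gut as a transcript. Here 4 of 6 were called, LManI (0.66) and LManII (0.38) being higher but not called by edgeR or DESeq2 over all genes. Supplementary file 3, which holds transcripts the paper called and whose protein was measured, lists the same 4 for the gut. Adjusted over the 6 genes alone, each of them was called here.

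In Supplementary files 3 and 4 the second quadrant holds more protein and less transcript in each case (18 and 239 pairs in the fat body), which is the reverse of its description in the legend.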

Other observations

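No test in this part was chosen after the result was seen, apart from the naming of single genes where stated.
In the thorax of *dilp2-3,5* mutants, 9 of 23 odorant-binding protein genes fell relative to *w Dah* and 2 rose (2 up and 10 down when adjusted over the list alone; camera, adjusted p = 1.01e-04, and adjusted p = 0.312 with an estimated correlation; 7 without *w Dah* replicate 1 or *w DahT* replicate 1 or *dilp2-3,5* replicate 1).
Obp56a (log2 fold change -1.90, standard error 0.10) and Obp56d (log2 fold change -1.28, standard error 0.14) fell, genes named after their values were seen.
Targets of the transcription factor FOXO and genes of insulin signalling rose in 6 cases, gig, Lnk, Pi3K92E, Sesn, Thor and Tsc1, and fell in 1, tobi (7 up and 1 down when adjusted over the list alone; camera, adjusted p = 0.321, and adjusted p = 0.890 with an estimated correlation; 3 without *w Dah* replicate 1 and 4 without *w Dah* replicate 3).
Thor, which encodes the binding protein of eIF4E, had a log2 fold change of 0.58, standard error 0.15.
Antimicrobial peptide genes fell in 3 of 10 cases, AttD, Def and DptA (0 up and 3 down when adjusted over the list alone; 6 without *dilp2-3,5* replicate 1), Def by 3.21 on the log2 scale, lower in each of 3 mutant libraries than in each of 3 controls. The list as a whole did not fall, at a median log2 fold change of 0.13.
Enzymes of aromatic amino acid and glycine breakdown changed in the thorax too, 6 of 10 up and 2 down (6 up and 2 down when adjusted over the list alone; 4 without *w Dah* replicate 2 or *dilp2-3,5* replicate 3 and 5 without *w Dah* replicate 1 or *dilp2-3,5* replicate 2).
The chitin deacetylase gene Cda9 fell by 3.56 and the neuropeptide-like gene Nplp3 rose by 1.48 on the log2 scale, each with no overlap between the 3 mutant and 3 control libraries.

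In the brain of *dilp2-3,5* mutants, 2 of 6 genes of the MCM helicase rose, Mcm5 and Mcm7 (3 up and 0 down when adjusted over the list alone; camera, adjusted p = 6.81e-04, and adjusted p = 0.312 with an estimated correlation), and their number was 0 without *w Dah* replicate 2 and 1 without *w Dah* replicate 1 or 3 or *w DahT* replicate 1 or 2 or *dilp2-3,5* replicate 2 or 3 or *dilp2-3,5T* replicate 1, 2 or 3.
In the gut of flies without *Wolbachia*, the lysosomal alpha-mannosidases LManIII (3.18, standard error 0.55), LManIV (3.59, standard error 0.55), LManV (2.28, standard error 0.40) and LManVI (2.16, standard error 0.40) were higher in *dilp2-3,5T* than in *w DahT*, and none had an interaction with *Wolbachia* by edgeR at an adjusted p of at most 0.1.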
